# CBF-dependent and CBF-independent regulatory pathways contribute to the differences in freezing tolerance and cold-regulated gene expression of two Arabidopsis ecotypes locally adapted to sites in Sweden and Italy

**DOI:** 10.1371/journal.pone.0207723

**Published:** 2018-12-05

**Authors:** Sunchung Park, Sarah J. Gilmour, Rebecca Grumet, Michael F. Thomashow

## Abstract

*Arabidopsis thaliana* (Arabidopsis) increases in freezing tolerance in response to low nonfreezing temperatures, a phenomenon known as cold acclimation. The CBF regulatory pathway, which contributes to cold acclimation, includes three genes—*CBF1*, *CBF2* and *CBF3*—encoding closely-related transcription factors that regulate the expression of more than 100 genes—the CBF regulon—that impart freezing tolerance. Here we compare the CBF pathways of two Arabidopsis ecotypes collected from sites in Sweden (SW) and Italy (IT). Previous studies showed that the SW ecotype was more freezing tolerant than the IT ecotype and that the IT ecotype had a nonfunctional *CBF2* gene. Here we present results establishing that the difference in *CBF2* alleles contributes to the difference in freezing tolerance between the two ecotypes. However, other differences in the CBF pathway as well as CBF-independent pathways contribute the large majority of the difference in freezing tolerance between the two ecotypes. The results also provided evidence that most cold-induced CBF regulon genes in both the SW and IT ecotypes are coregulated by CBF-independent pathways. Additional analysis comparing our results with those published by others examining the Col-0 accession resulted in the identification of 44 CBF regulon genes that were conserved among the three accessions suggesting that they likely have important functions in life at low temperature. The comparison further supported the conclusion that the CBF pathway can account for a large portion of the increase in freezing tolerance that occurs with cold acclimation in a given accession, but that CBF-independent pathways can also make a major contribution.

## Introduction

The CBF pathway has a prominent role in cold acclimation, the process whereby plants increase in freezing tolerance in response to low temperatures [1–3]. In *Arabidopsis thaliana* (hereafter referred to as Arabidopsis), the pathway includes action of three *CBF* genes which are physically linked in tandem array on chromosome 4 and encode closely related AP2/ERF family transcription factors that bind to the CRT/DRE DNA regulatory element present in the promoters of CBF-regulated genes [4–6]. Within minutes of exposing Arabidopsis to low nonfreezing temperatures, *CBF1*, *CBF2* and *CBF3* [5, 7, 8]—also known as *DREB1b*, *DREB1c and DREB1a*, respectively [9]—are induced followed by induction of CBF-targeted cold-regulated (COR) genes, known as the CBF regulon [2, 10]. Expression of the CBF regulon leads to an increase in freezing tolerance as indicated by the findings that overexpression of *CBF1*, *CBF2*, or *CBF3* in transgenic plants results in an increase in freezing tolerance without exposing plants to low temperature [9, 11, 12] and that down-regulation of the CBF pathway in plants exposed to low temperature results in a decrease in freezing tolerance [13, 14].

The natural range of Arabidopsis extends from North Africa to northern Europe and east to Central Asia encompassing geographical locations that differ greatly in winter freezing temperatures [15, 16]. Accordingly, natural variation in freezing tolerance has been observed among Arabidopsis accessions with those collected from cooler northern latitudes generally more freezing tolerant than those collected from warmer southern latitudes [17, 18]. Given the role of the CBF pathway in freezing tolerance, a question that arises is whether natural variation in the pathway has contributed to local adaptation in Arabidopsis. Recent studies provide strong evidence that it has. Ågren and Schemske (2012) [19] conducted reciprocal transplant experiments using Arabidopsis populations collected from sites in Sweden (SW) and Italy (IT) and found that the SW genotype was more fit (measured as survival and total fruit production) than the IT genotype when both genotypes were grown at the Sweden site, and that the reverse was true when both genotypes were grown at the Italy site. Moreover, the relative survival of the IT ecotype at the Sweden site was positively correlated with the minimum soil freezing temperature [19] implicating freezing tolerance as an adaptive trait. Indeed, direct testing showed that the SW ecotype was more freezing tolerant than the IT ecotype and a QTL for both fitness and freezing tolerance was mapped to a site on chromosome 4 that overlapped the *CBF* locus (the QTL was mapped using a RIL population developed from a cross between the IT and SW ecotypes) [20]. These results suggested that differences in the *CBF* locus of the IT and SW ecotypes contribute to the differences in freezing tolerance and the local adaptation observed in the IT and SW ecotypes. Consistent with this suggestion was the finding that the IT ecotype had a nonfunctional *cbf2* gene and that transformation of the SW *CBF2* gene into the IT plants resulted in an increase in freezing tolerance [21].

Here we used CRISPR/Cas9 technology to determine the extent to which the differences in freezing tolerance and cold-regulated gene expression observed between the IT and SW ecotypes are due to differences in their CBF pathways. Our results indicate that the non-functional IT *CBF2* allele contributes to the difference in freezing tolerance between the SW and IT ecotypes, but that other differences in CBF-dependent and CBF-independent function account for the majority of the difference in freezing tolerance between the two ecotypes. Our results also provide evidence that most cold-induced CBF regulon genes in both the SW and IT ecotypes are coregulated by CBF-independent pathways. Finally, we compared our results with those recently published by Zhao et al. (2016) [22] and Jia et al. (2016) [23] who used CRISPR/Cas9 technology to test the role of the CBF pathway in the Col-0 and Col-3 accessions; Col-0 and Col-3 are reported to be derived from the Columbia accession [24, 25]. The comparison identified 44 CBF regulon genes that are conserved among the three accessions, but also revealed that there is considerable diversity in the genes that comprise the IT, Col-0 and SW CBF regulons.

## Materials and methods

### Plant material and growth conditions

The *Arabidopsis thaliana* IT and SW accessions used in this study have been described elsewhere [21]. Seeds were stratified for 3–5 days at 4°C and plants were grown on soil in pots at 22°C under a 12-h or 16-h photoperiod with a light intensity of 100–120 μmol m^−2^ sec^−1^ as described [26]. For RNAseq experiments, the plants were grown on soil in pots for 23 days and then exposed to low temperature (4°C) for 24 h or 2 weeks at about 35 μmol m^−2^ sec^−1^ under a 12-h photoperiod. For evaluation of the vernalization response, the plants were grown on soil in pots at 22°C under a 16-h photoperiod for 12 days and exposed to 4°C under a 16-h photoperiod for 0, 2, 4, 6 and 8 weeks, after which time the plants were moved back to 22°C for flowering.

### Generation of *cbf* mutants using CRISPR/Cas9-mediated genome editing technology

To obtain the mutants with all three CBF proteins being nonfunctional, we utilized the multiplex genome engineering capability of the CRISPR/Cas9 system [27]. A plasmid for CRISPR was obtained from Dr. Jian-Kang Zhu. Briefly, three 19bp oligonucleotides designed to target the coding region of CBF1, CBF2 or CBF3 under control of the AtU3b, AtU6 or At7SL promoter, respectively, were cloned to a single binary vector (pCambia1300): CBF1, 5’-TCGCTGCATTAGCCCTCCG-3’; CBF2, 5’- TCGCCGCCATAGCTCTCCG-3’; CBF3, 5’- GCGGCGGCTGAAGCTGCGT-3’. The binary vector contained three single-guide RNA (sgRNA) modules, each of which was designed to target the coding region of each of the three CBFs. To prevent possible insertional effects by the T-DNA containing the CRISPR/Cas9 transgene, we removed the T-DNA from the CRISPR mutants by backcrossing the homozygous T3 lines of the mutants to the corresponding parents. Independent F2 lines from the backcrosses were used for the experiments to mitigate the formal possibility of off-site mutations affecting the phenotypes of interest.

The IT ecotype has a non-functional *cbf2* allele due to a 13-bp deletion in the C-terminal region of the gene [21]. The frame-shift mutation results in a truncated protein that lacks the C-terminal activation domain (Fig 1; S1B and S1E Fig) and thus, overexpression of the protein does not induce expression of CBF regulon genes [21]. Using the CRISPR/Cas9 system, we made an IT line, it:*cbf123*, that had inactive alleles of all three *CBF* genes. The CRISPR *cbf1* gene had an 18-bp deletion within the DNA binding domain (Fig 1; S1A and S1D Fig). Given that the deletion did not change the reading frame, the modified protein potentially had a functional activation domain and thus might be active. This was not the case as overexpression of the CRISPR cbf1 protein in Ws-2 did not induce expression of CBF regulon genes; in contrast, overexpression of the IT *CBF1* gene did (S2 Fig). The CRISPR *cbf2* gene, which was already inactive had an additional 3-bp deletion in the DNA binding domain (Fig 1; S1B and S1E Fig). The CRISPR *cbf3* gene had a 1-bp mutation predicted to produce a truncated protein that did not have the activation domain (Fig 1; S1C and S1F Fig). Indeed, whereas overexpression of the IT *CBF3* gene induced expression of CBF regulon genes, overexpression of the it:*cbf123* CRISPR *cbf3* gene did not (S2 Fig).

**Fig 1:**
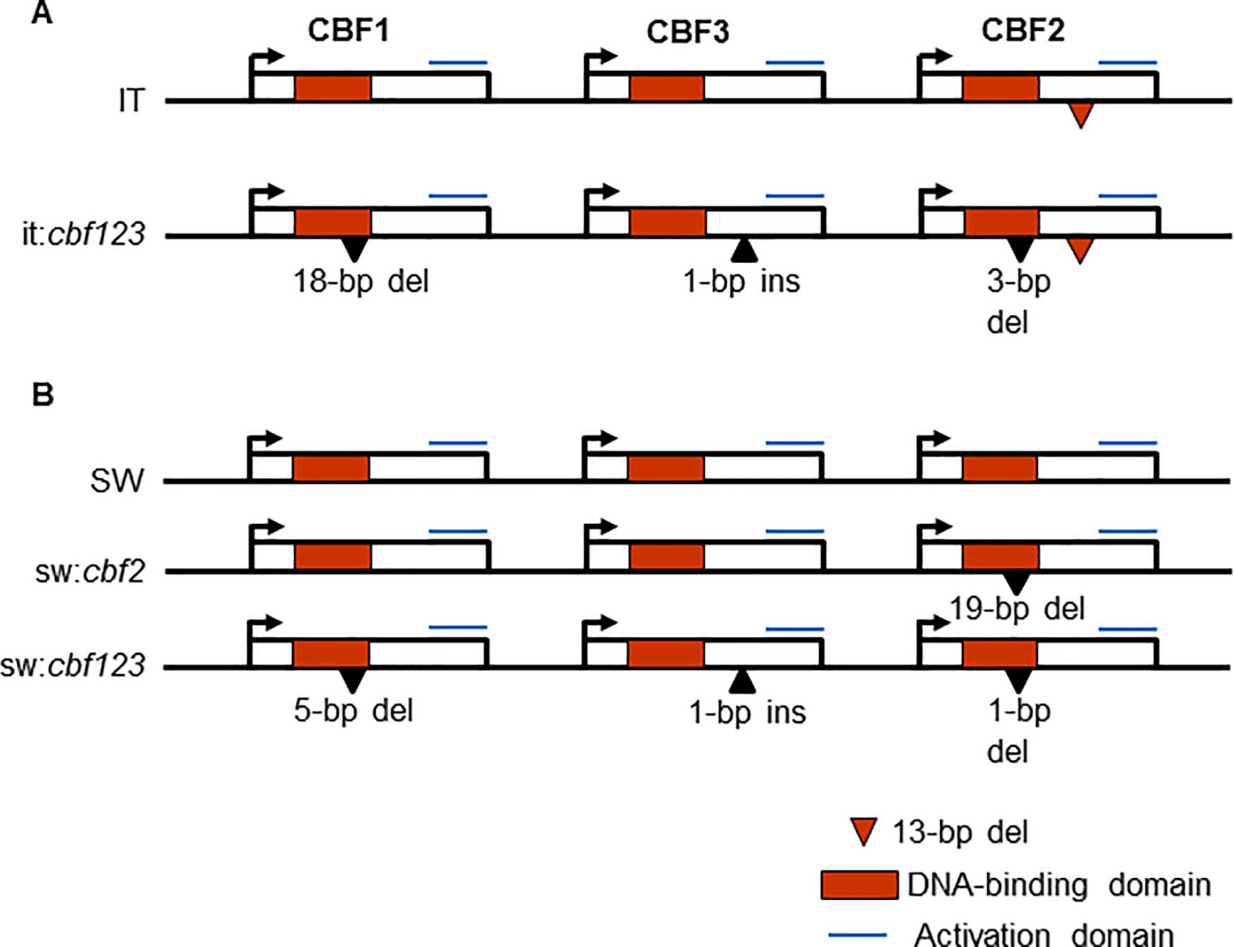
CRISPR-induced mutations in the IT and SW *CBF* genes. Boxes indicate *CBF1*, *CBF2*, and *CBF3* coding regions (red portion indicates DNA binding domain) in the order they are arranged in the genome (not to scale). Black triangles indicate insertion (ins) or deletion (del) mutations. Red triangles indicate site of the natural mutation in the IT *CBF2* gene. The blue lines indicate the activation domain. The mutations within the IT (A) and SW (B) *CBF1*, *CBF2* and *CBF3* coding regions are shown in S1A–S1C Fig.

Using the CRISPR/Cas9 system, we also made an SW line with an inactive *cbf2* gene, sw:*cbf2*, and a line that had inactive alleles of all three *CBF* genes, sw:*cbf123* (Fig 1). The *cbf2* gene in sw:*cbf2* had a 19-bp deletion in the DNA binding domain resulting in predicted protein that did not have an activation domain (Fig 1; S1B and S1E Fig). As would be expected, overexpression of this sw:*cbf2 cbf2* gene in Ws-2 did not induce expression of CBF regulon genes, whereas overexpression of the SW *CBF2* gene did (S3 Fig). In the sw:*cbf123* plants, the CRISPR *cbf1* gene had a 5-bp deletion in the DNA binding domain; the *cbf2* gene had a 1-bp deletion in the DNA binding domain; and the *cbf3* gene had a 1-bp deletion upstream of the activation domain (Fig 1; S1A–S1F Fig). None of these proteins had activation domains and thus were presumed to be inactive like the other CBF proteins without activation domains. Indeed, the CRISPR *cbf3* allele in sw:*cbf123* was predicted to form a truncated protein that ended at the same residue as the CRISPR *cbf3* gene in the it:*cbf123* plants, which, as indicated above, produced an inactive protein.

### Generation of transgenic plants overexpressing *CBF alleles*

The coding regions of the *cbf1* allele from it:*cbf123*, the *cbf2* allele from sw:*cbf2*, and the *cbf3* allele from it:*cbf123*, and corresponding WT alleles were amplified by PCR, cloned into the Gateway vector pEarleyGate100 [28] under control of the CaMV 35S promoter, and transformed into Ws-2 plants using the floral dip procedure [29]. Homozygous T3 or higher plants were used for experiments. Primers used for PCR were: CBF1/cbf1, 5’-ACAGAGTACTCTGATCAATGAACTC-3’ (forward) and 5’-GAATATTAGTAACTCCAAAGCGACACG-3 (reverse); CBF2/cbf2, 5’-ATCTTCTACTTACTCTACTCTCA3’ (forward) and 5’-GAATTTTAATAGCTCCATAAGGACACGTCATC-3’ (reverse); CBF3/cbf3, 5’-CAGAGTATTGTTGATCAATGAGCTC-3’ (forward) and 5’-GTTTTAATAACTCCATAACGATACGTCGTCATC-3’ (reverse). The transcript levels for the various transgenes were determined by qRT-PCR (S2 and S3 Figs).

### Quantitative RT-PCR analysis

Total RNA was extracted from plants using RNeasy Plant Mini kits (Qiagen, http://www.qiagen.com) as described [14]. Complementary DNA was synthesized from total RNA with random primers using the Reverse Transcription System (Promega, http://www.promega.com/). Complementary DNA was used as a template for qRT-PCR using fast SYBR Green master mix (Life Technologies) as described [26, 30]. *IPP2* (At3g02780) was used as a reference gene. The primers used for qRT-PCR are shown in S1 Table.

### Freezing tolerance tests

Electrolyte leakage assays were performed as described [30, 31]. Plants were grown at 22°C on soil under a 12-h photoperiod and then transferred to 4°C under a 12-h photoperiod for 2 weeks as described above. EL_50_ values were calculated from fitted third-order linear polynomial trends from the electrolyte leakage curves (S2 Table). Two-way analysis of variance was performed and significance of comparisons of responses among genotypes was determined by orthogonal contrast (S2 Table).

### Promoter motif analysis

Motif enrichment was determined by counting the number of CRT/DRE DNA-binding motifs (rCCGAC) within the region 1 kb upstream of the translation start site for each gene based on TAIR version 10 annotation (Arabidopsis Information Resource; http://www.arabidopsis.org/). Motif enrichment in a group of genes was tested against a background distribution generated by 1000 random samplings from all genes in the Arabidopsis genome and presented as the Z-score and P value.

### RNAseq analysis

Aerial tissue was collected from the IT, SW, CBF2-overexpressing, and *cbf* mutant plants (two experimental replicates) exposed to low temperature (4°C) for 0 h, 24 h and 2 weeks. Total RNA was isolated for each experimental replicate using an RNeasy kit (Qiagen) and submitted to Michigan State University's Research Technology Support Facility (RTSF) for RNAseq library preparation and sequencing. Sequencing was performed on an Illumina Genome Analyzer II (http://www.illumina.com). The RNAseq reads were mapped to the *Arabidopsis thaliana* reference genome (TAIR10) using Bowtie2 version 2.2.6 [32] and Tophat version 2.1.0 [33]. The resulting TopHat BAM files were used to estimate transcript abundance (FPKM) and identify differentially expressed genes using the Cuffdiff program within Cufflinks (version 2.2.1) [33]. Genes with a two-fold change (log_2_ = 1) or more and an FDR = 0.01 were designated as differentially expressed. Hierarchical clustering analyses were performed using the hcluster method of ‘amap’ in the R package (https://www.r-project.org/) and the resulting clusters were visualized with treeview (http://rana.lbl.gov/EisenSoftware.htm). The RNAseq data have been deposited in the Gene Expression Omnibus under accession number GSE106284. Gene ontology term enrichment was performed on the differentially expressed genes for biological processes with the entire nuclear gene set of 33278 (TAIR v10) as a background. P-values were calculated using the hypergeometric test.

## Results

### Differences in *CBF2* alleles contribute to the difference in freezing tolerance between the SW and IT ecotypes

Oakley et al. (2014) [20] showed that the SW ecotype is more freezing tolerant than the IT ecotype and identified a QTL for freezing tolerance that overlapped the *CBF* locus. Gehan et al. (2015) [21] then showed that the IT *CBF2* gene was nonfunctional and proposed that this accounted for the freezing tolerance QTL that overlapped the *CBF* locus. To test this possibility, we used CRISPR/Cas9 technology to inactivate the SW *CBF2* gene, creating sw:*cbf2* (Fig 1; S1B and S1E Fig; see Materials and Methods) and determined the effects that this had on freezing tolerance (Fig 2; S2 Table). The results indicated that there was little, if any, difference in freezing tolerance between non-acclimated SW and sw:*cbf2* plants (Fig 2A). There was, however, a difference in freezing tolerance between cold-acclimated SW and sw:*cbf2* plants: whereas the EL_50_ (the temperature at which freezing damage results in leakage of 50% of the total cellular electrolytes) of cold-acclimated SW plants was -12.4°C, the EL_50_ of and sw:*cbf2* plants was -11.6°C (Fig 2B; S2 Table). Thus, loss of SW *CBF2* function resulted in a 0.8°C decrease in freezing tolerance indicating that differences in SW and IT *CBF2* alleles did indeed contribute to the difference in freezing tolerance between the two ecotypes.

**Fig 2:**
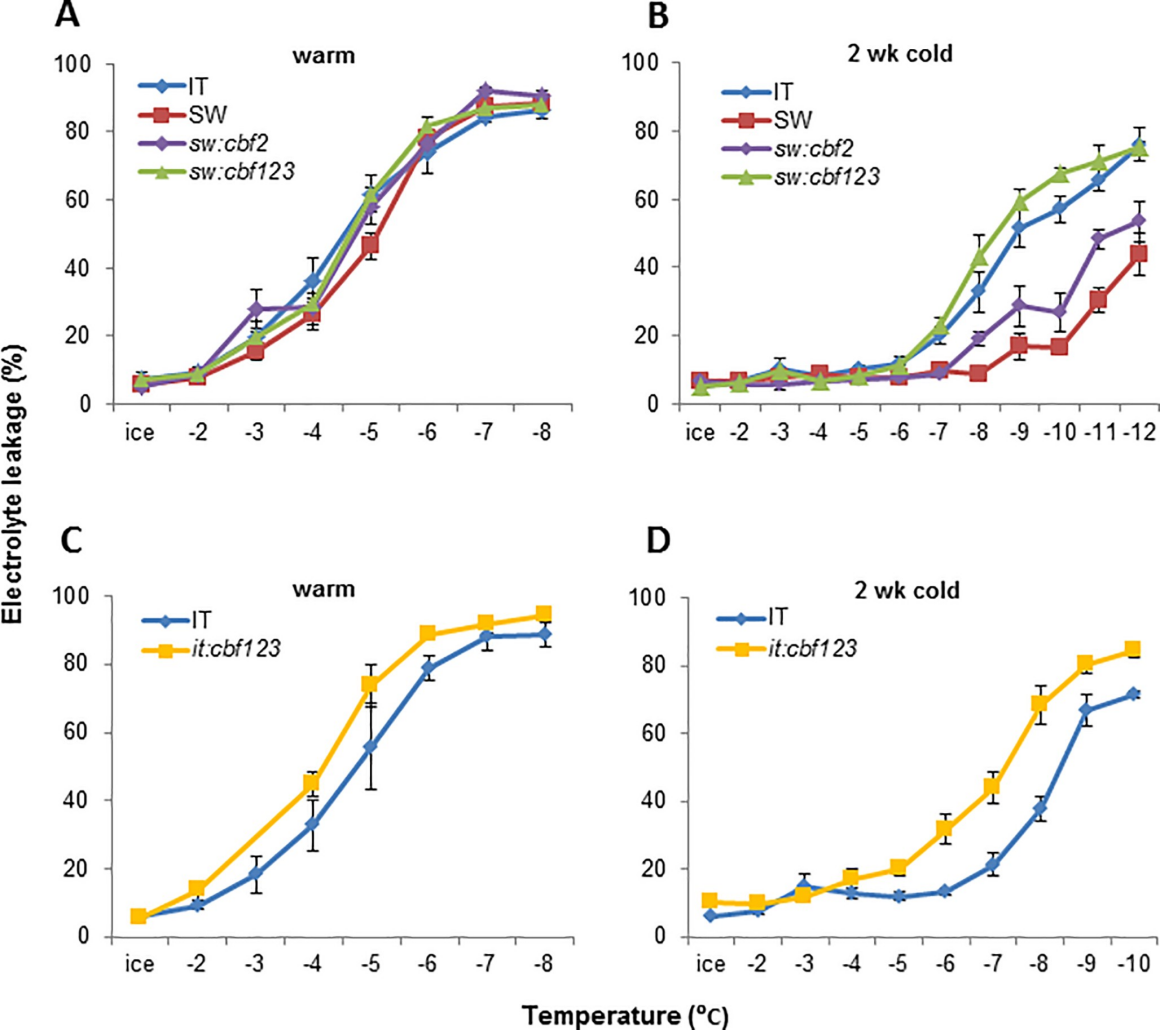
Inactivation of the CBF pathway in SW and IT plants impairs freezing tolerance. Electrolyte leakage freeze tests were conducted on non-acclimated plants grown at 22°C (A, C) and cold-acclimated plants grown at 22°C and then exposed to 4°C for 2 weeks (B, D). sw:*cbf2*, SW with *CBF2* mutated; sw:*cbf123*, SW with *CBF1*, *CBF2*, and *CBF3* mutated; it:*cbf123*, IT with *CBF1*, *CBF2*, and *CBF3* mutated (see Fig 1). Error bars indicate SE of three biological replicates. Third-order linear polynomial trends were fitted for the electrolyte leakage data for each genotype. EL_50_ values were calculated from the fitted models. Two-way analysis of variance was performed; significance of comparisons of responses among genotypes was determined by orthogonal contrast. P values and EL_50_ values are shown in S2 Table.

### Both CBF-dependent and CBF-independent pathways contribute to the freezing tolerance of the SW and IT ecotypes

To determine the extent to which the freezing tolerance of SW and IT plants was dependent on the CBF pathway, we used CRISPR/Cas9 technology to completely inactivate the *CBF* locus of each ecotype—resulting in sw:*cbf123* and it:*cbf123*, respectively (Fig 1; S1A–S1G Fig)—and determined the effects that this had on freezing tolerance (Fig 2; S2 Table). In the case of the SW plants, about 40% of the cold-induced increase in freezing tolerance was CBF-dependent: whereas the freezing tolerance of SW plants increased 7.3°C in response to cold acclimation (EL_50_ values decreased from -5.1 to -12.4°C), the freezing tolerance of sw:*cbf123* plants increased 4.4°C (EL_50_ values decreased from -4.5 to -8.9°C) (Fig 2A and 2B). In contrast, only about 10% of the increase in freezing tolerance that occurred in IT plants in response to low temperature was CBF-dependent: whereas the freezing tolerance of IT plants increased 4.0°C in response to cold acclimation (EL_50_ values decreased from -4.7 to -8.7°C), the freezing tolerance of it:*cbf123* plants increased 3.5°C (EL_50_ values decreased from -3.8 to -7.3°C) (Fig 2C and 2D). In absolute terms, the CBF-dependent pathways of the SW and IT plants contributed, respectively, a 2.9°C and 0.5°C increase in freezing tolerance in response to low temperature whereas the CBF-independent pathways contributed, respectively, a 4.4°C and 3.5°C and increase in freezing tolerance. Thus, both the CBF-dependent and CBF-independent freezing tolerance pathways of the SW plants imparted greater levels of freezing tolerance than did the respective pathways in the IT plants.

### Most cold-induced CBF regulon genes are coregulated by CBF-independent pathways in both the SW and IT ecotypes

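The transcript levels come from RNA sequencing of aerial tissue of 23-day-old plants. 44 libraries, 2 replicates in each of 22 groups, cover the SW and IT ecotypes, the CRISPR/Cas9 mutants sw:*cbf2*, sw:*cbf123* and it:*cbf123*, and 3 lines labelled sw:cbf23, it33 and 35s, which the RNA sequencing results of the paper do not name. The SW and IT ecotypes are accessions of Arabidopsis, and the mutants carry small deletions or insertions in the coding regions of the *CBF* genes; IT itself carries a deletion in *CBF2*. Plants were grown at 22°C under a 12-h photoperiod (warm) or moved to 4°C for 24 h or 2 weeks; the line 35s was sampled in the warm alone. The authors aligned the reads with TopHat and Bowtie2 and estimated FPKM (fragments scaled by transcript length and library size) with Cufflinks. The values used here are the authors' pooled value of both replicates, 1 per gene and group, for 33557 genes, so a difference between groups has no replicate check and no p-value is given. Over the 22 groups, 17705 to 18118 genes (median 17888) are at 1 FPKM or more, and the 10 highest genes take 9.2 to 13.5% of the sum of the values. The number of fragments per library is not known from these values. A gene is called cold-induced here when its log2 ratio of cold over warm, with 0.5 FPKM added to both, is 1 or more and at least 1 of the groups compared reaches 1 FPKM.
The targeted genes come first. *CBF2* in SW was 0.0322 FPKM in the warm, 36.0 at 24 h and 14.8 at 2 weeks; in sw:*cbf123* it was 0.187, 108 and 29.1 FPKM, and in sw:*cbf2* 0.451, 46.4 and 13.8 FPKM. In IT *CBF2* was 0.202, 25.2 and 26.2 FPKM, and in it:*cbf123* 0.138, 26.5 and 24.4 FPKM. *CBF1* at 24 h was 8.2 FPKM in SW, 8.34 in sw:*cbf2*, 8.59 in sw:cbf23, 13.0 in sw:*cbf123*, 4.39 in IT, 5.06 in it:*cbf123* and 5.08 in it33. *CBF3* at 24 h was 53.2, 61.8, 100.3, 144, 54.6, 92.4 and 93.1 FPKM in the same order, and *CBF2* in sw:cbf23 and it33 was 49.4 and 27.8 FPKM. The mutant alleles are therefore still transcribed, and the level of a *CBF* transcript does not measure the loss of the protein. In sw:*cbf123* over SW at 24 h the log2 ratio was 1.57 for *CBF2* and 1.43 for *CBF3*. The 3 genes lie next to each other on chromosome 4 (*CBF2* at 13015250 to 13016235, *CBF3* at 13018010 to 13019400, *CBF1* at 13021780 to 13022996), and reads can be shared among them.

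**Figure D1:**
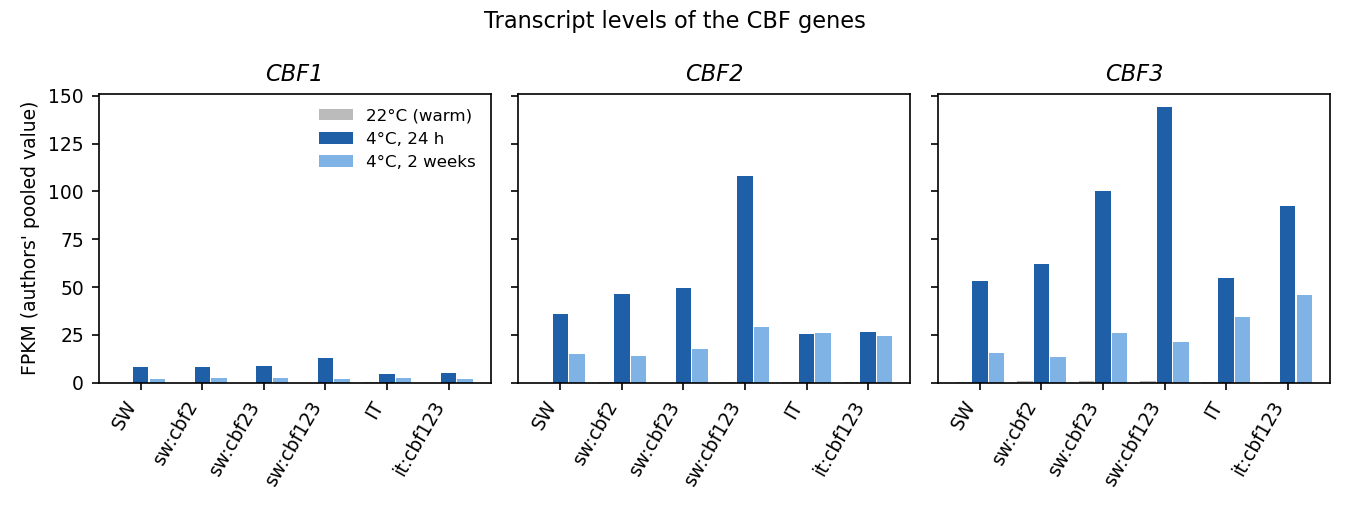
FPKM of *CBF1*, *CBF2* and *CBF3* (vertical axis) by line and treatment, each bar the authors' pooled value of 1 group. The transcripts rise in the cold in the mutant lines as well as in SW and IT.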

Using the Ws-2 accession, Park et al. (2015) [14] identified 136 genes that were induced in plants exposed to low temperature for 24 h and in transgenic plants overexpressing *CBF1*, *CBF2* or *CBF3* grown at warm temperature. They designated these genes members of the CBF regulon. Of these 136 genes, 117 (86%) and 89 (65%) were cold-induced (>2-fold, FDR = 0.01), respectively, in SW and IT plants exposed to low temperature for 24 h (Fig 3A; S3 Table). 

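By the rule on the FPKM ratio, 119 of the 136 genes (87.5%) rose at least 2-fold at 24 h in SW and 89 (65.4%) in IT. The median log2 ratio of the induced genes was 2.78 in SW and 2.14 in IT. 87 genes were induced in both ecotypes, 32 in SW only and 2 in IT only; 2 of the genes induced in SW fell at least 2-fold in IT. Adding 1 FPKM in place of 0.5, or scaling each group by the median of ratios, moved the IT count most, to 87 and 91. The cold over warm ratios of SW and IT in S3 Table and S4 Table differ from the ratios of these FPKM values by 0.0005 (log2) at most, over the 135 genes compared in SW and 136 in IT; the mutant columns were not compared.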

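Among the cold-induced genes of the Ws-2 list, 107 of 119 were lower in sw:*cbf123* than in SW at 24 h and 86 of 89 were lower in it:*cbf123* than in IT. The median reduction of the FPKM value was 41.8% in sw:*cbf123* (quartiles 23.6 and 64.7%) and 52.1% in it:*cbf123* (quartiles 37.9 and 70.5%). Scaling moved the sw:*cbf123* median most, to 46.1% with quantile normalization. Over the whole list of 136 genes the median log2 ratio of mutant over wild type was −0.76 in sw:*cbf123* and −0.82 in it:*cbf123*; of 10000 random lists matched on expression, 0.0% had a median as low in either mutant.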

The transcript levels for most of these CBF regulon genes were reduced in the sw:*cbf123* and it:*cbf123* plants (Fig 3B and 3C; S3 Table), as would be expected for genes induced by the CBF transcription factors. However, a large proportion of these genes were still significantly up-regulated in the sw:*cbf123* and it:*cbf123* plants. 

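Set against the warm level of the wild type, 93 of the 119 genes stayed at least 2-fold up at 24 h in sw:*cbf123*, and 57 of the 89 in it:*cbf123*. Set against each mutant's own warm level the counts were 95 and 55. Quantile normalization moved the first count most, to 88. Without replicates these are calls on the size of the ratio, not tests.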

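The reduction is taken as the fall of the 24 h FPKM value from SW to sw:*cbf123*. It exceeded 50% in 50 of the 119 cold-induced genes of the Ws-2 list (42.0%), and 80% in 10 of them. Of the 50, 33 were still at least 2-fold above the SW warm level. Counting the reduction only on the part of the level above the SW warm value gave 59 genes, the largest move of any setting run.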

Of the 117 CBF regulon genes that were induced in the SW plants, the induction of only 50 genes (43%) was reduced more than 50% in the sw:*cbf123* plants (Fig 3D; S3 Table). Similarly, of the 89 CBF regulon genes that were induced in the IT plants, the induction of only 49 genes (55%) was reduced more than 50% in the it:*cbf123* plants (Fig 3E; S3 Table). These results provide evidence that most of the SW and IT CBF regulon genes were co-regulated by one or more transcription factors in addition to the CBF transcription factors.

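The FPKM value at 24 h fell by more than 50% from IT to it:*cbf123* in 49 of 89 genes (55.1%), and by more than 80% in 13. On the part above the IT warm level the count was 67. Of the 87 genes induced in both ecotypes, 28 were reduced by more than 50% in both triple mutants, 14 in sw:*cbf123* only and 21 in it:*cbf123* only.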

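The paper reasons that other transcription factors act beside the CBF proteins on most of these genes. It draws on the genes that stay cold-induced in the triple mutants and on the part of the list reduced by more than 50%. The paper words this as a reduction of the induction, while its counts equal those for a fall of the whole level. On the level above warm the part was larger, 59 of 119 genes in sw:*cbf123* and 67 of 89 in it:*cbf123*. The FPKM values behind this are pooled over replicates, so the spread of each gene's reduction is not known.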

**Fig 3:**
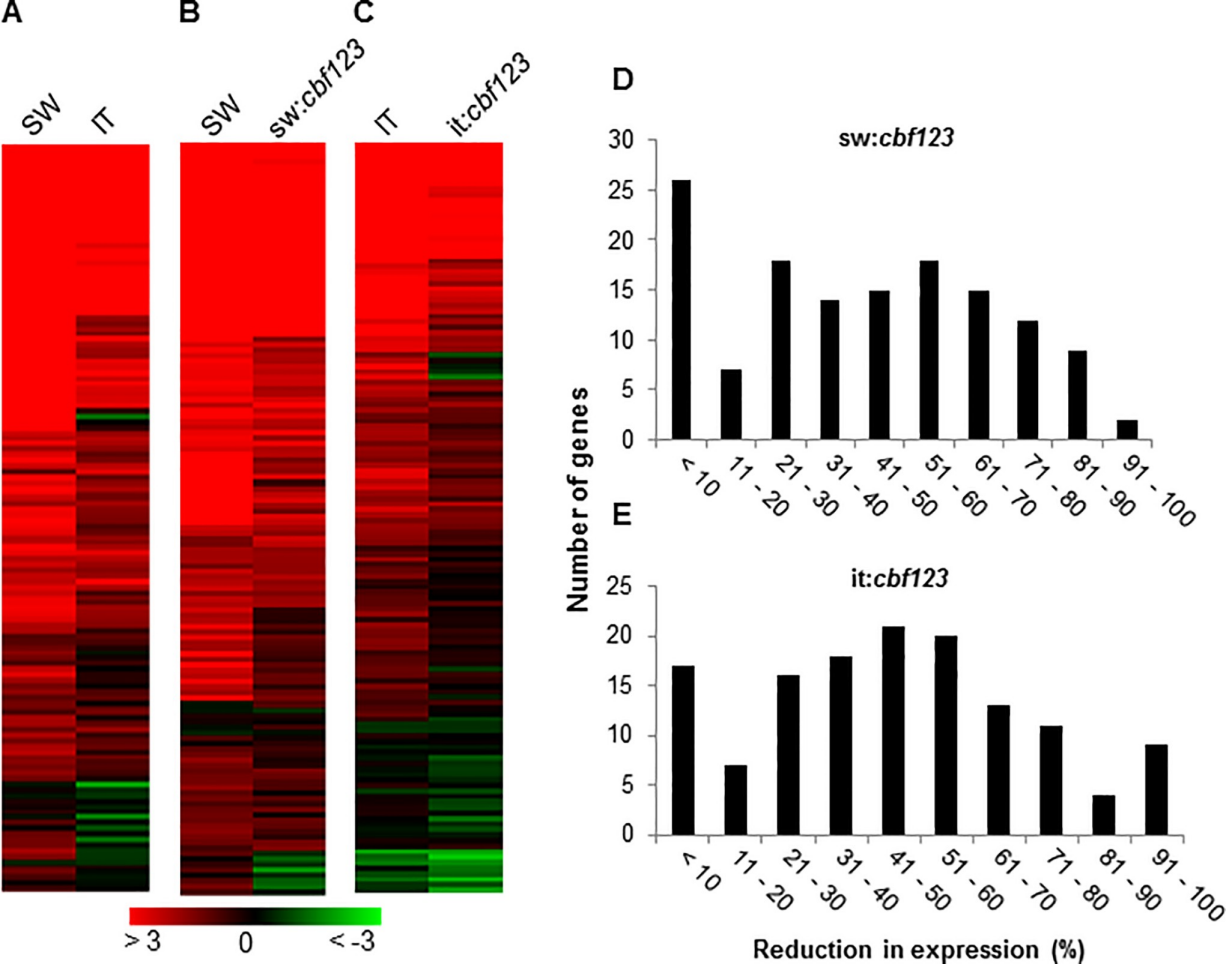
Inactivation of the CBF pathway in the SW and IT ecotypes impairs rapid cold induction of CBF regulon genes. (A, B, C) Transcript levels for the 136 CBF regulon genes of Arabidopsis Ws-2 [14] were compared between (A) IT and SW, (B) SW and sw:*cbf123*, and (C) IT and it:*cbf123* plants after exposure to 4°C for 24 h. Heat maps represent log_2_ fold-change. (D, E) Histograms showing the number of CBF regulon genes that were reduced in expression at low temperature (4°C for 24 h) in the *cbf123* triple mutants compared with their respective WT plants.

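After 2 weeks at 4°C, 73 of the 136 Ws-2 genes (53.7%) were at least 2-fold above warm in SW and 39 (28.7%) in IT, with median log2 ratios of 2.26 and 2.13 among the induced genes. In SW all 73 had been induced at 24 h too, and in IT 36 of the 39. In IT, 13 genes of the list were at least 2-fold below warm at 2 weeks, and in SW 5. 34 genes were induced in both ecotypes. Quantile normalization moved the IT count most, to 42.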

Similar results were obtained when the SW and IT plants were exposed to low temperature for two weeks, though fewer CBF regulon genes were induced at this time point: of the 136 CBF regulon genes, 76 (56%) and 40 (29%) were cold-induced, respectively, in SW and IT plants (Fig 4A; S4 Table). However, there was a striking difference regarding the expression of the CBF regulon genes in the sw:*cbf123* and it:*cbf123* plants. 

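At 2 weeks, 68 of the 73 genes induced in SW were lower in sw:*cbf123*, with a median reduction of 50.6% (quartiles 31.0 and 77.8%). 39 (53.4%) fell by more than 50% and 16 by more than 80%. Against the SW warm level 40 of the 73 (54.8%) stayed at least 2-fold up, and against the mutant's own warm level 31. The count of 39 became 52 when the reduction was taken on the part above the warm level.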

As observed with sw:*cbf123* plants exposed to low temperature for 24 h, the transcript levels for most of the CBF regulon genes were reduced in the sw:*cbf123* plants treated at low temperature for 2 weeks, although again, a large proportion remained significantly up-regulated: of the 76 CBF regulon genes that were induced in the SW plants, the induction of only 39 genes (51%) was reduced more than 50% in the sw:*cbf123* plants (Fig 4B and 4D; S4 Table). In contrast, of the 40 CBF regulon genes that were induced in the IT plants, the induction of only 8 genes (20%) was reduced more than 50% in the it:*cbf123* plants (Fig 4C and 4E; S4 Table). Thus, in the IT genotype, it would appear that most of the CBF regulon genes that were induced after two weeks of cold treatment were up-regulated by transcription factors that were members of CBF-independent pathways.

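In it:*cbf123* at 2 weeks, 32 of the 39 genes induced in IT were lower than in the wild type. The median reduction was 24.7% (quartiles 5.1 and 44.8%), 8 genes (20.5%) fell by more than 50% and 2 by more than 80%. Against IT warm, 32 (82.1%) stayed at least 2-fold up, and against it:*cbf123* warm 31. Taking the reduction on the part above the warm level changed the count of 8 to 13. Over the whole Ws-2 list the median log2 ratio of it:*cbf123* over IT was −0.12 at 2 weeks.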

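The paper reasons from the small part of these genes that depends on the *CBF* genes at 2 weeks in IT. It proposes that factors outside the CBF pathway up-regulate most of these genes there. The difference in reduction between the ecotypes was not tested, since each value is pooled over replicates.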

**Fig 4:**
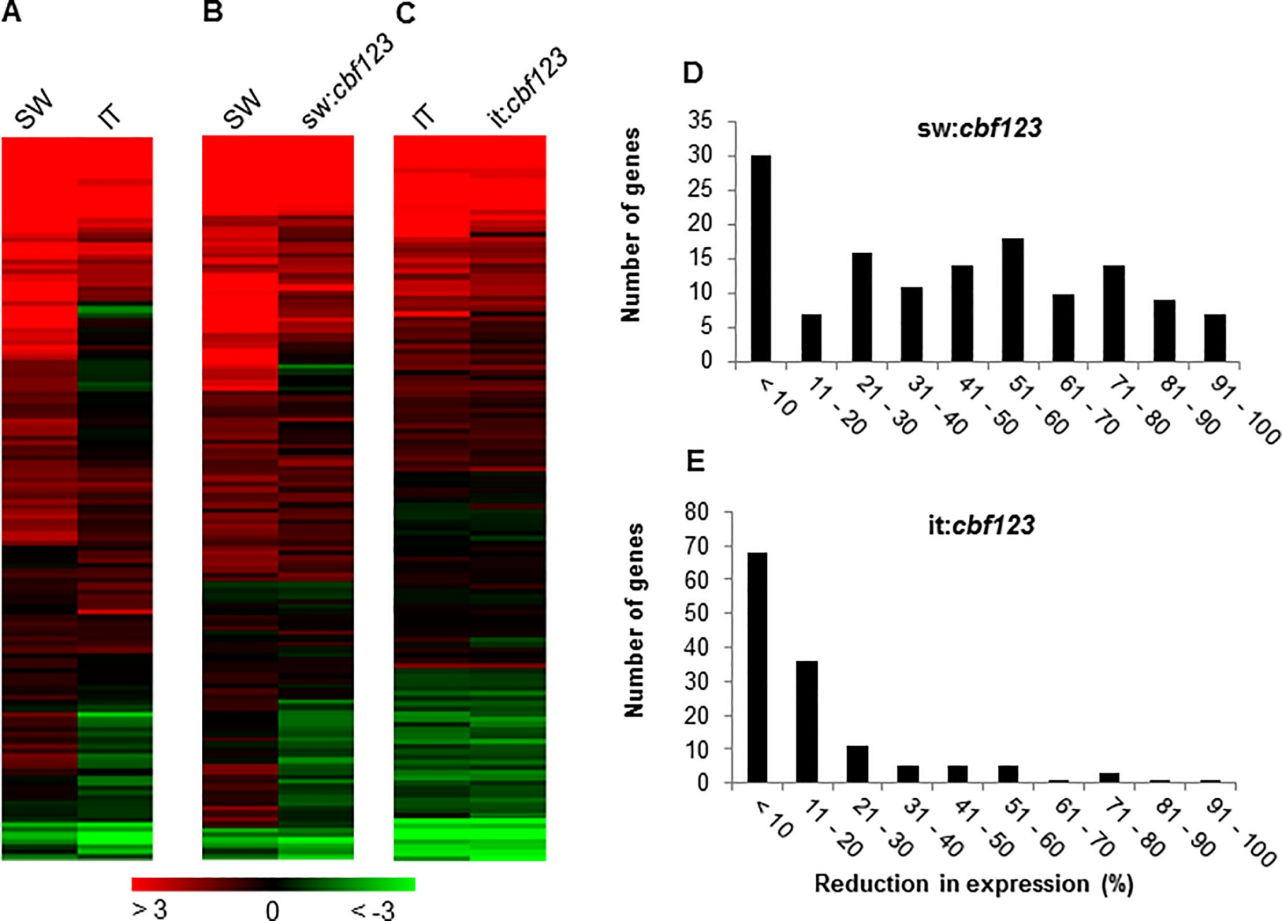
Inactivation of the CBF pathway in the SW and IT ecotypes impairs long-term induction of CBF regulon genes. (A, B, C) Transcript levels for the 136 CBF regulon genes of Arabidopsis Ws-2 [14] were compared between (A) IT and SW, (B) SW and sw:*cbf123*, and (C) IT and it:*cbf123* plants after exposure to 4°C for 2 weeks. Heat maps represent log_2_ fold-change. (D, E) Histogram showing the number of CBF2 regulon genes that were reduced in expression at low temperature (4°C for 2 weeks) in the *cbf123* triple mutants compared with their respective WT plants.

Park et al. (2015) [14] identified 27 genes in Arabidopsis Col-0 that encoded transcription factors and were rapidly induced in response to low temperature in parallel with *CBF1*, *CBF2* and *CBF3*. Further, they established that five of these “first-wave” genes—*HSFC1*, *ZAT12*, *ZAT10*, *ZF*, and *CZF*—encoded transcription factors that were able to induce one or more of 35 CBF regulon genes. Our results indicated that a majority of the 27 first-wave transcription factor genes of the Col-0 accession—including *HSFC1*, *ZAT12*, *ZAT10*, *ZF*, *CZF*—were also rapidly cold-induced in IT and SW plants indicating that they might also have a role in co-regulating CBF regulon genes in the SW and IT ecotypes (Fig 5). Moreover, cold-induction of *HSFC1*, *ZAT12*, *ZF*, and *CZF* appeared to be independent of the CBF pathway as they were induced in the sw:*cbf123* and it:*cbf123* plants (Fig 5). Thus, induction of CBF regulon genes in the SW and IT ecotypes might also involve co-regulation by a common set of first-wave transcription factors.

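Of the 27 first-wave genes, 18 rose at least 2-fold at 24 h over their own warm level in SW and 18 in IT, 16 of them in both. The median log2 ratio of the list was 1.6 in SW and 1.14 in IT. *ZAT12* rose by a log2 ratio of 3.24 in SW and 1.81 in IT, *ZAT10* by 3.59 and 2.41, *ZF* by 3.27 and 2.22, and *CZF1* by 2.24 and 2.30. *HSFC1* rose from 0.281 to 0.952 FPKM in SW and from 1.03 to 2.03 FPKM in IT, log2 ratios of 0.89 and 0.73; neither passes the rule, and its SW levels are under the 1 FPKM filter. Adding 1 FPKM in place of 0.5 moved these counts most, to 15 in IT.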

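In the triple mutants 16 first-wave genes rose at least 2-fold over their own warm level in sw:*cbf123* and 19 in it:*cbf123*; 10 were induced in all 4 lines. For *ZAT12* the log2 ratios were 4.05 in sw:*cbf123* and 3.18 in it:*cbf123*, for *ZF* 2.19 and 1.80, for *CZF1* 1.47 and 3.11, and for *HSFC1* 1.06 and 1.15. *ZAT10* rose by 1.53 in sw:*cbf123* and 2.60 in it:*cbf123*; against the SW warm level its log2 ratio in sw:*cbf123* was 0.81. Against the wild type warm level *HSFC1* stood at 1.18 in sw:*cbf123* and at 0.87, under 2-fold, in it:*cbf123*. Over their own warm level, *HSFC1* fell under the 2-fold threshold in both mutants with 1 FPKM added (0.75 and 0.90). Over IT warm, *HSFC1* in it:*cbf123* passed 2-fold with 0.1 FPKM added (1.09) and with no pseudocount (1.16). At 24 h the list as a whole was lower in sw:*cbf123* than in SW, median log2 ratio −0.69, and higher in it:*cbf123* than in IT, 0.15. From the induction of *HSFC1*, *ZAT12*, *ZF* and *CZF1* in the triple mutants, the paper proposes a possible co-regulation of CBF regulon genes by first-wave factors shared by both ecotypes.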

**Fig 5:**
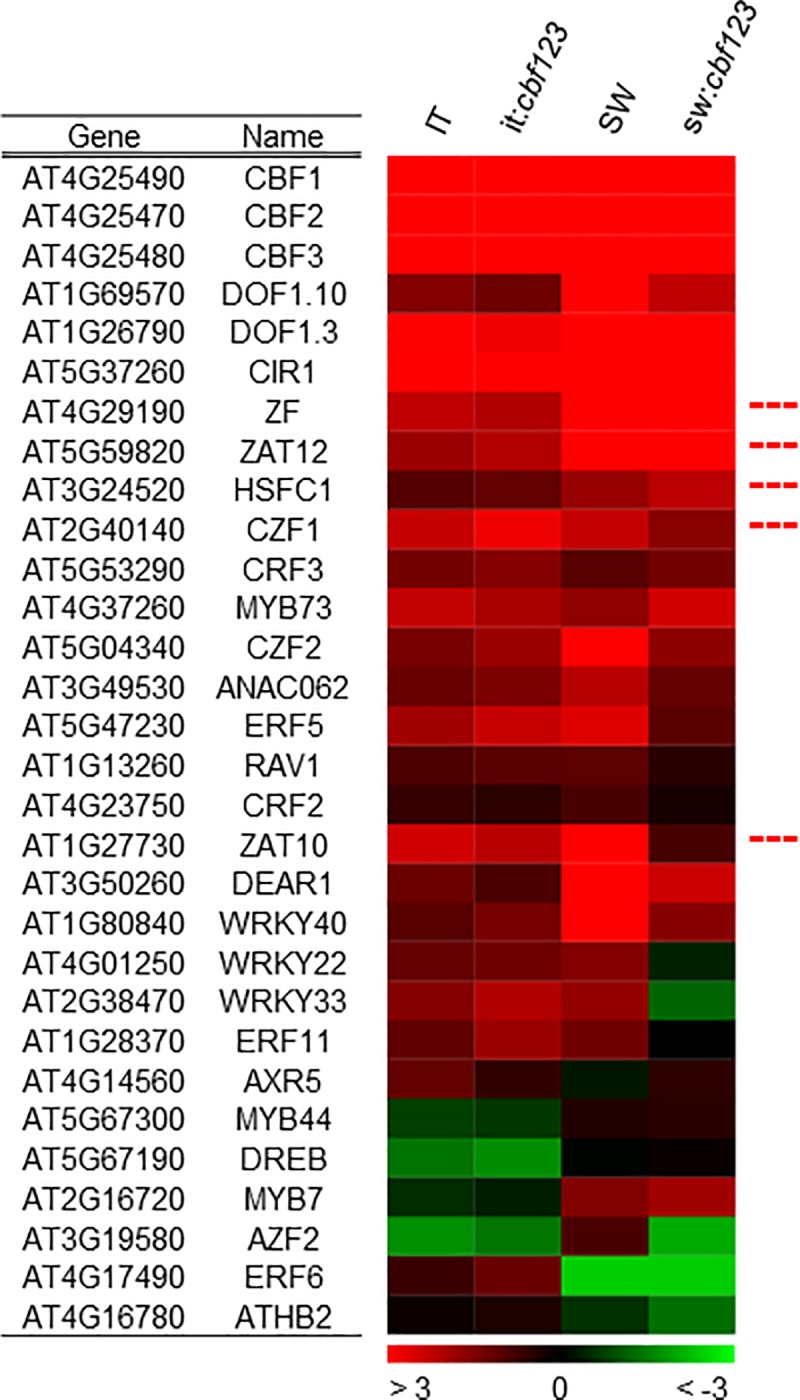
Cold-induced expression of “first-wave” transcription factor genes in SW, IT and their respective *cbf123* triple mutants. Transcript levels of 27 first-wave transcription factor genes of Arabidopsis Col-0 [14] in the IT, SW, and *cbf123* triple mutant plants after exposing plants to 4°C for 24 h. Fold change (log_2_ = 1) in transcript levels is shown comparing transcript levels to those in plants grown at 22°C. The dotted red lines indicate genes encoding transcription factors that have been shown to induce the expression of one or more CBF regulon genes [14].

### There is considerable diversity in the genes that comprise the CBF regulons of the SW, IT and Col-0 genotypes

To further explore the issue of CBF regulon diversity, we identified the CBF regulons of the SW and IT ecotypes and compared them with each other and with the CBF regulon of Col-0 determined by Zhao et al (2016) [22]. In this analysis, we defined members of the SW, IT and Col-0 CBF regulons as genes that were cold-induced at 24 h and were reduced at least two-fold in their cold induction in their corresponding *cbf123* triple mutants. The results indicated that there were considerable differences in the number of genes that comprise the CBF regulons of the three genotypes: there were 112, 321 and 421 genes for the IT, Col-0 and SW genotypes, respectively (Fig 6A; S5 and S6 Tables). Moreover, a comparison of the CBF regulon gene lists indicated that there were only 44 genes common to all three genotypes (Fig 6A; Table 1). 

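Defined by fold alone, as genes induced at least 2-fold at 24 h and at least 2-fold lower in the triple mutant, the CBF regulon held 627 genes in SW and 189 in IT. No FDR could be applied to pooled values. The 627 are 22.9% of the genes cold-induced in SW and the 189 are 11.0% of those in IT; 80 genes are in both. Of the paper's lists in S5 Table, 395 of its 421 SW genes and 100 of its 112 IT genes are called here. Adding 0.1 FPKM in place of 0.5 gave the highest counts, 727 in SW and 227 in IT. Adding 1 FPKM gave 531 and 173. Induction and loss in the mutant share the wild type 24 h libraries, so chance alone yields some such genes. With simulated unchanged mutants the number was 84 in SW (64 to 106 in 100 draws) and 70 in IT (53 to 90). Their noise is taken from the difference between mutant lines, and wild type and mutants are drawn around the same mean. A lasting difference of SW from its mutants is thus left out. In the warm, 410 genes were lower and 381 higher in sw:*cbf123* than in SW. The gap between 84 and 627 therefore does not count the genes that depend on the CBF proteins.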

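The Col-0 list used here holds 319 of the 321 genes, so up to 2 genes of each class that involves Col-0 can be missing or sit in another class. 51 genes were in the SW and IT regulons called here and in that list, 42 of them among the paper's 44. In the paper's 44 the 24 h level fell by 50.0 to 92.7% in sw:*cbf123* (median 69.6%) and by 50.8 to 97.1% in it:*cbf123* (median 69.8%). In sw:*cbf2* their median reduction was 24.6%, with 4 of 44 reduced at least 50%. Among the genes of Table 1, *GolS3* fell from 984 to 92.6 FPKM in SW and from 273 to 7.8 FPKM in IT. *COR15A* fell by 53.7% in sw:*cbf123* and 92.2% in it:*cbf123*, to 5671 and 1084 FPKM. For *LTI45* the reductions were 57.6 and 62.8%, for *KIN1* 74.2 and 95.1%, and for *LTI65* 85.2 and 86.1%.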

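The rCCGAC motif (r is A or G) was counted on both strands in the 1000 bp upstream of the translation start in the Col-0 reference. The genes called here in SW, IT and Col-0 had 1.24 motifs per promoter (50 of 51 genes have a promoter in the reference), and 76.0% had at least 1. The paper's 44 genes had 1.34. Random sets of promoters of the same size averaged 0.28, and 0 of 1000 were as high in either case. Counting the forward strand only moved the value most, to 0.68.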

As would be anticipated, the promoters for these 44 genes in the Col-0 genotype (for which a complete genome sequence is available) were highly enriched in the CBF DNA binding motif, rCCGAC (Table 2). In addition, the motif was highly enriched in the 68 Col-0 CBF regulon genes that were in common with the SW CBF regulon, the 29 Col-0 CBF regulon genes that were in common with the IT CBF regulon, and the 180 Col-0 CBF regulon genes that were “specific” to the Col-0 CBF regulon (Table 2). In contrast, the CBF DNA binding motif was not enriched in the promoters of the 296 CBF regulon genes that were specific to the SW ecotype and the 13 CBF regulon genes that were specific to the SW and IT ecotypes (Table 2), results that were consistent with these genes not being members of the Col-0 CBF regulon.

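The 73 genes called here in SW and Col-0 but not in IT had 0.93 motifs per promoter, and the paper's 68 genes of that class 0.87. For IT and Col-0 without SW, the 24 genes called here had 1.33 and the paper's 29 genes 1.38. None of the random sets reached these values. At least 1 motif was present in 63.0% and 83.3% of the promoters of the classes called here.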

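The 474 genes called here in SW only had 0.32 motifs per promoter (439 have a promoter in the reference), and 83 of 1000 random sets were as high; the paper's 296 genes had 0.31, with 148 random sets as high. With 500 bp upstream, 9 random sets were as high as the SW-only class called here, and with a background of expressed genes 397. The genes called here in SW and IT but not in Col-0 (29) had 0.41 and the paper's 13 genes 0.46, with 151 random sets as high in each case. For the IT-only class called here the comparison is void, because 39 of its 85 genes have a promoter in the reference and the others cannot be counted; the paper's 26 genes had 0.57, with 20 random sets as high.

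**Figure D2:**
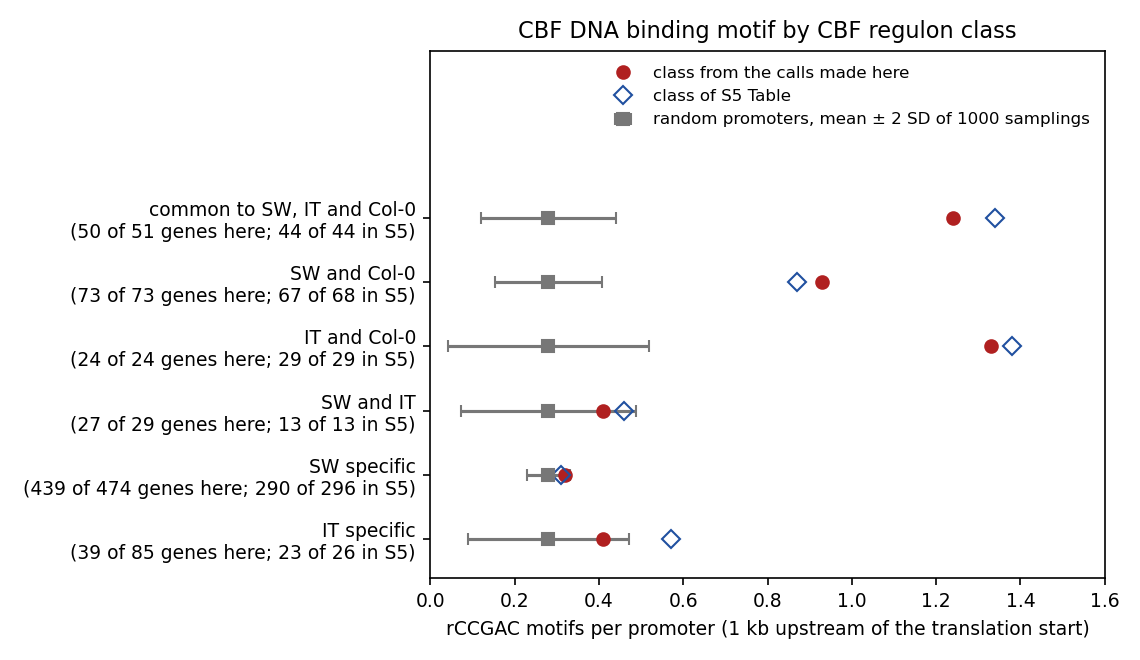
rCCGAC motifs per promoter (horizontal axis) for each class of CBF regulon genes, called here (filled) and in S5 Table (open), with the mean of random promoter sets ± 2 SD. The classes shared with Col-0 lie far above the random sets, and the classes without Col-0 lie close to them, apart from the IT-specific class of S5 Table (0.57), which lies above the range drawn.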

**Fig 6:**
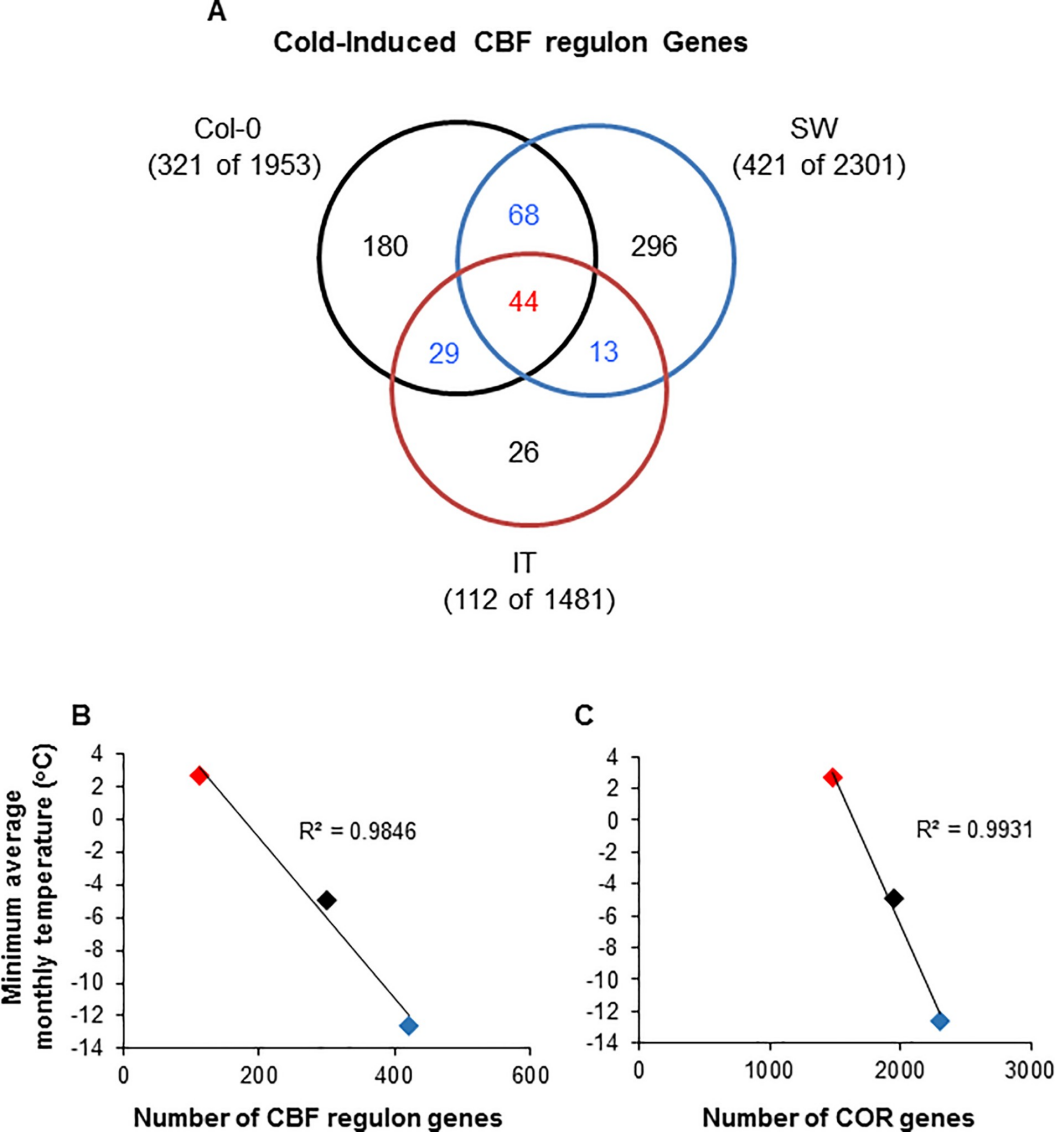
There is considerable diversity in the genes that comprise the CBF regulons of the SW, IT and Col-0 genotypes. (A) Venn diagram showing the number of common and specific CBF regulon genes. Genes were assigned to the CBF regulon if they were induced at least two-fold in response to low temperature (4°C for 24 h) and down-regulated in the *cbf123* triple mutant by at least two-fold (log_2_ = 1; FDR = 0.01 for IT and SW and FDR = 0.05 for Col-0, see text). (B, C) The minimum monthly low temperature average for the genotypes were plotted against the number of CBF regulon genes (B) or total number of COR genes (C). A regression line for the data and R^2^ value are shown. Red indicates it:*cbf123*; black, col:*cbf123*; blue, sw:*cbf123*.

**Table 1:** CBF regulon genes in common between the SW, IT, and Col-0 genotypes.

NAME	Description	%Reduction sw:*cbf123*/ SW	%Reduction it:*cbf123/* IT	%Reduction col:*cbf123*/ Col
AT2G43620	Chitinase family protein	92.7	83.9	92.9
AT2G16990	Major facilitator superfamily protein	92	62.1	80.1
AT3G22142	Bifunctional inhibitor/lipid-transfer protein	91.8	73.7	66.0
AT4G30830	Protein of unknown function DUF593	91.8	90.5	96.6
AT1G09350	GolS3	90.6	97.1	98.2
AT3G50970	LTI30|dehydrin family protein	88.5	94.9	91.9
AT1G62570	FMO GS-OX4	88.4	87.1	89.6
AT5G52300	RD29B|LTI65|CAP160 protein	85.2	86.1	88.3
AT4G33070	pyruvate decarboxylase family protein	84.8	83.9	61.7
AT4G23450	RING/U-box superfamily protein	83.7	60.9	61.9
AT5G50720	HVA22E|ATHVA22E|HVA22 homologue E	81.8	91.5	75.8
AT5G37500	GORK|gated outwardly-rectifying K+ channel	81.6	71.4	68.3
AT3G55940	phospholipase C family protein	80.7	69.5	92.6
AT3G05660	AtRLP33	79.9	70	95.0
AT4G12470	AZI1|azelaic acid induced 1	77.5	65.4	70.3
AT1G08890	Major facilitator superfamily protein	74.6	82	87.5
AT1G51090	Heavy metal transport/detoxification	74.3	60.6	89.2
AT5G15960	KIN1	74.2	95.1	91.7
AT5G17460	unknown protein	72.8	76.3	84.5
AT1G46768	RAP2.1	71.5	75.5	88.1
AT3G17130	Plant invertase/pectin methylesterase inhibitor	71.5	79.6	86.9
AT3G53990	Adenine nucleotide alpha hydrolases-like	70	53.3	70.0
AT1G47710	Serine protease inhibitor	69.2	52.1	80.0
AT3G62740	BGLU7|beta glucosidase 7	67.3	93.1	67.7
AT1G08920	ESL1, a transporter for monosaccharides	66.9	56.4	59.5
AT1G29395	COR413-TM1	65.8	91.6	87.7
AT5G47650	ATNUDX2|nudix hydrolase homolog 2	62.9	55.9	66.4
AT4G15910	DI21|ATDI21|drought-induced 21	62.8	85	54.2
AT4G21570	Protein of unknown function (DUF300)	62.7	61.9	81.9
AT5G58700	PLC4|phosphatidylinositol-phospholipase C4	60.5	66.4	78.1
AT2G15970	ATCOR413-PM1	58.9	73.6	84.1
AT1G20450	LTI45|ERD10	57.6	62.8	68.2
AT1G64890	Major facilitator superfamily protein	57.5	52.5	83.9
AT4G12000	SNARE associated Golgi protein family	56.4	59.2	79.9
AT5G49900	Beta-glucosidase GBA2 type family protein	56.1	55.6	69.8
AT4G34650	SQS2|squalene synthase 2	55.2	71.9	82.4
AT4G24960	HVA22 homologue D	55	61.4	82.9
AT1G53590	NTMC2T6.1|Calcium-dependent lipid-binding	54.9	54.5	56.7
AT5G10410	ENTH/ANTH/VHS superfamily protein	54.4	57.7	84.4
AT2G42540	cold-regulated 15a	53.7	92.2	95.9
AT5G57110	ACA8|autoinhibited Ca2+ -ATPase isoform 8	53.4	54.6	72.9
AT5G12140	ATCYS1|CYS1|cystatin-1	52.7	62.6	70.0
AT3G09540	Pectin lyase-like superfamily protein	50.9	51.8	57.6
AT2G17280	Phosphoglycerate mutase family protein	50	50.8	70.0

**Table 2:** Enrichment of the CBF-binding motif (rCCGAC).

Class (# of genes)	Z-score	P-value	Occurrence per gene	Expected per gene
Col-0 Specific (180)	10.8	**2E-27**	0.73	0.28
SW specific (296)	1.28	0.101	0.32	0.27
IT specific (26)	2.56	0.005	0.57	0.28
Col-0 and SW (68)	8.21	**1.1E-16**	0.85	0.28
Col-0 and IT (29)	11.03	**1.4E-28**	1.38	0.28
SW and IT (13)	1.25	0.11	0.46	0.27
Common Genes (44)	12.5	**3E-36**	1.34	0.28

In regard to function, the 44 common CBF regulon genes were very highly enriched in the GO terms “response to cold,” “response to water deprivation” and “response to abscisic acid” (Table 3). These three GO terms were also the top very highly enriched terms in the complete CBF regulons of the Col-0 and IT genotypes (Table 3). The CBF regulon of the SW ecotype was also highly enriched in the GO terms “response to water deprivation” and “response to cold”, though not “response to abscisic acid”. Moreover, the SW CBF regulon was very highly enriched in the GO terms related to biotic stress responses including “regulation of plant-type hypersensitive response,” which was not highly enriched in the IT and Col-0 CBF regulons, and “response to chitin” and “defense response to fungus”, which were enriched in the IT and Col-0 CBF regulons, but to a much lesser degree. These results point to the CBF regulons of different genotypes having functional differences beyond the common function of freezing tolerance.

**Table 3:** Enrichment of GO biological processes for CBF regulon genes.

**CBF regulon genes common to the SW, IT and Col-0 genotypes (44)**						
GO ID		GO Term		Target (%)	Genome (%)	P value
GO:0009409		response to cold		36.4	1.2	5.5E-21
GO:0009414		response to water deprivation		34.1	1	1.8E-20
GO:0009737		response to abscisic acid		34.1	1.3	1.4E-18
GO:0009631		cold acclimation		13.6	0.1	2.2E-12
GO:0009269		response to desiccation		11.4	0.1	9.7E-10
**CBF regulon genes of the Col-0 genotype (321)**						
GO ID		GO Term		Target (%)	Genome (%)	P-value
GO:0009409		response to cold		13.1	1.2	9.9E-32
GO:0009737		response to abscisic acid		13.1	1.3	5.5E-30
GO:0009414		response to water deprivation		10.9	1	1.2E-26
GO:0009269		response to desiccation		3.1	0.1	1.2E-12
GO:0009651		response to salt stress		9	1.9	1.7E-12
GO:0042538		hyperosmotic salinity response		4.7	0.5	2.1E-11
GO:0010286		heat acclimation		3.4	0.2	1.5E-10
GO:0006970		response to osmotic stress		3.7	0.4	6.3E-09
GO:0006979		response to oxidative stress		4	0.5	1.2E-08
GO:0009631		cold acclimation		2.2	0.1	1.6E-08
GO:0050832		defense response to fungus		5	0.9	3.5E-08
GO:0010200		response to chitin		5.3	1.3	3.5E-07
GO:0009753		response to jasmonic acid		4	0.8	9.2E-07
GO:0009751		response to salicylic acid		2.8	0.4	5.6E-06
GO:0010310		regulation of hydrogen peroxide metabolic process		3.1	0.5	7.3E-06
GO:0009611		response to wounding		4	1	9.7E-06
**CBF regulon genes of the IT genotype (112)**						
GO ID		GO Term		Target (%)	Genome (%)	P-value
GO:0009409		response to cold		25	1.2	1.1E-30
GO:0009414		response to water deprivation		20.5	1	4.5E-25
GO:0009737		response to abscisic acid		22.3	1.3	4.9E-25
GO:0009631		cold acclimation		6.3	0.1	7.0E-12
GO:0009269		response to desiccation		6.3	0.1	2.0E-11
GO:0009651		response to salt stress		14.3	1.9	8.5E-11
GO:0006970		response to osmotic stress		8	0.4	4.2E-10
GO:0042538		hyperosmotic salinity response		7.1	0.5	3.0E-08
GO:0050832		defense response to fungus		8	0.9	4.6E-07
GO:0009415		response to water		2.7	0	2.2E-06
**CBF regulon genes of the SW genotype (421)**						
GO ID		GO Term		Target (%)	Genome (%)	P-value
GO:0010200		response to chitin		14	1.3	5.6E-44
GO:0009414		response to water deprivation		9.7	1	3.6E-28
GO:0006612		protein targeting to membrane		9.3	1.1	1.0E-24
GO:0010363		regulation of plant-type hypersensitive response		9.3	1.1	1.3E-24
GO:0050832		defense response to fungus		8.6	0.9	6.8E-24
GO:0009867		jasmonic acid mediated signaling pathway		7.8	0.8	1.3E-22
GO:0009611		response to wounding		8.3	1	2.4E-22
GO:0009723		response to ethylene		7.4	0.8	1.4E-21
GO:0009738		abscisic acid-activated signaling pathway		6.9	0.6	1.9E-21
GO:0006865		amino acid transport		5.9	0.4	2.1E-21
GO:0009409		response to cold		8.6	1.2	4.5E-20
GO:0009697		salicylic acid biosynthetic process		5.9	0.6	2.0E-17
GO:0035556		intracellular signal transduction		4.5	0.4	1.2E-14
GO:0030968		endoplasmic reticulum unfolded protein response		5	0.6	2.5E-14
GO:0010310		regulation of hydrogen peroxide metabolic process		4.5	0.5	2.2E-12
GO:0010286		heat acclimation		2.9	0.2	3.1E-10
GO:0009631		cold acclimation		1.4	0.1	3.1E-06
GO:0006979		response to oxidative stress		2.9	0.5	3.2E-06
GO:0015824		proline transport		1.9	0.2	4.2E-06

Finally, we found that there was a highly significant correlation between the number CBF regulon genes in the IT, Col-0 and SW genotypes and the minimum monthly low temperature average of the region from which the genotypes are reported to have been isolated: 2.7°C for IT, -5.0°C for Col-0 and -12.6°C for SW [19, 34] (the Col-0 accession is derived from the La-1 accession which was isolated in Landsberg an der Warthe, now known as Gorzów Wielkopolski, a city in western Poland [24, 25]. Thus, as the minimum monthly low temperature average decreased, the number of CBF regulon genes increased (Fig 6B). A highly significant correlation was also observed between the total number of COR genes and the minimum monthly low temperature average of the region from which the accession was isolated (Fig 6C). It should be noted that our list of CBF regulon and total COR genes was based on using a statistical cut-off of FDR = 0.01 whereas Zhao et al. (2016) [22] used an FDR = 0.05 in their analysis. 

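At 24 h, 2740 genes were cold-induced by fold in SW and 1714 in IT, 1150 of them in both. At 2 weeks the numbers were 1748 and 1478. Adding 1 FPKM in place of 0.5 moved the IT count at 2 weeks to 1194, and adding 0.1 FPKM moved the SW count at 24 h to 3001. A correlation over 3 genotypes is not computed here.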

Using an FDR = 0.05 for analyzing the SW and IT data resulted in a small increase number of CBF regulon genes: SW increased from 421 to 471 and IT increased from 112 to 126 (S4A Fig). However, there was still a highly significant correlation between the number of CBF regulon genes or total COR genes and the minimum monthly low temperature average of the regions from which the accessions were collected (S4B and S4C Fig).

### The CBF pathways of the IT and SW ecotypes retard plant growth at low temperature

It is long established that overexpression of the CBF pathway retards plant growth [9, 31, 35]. Consistent with this finding, the fresh weights of IT and SW plants were less than those of it:*cbf123* and sw:*cbf123* plants, respectively, when plants were grown at low temperature for three months (Fig 7).

**Fig 7:**
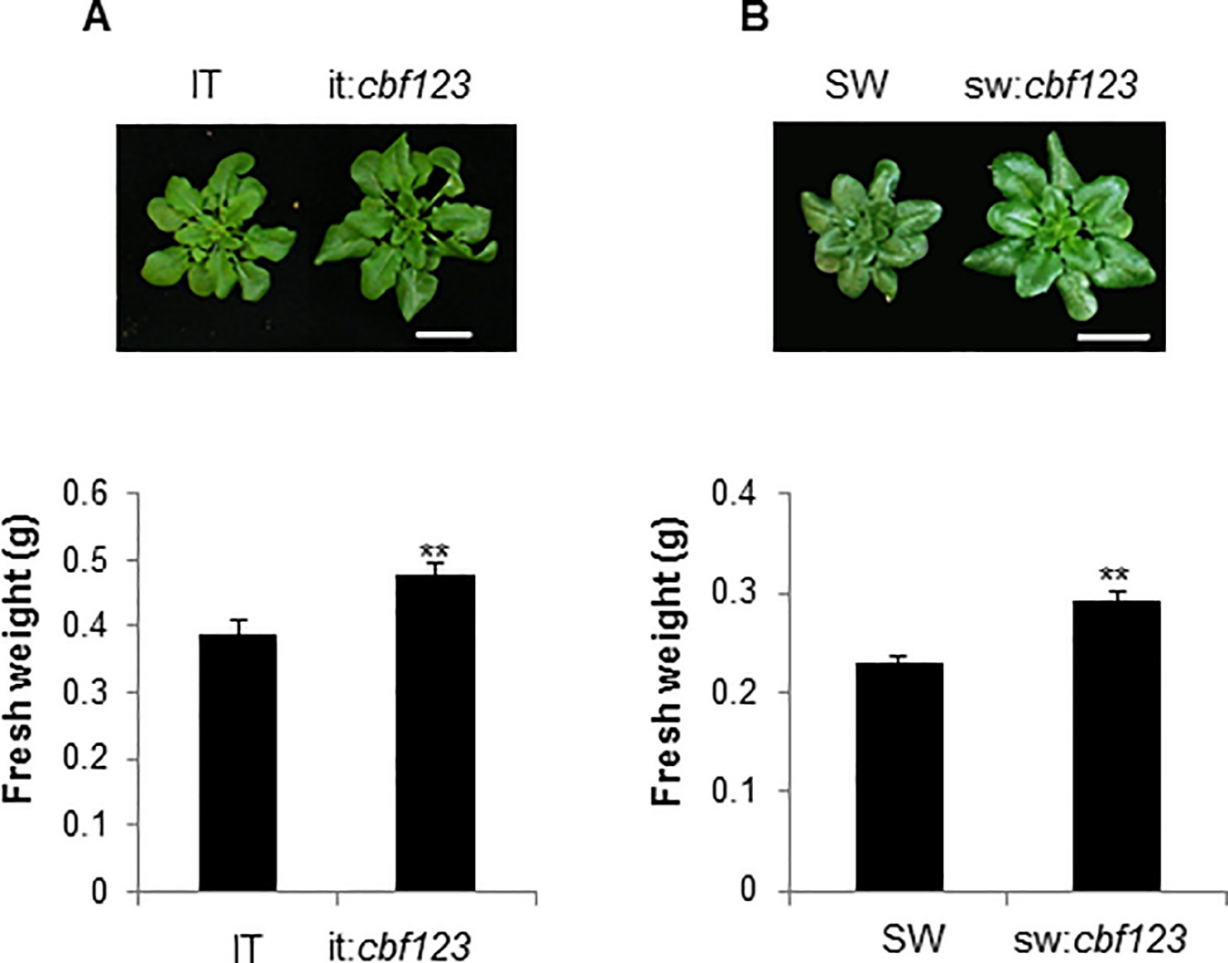
The IT and SW CBF pathways retard plant growth at low temperature. Plants were grown at 4°C under a 16-h photoperiod, and fresh weights of aerial parts were measured after 3 months. (A) IT and it:*cbf123*; (B) SW and sw:*cbf123*. The white bar represents 1 cm. Error bars indicate SE (n = >15 plants). Asterisks indicate a significant difference between WT and the *cbf123* triple mutant (Student t-test, P<0.01).

### Expression of the CBF pathway reduces the time to flowering of IT plants

During routine growth of the IT and it:*cbf123* plants at warm temperature, it appeared that the it:*cbf123* plants were generally delayed in flowering. Indeed, quantitative analysis indicated that this was the case: when IT and it:*cbf123* plants were grown at warm temperature, the total number of leaves per generation were 70 and 86, respectively (Fig 8A) and the days to bolting were 40 and 51, respectively (Fig 8B). These results indicated that inactivation of the CBF pathway at warm temperature delayed flowering. Consistent with this observation was our finding that the transcript levels for the flowering repressor genes *MAF5*, *MAF4 and FLC* were higher in it:*cbf123* plants than they were in IT plants (Fig 9A and 9B). 

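*MAF5* was 3.5 FPKM in IT and 27.5 in it:*cbf123* in the warm, and 2.67 and 33.6 FPKM at 2 weeks, log2 ratios of 2.81 and 3.42. *MAF4* was 5.98 and 11.4 FPKM in the warm (0.88) and 3.34 and 12.3 at 2 weeks (1.74). *FLC* was 102 and 149 FPKM in the warm (0.54) and 71.3 and 109 at 2 weeks (0.60). The log2 ratio is thus past 2-fold for *MAF5* at both times and for *MAF4* at 2 weeks, and under it for *MAF4* in the warm and for *FLC*. *MAF4* and *MAF5* sit beside *MAF2* and *MAF3* on chromosome 5 (25982254 to 26002619), and *FLC* lies at 3173382 to 3179448 on the same chromosome. These genes are related in sequence, so reads can be shared among neighbours. *MAF2* and *MAF3* in the warm had log2 ratios of −0.21 and 0.04. The paper's higher levels of *MAF5*, *MAF4* and *FLC* also rest on quantitative RT-PCR with primers for each gene, which is not examined here.

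**Figure D3:**
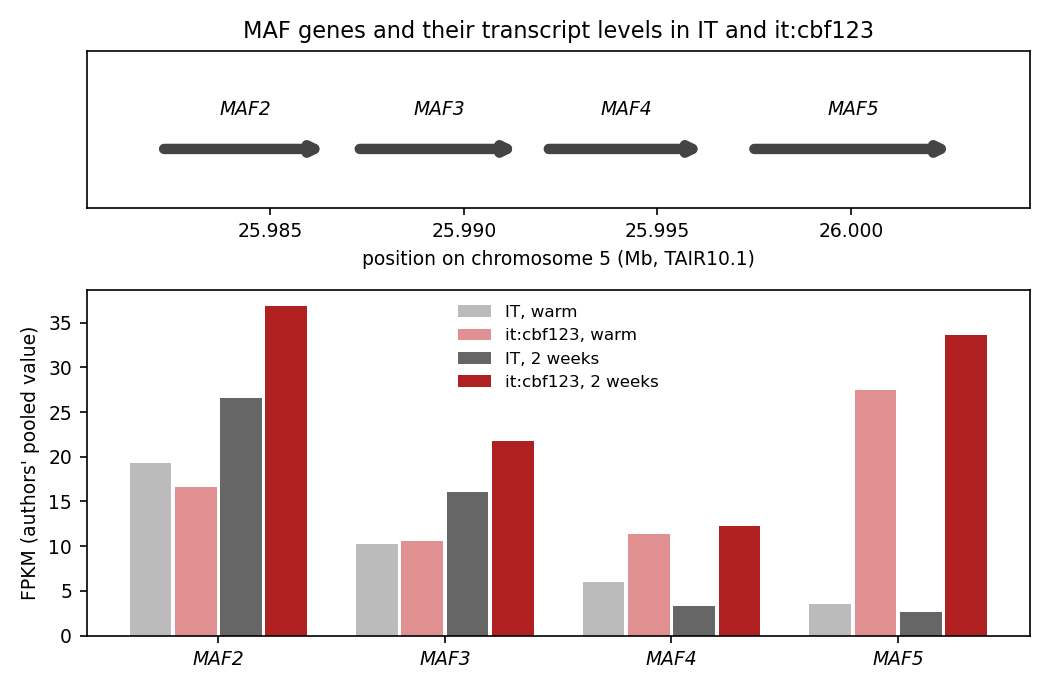
*MAF* genes on chromosome 5 drawn to scale, with bars for the FPKM of each gene in IT and it:*cbf123*, warm and at 2 weeks. *MAF5* is higher in it:*cbf123* at both.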

An analogous comparison of the SW and sw:*cbf123* plants was not possible as the SW ecotype requires vernalization to flower and thus there could not be a further delay in flowering of plants grown at warm temperature.

**Fig 8:**
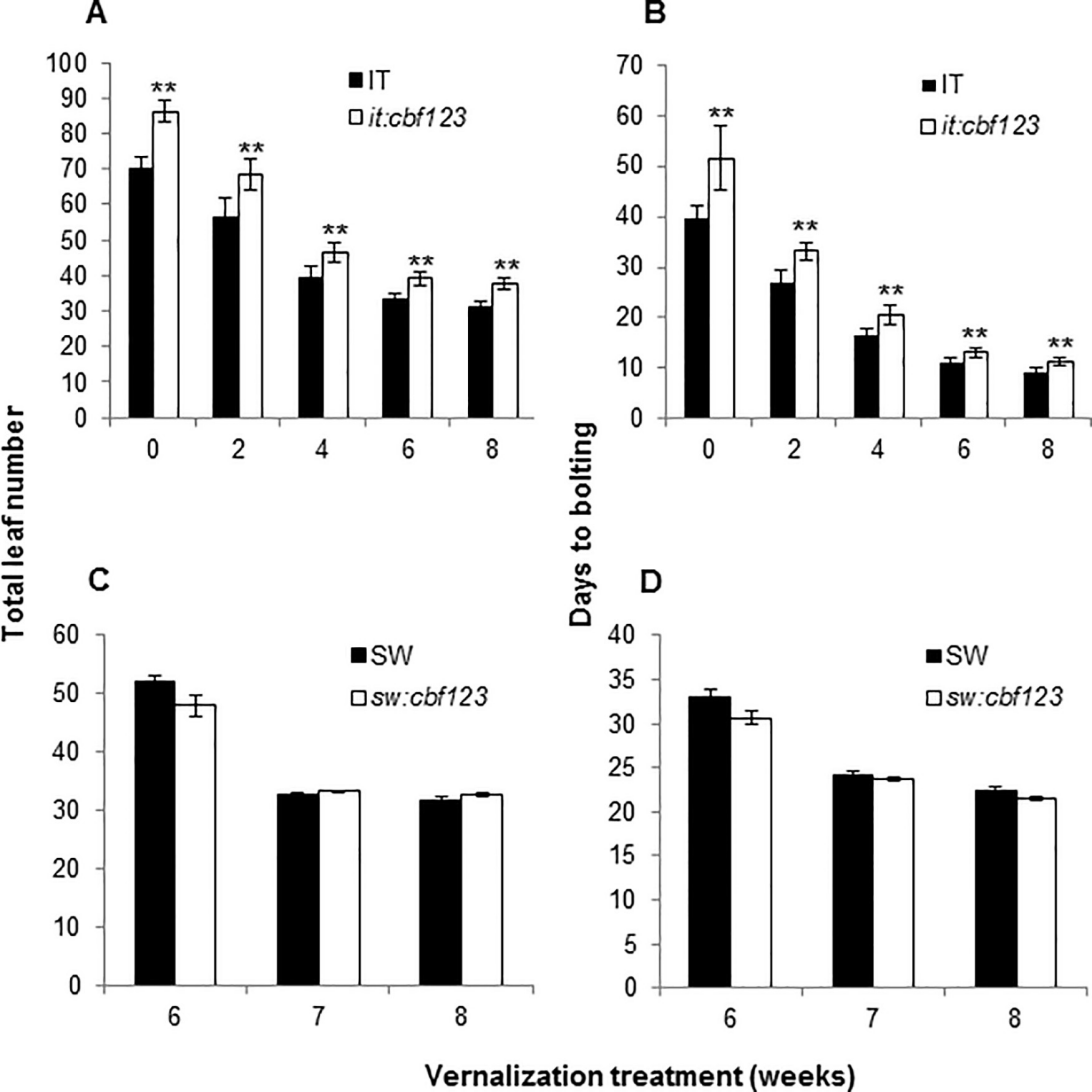
Expression of the CBF pathway reduces the time to flowing of IT plants. Plants were grown at 22°C or 4°C for vernalization under a 16-h photoperiod. (A, B) IT and it:*cbf123*; (C, D) SW and sw:*cbf123*. Flowering time was measured by either total leaf number including rosette and cauline leaves (A, C) or days taken for plants to bolt after transfer to 22°C (B, D). There are no data for SW plants at 22°C (i.e. no 0 weeks vernalization treatment data) because the SW and sw:*cbf123* plants did not flower in the absence of a cold treatment. Error bars indicate SE (n = >9 plants). Asterisks indicate significant differences at each of the indicated time points between WT and mutant (Student t-test, P<0.01).

**Fig 9:**
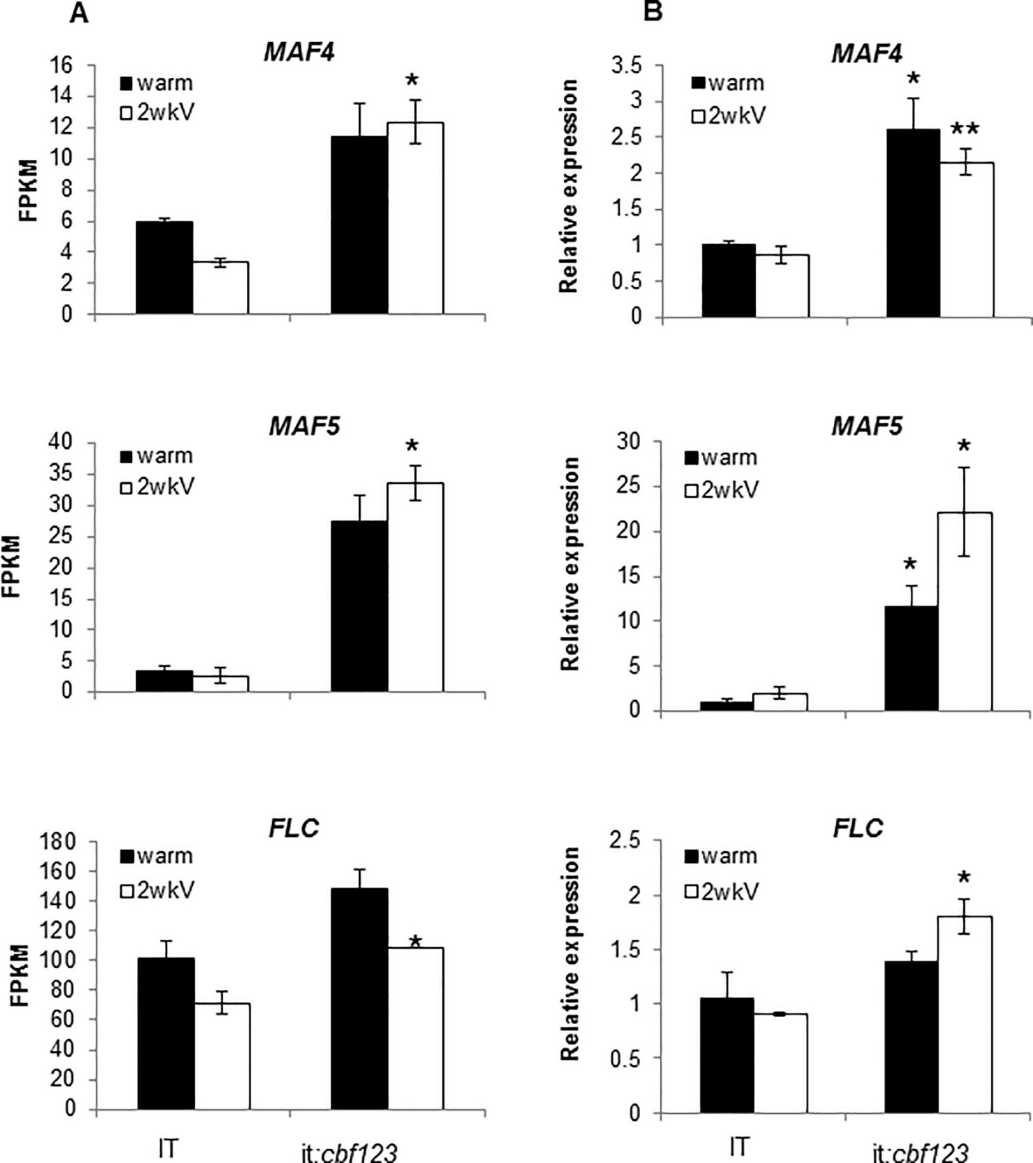
Expression of flowering repression genes *MAF5*, *MAF4* and *FLC* were higher in it:*cbf123* plants than in IT plants. Expression levels of *MAF4*, *MAF5*, and *FLC* were determined either by RNAseq (A) or by quantitative RT-PCR (B) in IT and it:*cbf123* plants grown at 22°C (warm) or at 22°C followed by 2 weeks at 4°C (2wkV) under a 16-h photoperiod. Error bars indicate SE of two (A) or three (B) biological replicates. FPKM = Fragments Per Kilobase of transcript per Million mapped reads. Asterisks indicate a significant difference in expression level between IT and it:*cbf123* plants (Student t-test, * indicates P<0.05, ** indicates P<0.01).

### The CBF pathway does not affect the vernalization response of IT or SW plants

Given the effect of the CBF pathway on time to flowering of IT plants, we asked whether the pathway also affected the vernalization response. We found that it did not: the total number of leaves and days to bolting decreased in response to length of vernalization in both the IT and it:*cbf123* plants (Fig 8A and 8B). Similar results were obtained with the SW and sw:*123* plants (Fig 8C and 8D).

## Discussion

One goal of this study was to better understand the genetic basis for the difference in freezing tolerance between the SW and IT ecotypes. Previously, Oakley et al. (2014) [20] used a RIL population developed from a cross between the two ecotypes to map freezing tolerance QTL. Seven loci were identified, one of which overlapped the *CBF* locus with the SW *CBF* locus conditioning greater freezing tolerance than the IT *CBF* locus. Gehan et al. (2015) [21] found that the *CBF2* gene of the IT genotype was nonfunctional and that transformation of the SW *CBF2* gene into the IT plants increased plant freezing tolerance, thus providing indirect evidence that the SW *CBF2* gene contributed to the difference in freezing tolerance between the two ecotypes. Here, we directly tested this hypothesis using CRISPR/Cas9 technology to inactivate the SW *CBF2* gene. The results showed that cold-acclimated SW plants were 0.8°C more freezing tolerant than were cold-acclimated SW plants that had a nonfunctional *cbf2* allele (Fig 2). Thus, the SW *CBF2* gene does indeed contribute to the difference in freezing tolerance between the SW and IT ecotypes.

Although the nonfunctional IT *cbf2* allele contributes to the difference in freezing tolerance between the IT and SW ecotypes, the amount that it contributes would appear to be relatively small; i.e., the increase in freezing tolerance that occurred with cold acclimation of the SW plants was reduced by only about 10% in the sw:*cbf2* plants. Thus, the large majority of the difference in freezing tolerance between the ecotypes would appear to due to differences beyond differences in *CBF2* alleles. In fact, additional differences in the CBF pathways of the IT and SW ecotypes appear to contribute to their difference in freezing tolerance. This suggestion follows from our finding that the CBF pathway accounted for a 2.9°C increase in freezing tolerance in the SW plants, but only a 0.5°C increase in the IT plants, a considerably greater difference than the 0.8°C decrease in freezing tolerance brought about by inactivating the SW *CBF2* gene (Fig 2). One obvious possibility is that either the *CBF1* or *CBF3* gene (or both) of the IT ecotype is not as effective in promoting freezing tolerance as are the corresponding SW *CBF* genes. The results of Oakley et al. (2014) [20] provide some support for this hypothesis. In particular, their genetic analysis indicated that the freezing tolerance QTL overlapping the *CBF2* locus accounted for about 36% of the variance in freezing tolerance between the two ecotypes, considerably more than the 10% difference in freezing tolerance that we observed in converting the SW *CBF2* allele to a nonfunctional *cbf2* allele. It is possible that the differences in the freezing tolerance assays used in the Oakley et al. (2014) [20] study and ours accounts for this difference. Alternatively, it could be due to the single amino acid differences between the SW and IT CBF1 and CBF3 proteins [21] or potentially differences in the level of expression of the genes in general or in specific cell types. These possibilities remain to be tested.

While our results indicate that the IT CBF pathway does not impart the same level of freezing tolerance as does the SW CBF pathway, the results also indicate that there are differences in the level of freezing tolerance promoted by CBF-independent pathways. Whereas CBF-independent pathway genes of the SW plants imparted a 4.4°C increase in freezing tolerance in response to cold acclimation, the CBF-independent pathway genes of the IT plants only imparted a 3.5°C increase in freezing tolerance. In this regard, it is of interest that a number of “first-wave” genes that encode transcription factors are expressed at higher levels in SW plants than they are in IT plants (Fig 5) including two—*ZAT12* and *HSFC1*—that have been shown to impart a small degree of freezing tolerance when overexpressed in the Col-0 accession [14, 36]. Also, eight of the first-wave transcription factors map to the freezing tolerance QTL identified by Oakley et al. (2014) [20]—ZAT10 and ERF11, FrzT1:1; Dof1.10, FrzT1:2; WRKY33 and CZF1, FrzT2:2; CRF2, FrzT4:1; DEAR1 and ATMYB44, FrzT5:2—and thus potentially contribute to the difference in freezing tolerance between the SW and IT ecotypes.

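At 24 h, 4 of the 27 first-wave genes had a level at least 2-fold higher in SW than in IT, 7 had one at least 2-fold lower, and 16 lay within 2-fold. The 4 are *DOF1.3* (log2 SW over IT 4.06), *AZF2* (1.18), *MYB7* (1.15) and *ERF5* (1.00); with median-of-ratios scaling there are 3. *ZAT12* was 19.6 FPKM in SW and 113 in IT, and *HSFC1* had a log2 ratio of −0.80. Fig 5 plots the change from 22°C, and on that measure both genes rose more in SW than in IT.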

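*ZAT10* and *ERF11* start on chromosome 1 at 9648021 and 9955774, *DOF1.10* on chromosome 1 at 26161528, *WRKY33* and *CZF1* on chromosome 2 at 16108235 and 16771997, *CRF2* on chromosome 4 at 12376122, *DEAR1* on chromosome 3 at 18634546 and *MYB44* on chromosome 5 at 26854022. Their log2 ratios of SW over IT at 24 h were −0.31 for *ZAT10*, −1.46 for *ERF11*, 0.26 for *DOF1.10*, −0.18 for *WRKY33*, −1.61 for *CZF1*, 0.57 for *CRF2*, −0.46 for *DEAR1* and 0.33 for *MYB44*. *ERF11* and *CZF1* are thus past 2-fold, both lower in SW.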

A second goal of this study was to better understand the extent to which the CBF pathway contributes to freezing tolerance in Arabidopsis. Park et al. (2015) [14] addressed this question using a dominant negative version of the CBF2 protein to impair function of the CBF pathway in the Ws-2 accession and found that it accounted for about 50% of the increase in freezing tolerance associated with cold acclimation. Using CRISPR/Cas9 technology, Zhao et al. (2016) [22] compared the freezing tolerance of Col-0 and col-0:*cbf123* plants and found that the CBF pathway accounted for about 60% of the increase in freezing tolerance that occurred with cold acclimation. Similarly, Jia et al. (2016) [23] compared the freezing tolerance of Col-3 and col-3:*cbf123* plants using CRISPR/Cas9 technology—the Col-0 and Col-3 accessions are reported to be derived from the Columbia accession [24]—and obtained results that were consistent with those of Zhao et al. (2016) [22]. And finally, here we used CRISPR/Cas9 technology to create the sw:*cbf123* triple mutant and found that the CBF pathway accounted for about 40% of the increase in freezing tolerance that occurred with cold acclimation in the SW ecotype. Thus, with certain Arabidopsis accessions, the CBF pathway can account for a major portion of the increase in freezing tolerance that occurs with cold acclimation. However, it is also clear that this is not always the case as we observed that the CBF pathway of the IT ecotype only contributed about 15% of the increase in freezing tolerance that occurred with cold acclimation.

While it is clear that the CBF pathway can contribute a large portion of the increase in freezing tolerance that occurs with cold acclimation, it is equally evident that CBF-independent pathways can also contribute significantly to freezing tolerance. At present, knowledge of such pathways is limited. As alluded to above, overexpression of *ZAT12* and *HSFA1*, which encode transcription factors that are rapidly induced in parallel with the *CBF* genes, has been shown to cause an increase in Arabidopsis freezing tolerance [14, 36], though the effects are much less than those caused by overexpression of either CBF1, CBF2 or CBF3 [9, 11]. The CAMTA1, CAMTA2 and CAMTA3 transcription factors have also been shown to contribute significantly to freezing tolerance; about 50% of the increase in freezing tolerance that occurs in Arabidopsis Col-0 plants in response to low temperature [30, 37] involve the CAMTA proteins. However, the CAMTA proteins are positive regulators of *CBF1*, *CBF2* and *CBF3* and thus, it is unclear to what extent the effects that the CAMTA transcription factors have on freezing tolerance are independent of their regulation of the CBF pathway. In short, additional study will be required to better understand the nature of the CBF-independent pathways that contribute as much as half the increase in freezing tolerance that occurs with cold acclimation in the SW, IT, Col-0 and Ws-2 (and likely other) accessions.

A third goal of this study was to better understand the degree to which the composition of the CBF pathway is conserved among Arabidopsis accessions. What we found in comparing our results with those of Zhao et al. (2016) [22] is that the CBF regulons of the SW, IT and Col-0 genotypes have 44 genes in common (of course, this number would increase somewhat if the fold-increase and statistical cutoffs used were less strict). The conserved set of 44 genes was highly enriched for the GO terms “response to cold,” “response to water deprivation” and “response to abscisic acid” (Table 3) which reflects the fact that freezing tolerance must include tolerance to the severe dehydration stress associated with freezing [3, 38]. Indeed, among the 44 conserved CBF regulon genes was *GolS3*, which encodes a key enzyme in the biosynthesis of raffinose, a sugar with cryoprotective and osmoprotective activities [39–41], and multiple LEA (and LEA-like) proteins, including COR15A, LTI45, KIN1 and LTI65, which are thought to protect proteins and membranes against damage caused by severe dehydration [42, 43]. Presumably, the other conserved CBF regulon genes also have important roles in life at low temperature, though the nature of these roles remains to be determined.

In addition to identifying a core set of conserved CBF regulon genes, our results combined with those of Zhao et al. (2016) [22] indicate that CBF regulons can differ greatly in gene number: the CBF regulons of the IT, Col-0 and SW genotypes were composed of 112, 321 and 421 genes, respectively. These differences would seem to have biological significance as the number CBF regulon genes in the three genotypes highly correlated with the minimum monthly low temperature average of the region from which the genotypes were isolated (Fig 6B; S4B Fig): as the minimum monthly low temperature average decreased, the number of CBF regulon genes increased. This correlation suggests that those plants which experience severe cold temperatures might require specific gene functions that are not required by plants which inhabit environments with more moderate low temperatures. The same suggestion applies to genes outside the CBF regulon as the total number of COR genes also varied greatly between the IT, Col-0 and SW genotypes and there was a significant correlation of this number with the minimum monthly low temperature average of the environment (Fig 6C; S4C Fig). These results add to the previous work of Hannah et al. (2006) [44] who reported a correlation between the freezing tolerance of nine Arabidopsis accessions and the number of genes that were differentially expressed in response to low temperature.

Finally, our results suggest that CBF pathways may have evolved to include differences in gene composition that contribute to local adaptation beyond conditioning the core function of freezing tolerance. In particular, the SW CBF regulon was found to be very highly enriched for genes that comprise the GO categories “regulation of plant-type hypersensitive response” and “jasmonic acid mediated signaling pathway,” categories that are not highly enriched in either the IT or Col-0 genotypes (Table 3). We also found that inactivation of the CBF pathway delayed flowering in the IT ecotype, but not the SW ecotype, a difference that might contribute to IT fitness in its natural habitat. The ability to use gene editing technologies to inactive the *CBF1*-*CBF2*-*CBF3* locus will facilitate studies to better understand the evolution of CBF regulon functions that have contributed to local adaptation of Arabidopsis.

## Supporting information

S1 Fig Alignment of nucleotide and amino acid sequences for the CBF coding regions in SW, IT and CRISPR mutant plants. Nucleotide sequences for *CBF1* (A), *CBF2* (B) and *CBF3* (C) and amino acid sequences for CBF1 (D), CBF2 (E) and CBF3 (F) in IT, it:c*bf123*, SW, sw:*cbf2* and sw:*cbf123* plants. Differences between IT and SW sequences are indicated in red; CRISPR-induced mutations are indicated in blue. In protein sequences, red and blue lines indicate the AP2 DNA-Binding Domain and Activation Domain, respectively.
(PPTX) Click here for additional data file.

S2 Fig The *cbf1* and *cbf3* alleles from it:*cbf123* plants encode non-functional proteins. The *cbf1* and *cbf3* alleles and corresponding *CBF1* and *CBF3* WT coding sequences from the IT ecotype were overexpressed in Ws-2 plants to determine whether they could induce expression of CBF regulon genes. (A) Photographs show that overexpression of the *cbf1* and *cbf3* alleles did not retard plant growth consistent with the proteins being non-functional. (B) Overexpression of *cbf1* and *cbf3* did not induce expression of the CBF regulon genes *Gols3*, *COR15a* or *COR47*. Names in parentheses on the x-axis indicate the lines from which the overexpressed alleles are cloned. Error bars indicate SE for three biological replicates.
(PPTX) Click here for additional data file.

S3 Fig The *cbf2* allele from sw:*cbf2* plants encodes a non-functional protein. The *cbf2* allele and corresponding *CBF2* coding sequence from the SW ecotype were overexpressed in Ws-2 plants to determine whether they could induce expression of CBF regulon genes. (A) Photographs show that overexpression of the *cbf2* allele did not retard plant growth consistent with the protein being non-functional. (B) Overexpression of *cbf2* did not induce expression of the CBF regulon genes *Gols3*, *COR15a* or *COR47*. Names in parentheses on the x-axis indicate the lines from which the overexpressed alleles are cloned. Error bars indicate SE for three biological replicates.
(PPTX) Click here for additional data file.

S4 Fig The CBF regulons of the IT, SW, and Col-0 genotypes are composed of conserved and specific genes. (A) Venn diagram showing the number of common and specific CBF regulon genes. Genes were assigned to the CBF regulon if they were induced at least two-fold in response to low temperature (4°C for 24 h) and down-regulated in the *cbf123* triple mutant by at least two-fold (log_2_ = 1, FDR = 0.05). (B, C) The average minimum monthly temperatures for the genotypes were plotted against the number of CBF regulon genes (B) or total number of COR genes (C). A regression line for the data and R^2^ value are shown. Red indicates it:*cbf123*; black, col:*cbf123*; blue, sw:*cbf123*.
(PPTX) Click here for additional data file.

S1 Table Primers used for quantitative RT-PCR. (DOCX) Click here for additional data file.

S2 Table EL_50_ values and statistical analysis of temperature response curves. EL_50_ values were calculated from fitted third-order linear polynomial trends from the curves shown in Fig 2 and are shown in the diagonal boxes. Two-way analysis of variance was performed for the electrolyte leakage experiment; significance of comparisons of responses among genotypes was determined by orthogonal contrast. P values representing comparisons of the temperature response curves are indicated in the intersecting cells.
ns = not significantly different
Comparison of each genotype in both Fig 2A & 2B and in Fig 2C & 2D indicated the curves were very highly significantly different (P<0.0001) between warm and 2 wk cold.
(DOCX) Click here for additional data file.

S3 Table Transcript levels for the 136 Ws-2 CBF regulon genes [14] in SW, sw:*cbf123*, IT and it:*cbf123* plants after a 24 h cold treatment. (XLSX) Click here for additional data file.

S4 Table Transcript levels for the 136 Ws-2 CBF regulon genes [14] in SW, sw:cbf*123*, IT and it:*cbf123* plants after a 2 week cold treatment. (XLSX) Click here for additional data file.

S5 Table CBF regulon genes of SW, IT and Col-0 plants shown in the Venn diagram presented in Fig 6A. (XLSX) Click here for additional data file.

S6 Table Expression of the 44 common CBF regulon genes in SW, sw:*cbf123*, IT, it:*cbf123*, Col-0, col-0:*cbf123* plants exposed to low temperature for 24 h. (XLSX) Click here for additional data file.

# Supplementary material for: CBF-dependent and CBF-independent regulatory pathways contribute to the differences in freezing tolerance and cold-regulated gene expression of two Arabidopsis ecotypes locally adapted to sites in Sweden and Italy
**Source:** PLoS One. 2018 Dec 5;13(12):e0207723. doi: 10.1371/journal.pone.0207723
**Supplement:** S1 Fig — Nucleotide sequences for CBF1 (A), CBF2 (B) and CBF3 (C) and amino acid sequences for CBF1 (D), CBF2 (E) and CBF3 (F) in IT, it:cbf123, SW, sw:cbf2 and sw:cbf123 plants. Differences between IT and SW sequences are indicated in red; CRISPR-induced mutations are indicated in blue. In protein sequences, red and blue lines indicate the AP2 DNA-Binding Domain and Activation Domain, respectively.

## Slide 1
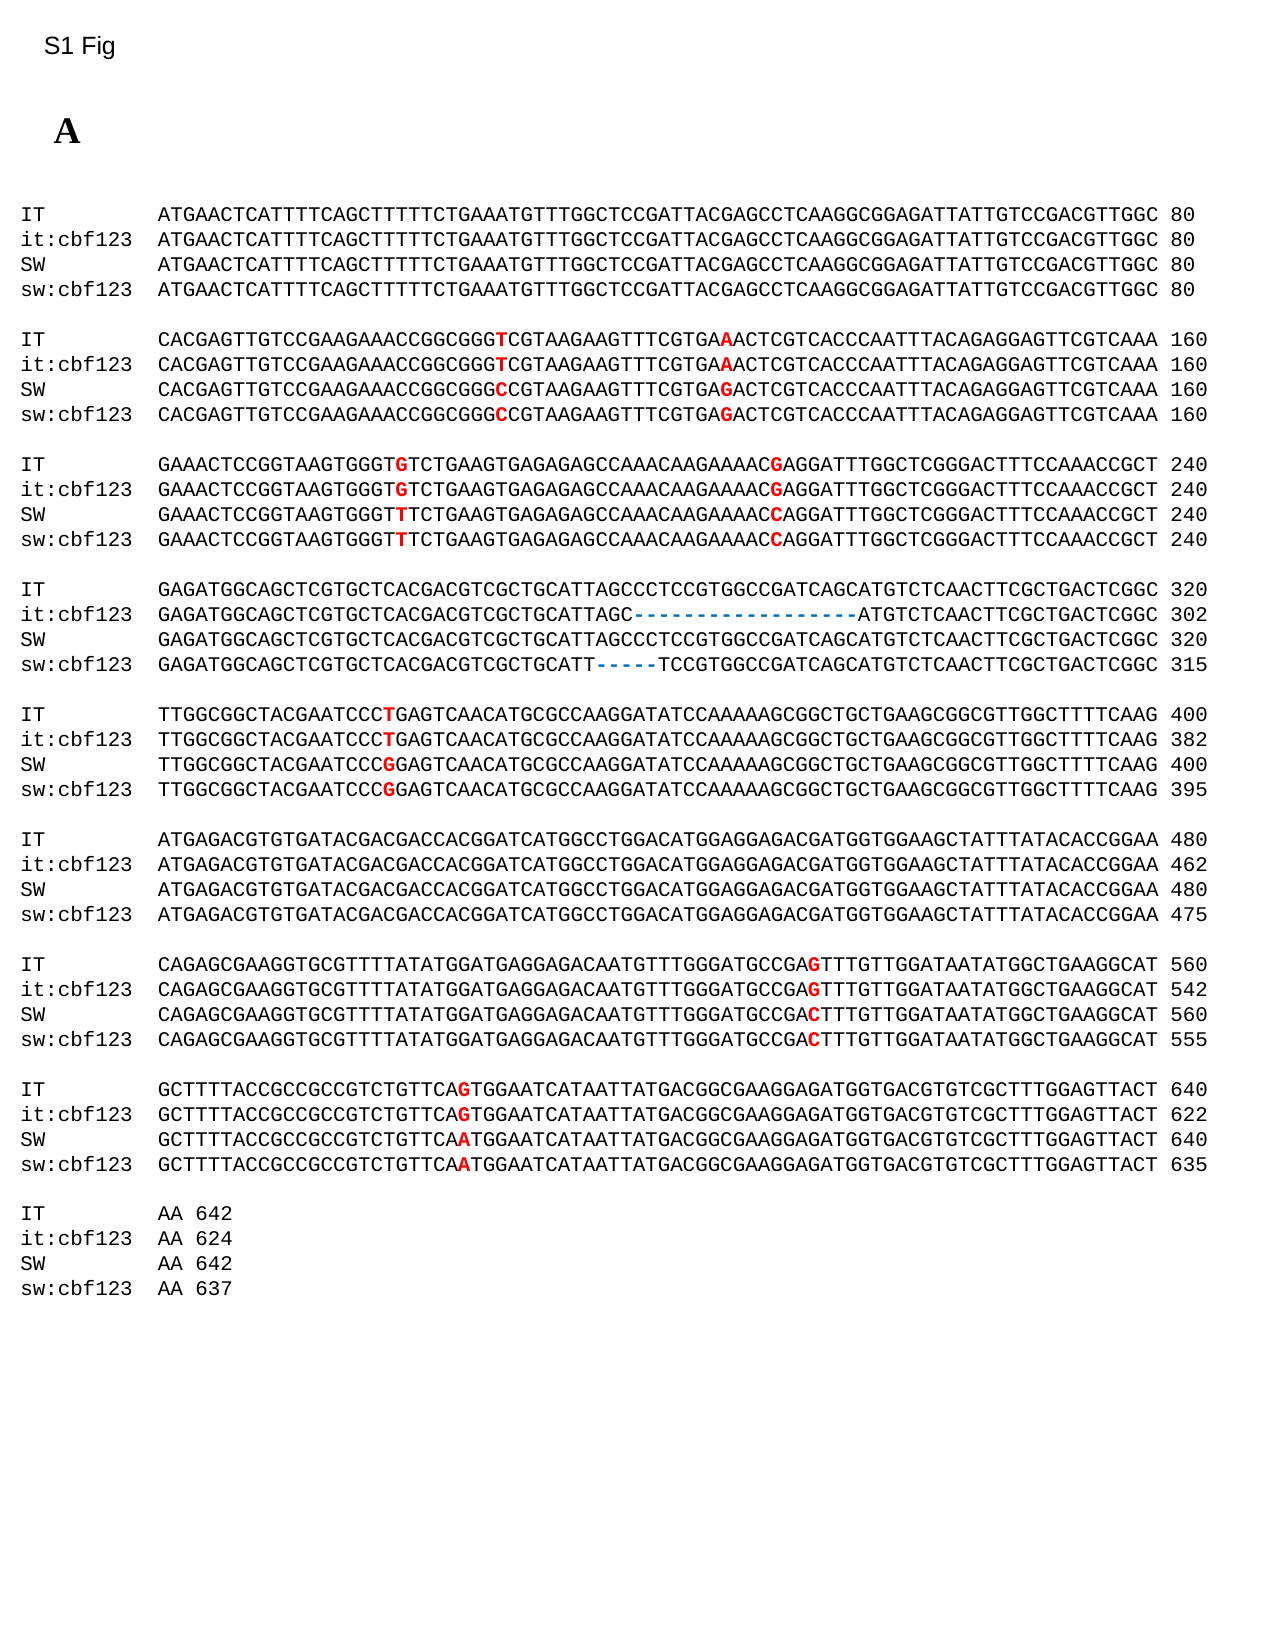

S1 Fig
A
IT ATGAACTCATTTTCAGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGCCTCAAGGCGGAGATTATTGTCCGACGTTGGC 80
it:cbf123 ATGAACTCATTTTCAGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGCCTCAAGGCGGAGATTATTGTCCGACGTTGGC 80
SW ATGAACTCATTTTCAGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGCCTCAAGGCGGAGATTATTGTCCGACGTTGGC 80
sw:cbf123 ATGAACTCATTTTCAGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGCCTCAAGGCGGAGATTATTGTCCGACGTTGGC 80
IT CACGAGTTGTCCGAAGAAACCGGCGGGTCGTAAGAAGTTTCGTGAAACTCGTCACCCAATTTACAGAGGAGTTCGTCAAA 160
it:cbf123 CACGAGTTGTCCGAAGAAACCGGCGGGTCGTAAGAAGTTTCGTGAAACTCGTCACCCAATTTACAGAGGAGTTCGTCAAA 160
SW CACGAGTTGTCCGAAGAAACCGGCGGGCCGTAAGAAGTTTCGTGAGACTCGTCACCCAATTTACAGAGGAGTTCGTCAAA 160
sw:cbf123 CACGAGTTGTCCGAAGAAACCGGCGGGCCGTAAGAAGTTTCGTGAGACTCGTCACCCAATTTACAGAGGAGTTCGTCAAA 160
IT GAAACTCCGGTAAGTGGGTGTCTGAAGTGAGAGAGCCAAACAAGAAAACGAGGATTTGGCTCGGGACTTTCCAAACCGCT 240
it:cbf123 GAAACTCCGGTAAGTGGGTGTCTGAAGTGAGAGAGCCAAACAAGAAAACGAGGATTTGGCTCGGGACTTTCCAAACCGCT 240
SW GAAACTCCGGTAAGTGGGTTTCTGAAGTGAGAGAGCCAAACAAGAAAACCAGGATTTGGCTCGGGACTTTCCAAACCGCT 240
sw:cbf123 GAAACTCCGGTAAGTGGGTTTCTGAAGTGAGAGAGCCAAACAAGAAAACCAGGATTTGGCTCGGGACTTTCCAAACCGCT 240
IT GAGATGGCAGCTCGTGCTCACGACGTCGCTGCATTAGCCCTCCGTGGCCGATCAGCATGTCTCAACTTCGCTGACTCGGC 320
it:cbf123 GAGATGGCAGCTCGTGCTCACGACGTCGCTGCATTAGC------------------ATGTCTCAACTTCGCTGACTCGGC 302
SW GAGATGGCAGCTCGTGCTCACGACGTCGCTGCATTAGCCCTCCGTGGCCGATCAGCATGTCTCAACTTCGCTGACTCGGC 320
sw:cbf123 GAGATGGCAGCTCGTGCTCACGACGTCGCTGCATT-----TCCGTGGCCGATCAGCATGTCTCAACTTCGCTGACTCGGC 315
IT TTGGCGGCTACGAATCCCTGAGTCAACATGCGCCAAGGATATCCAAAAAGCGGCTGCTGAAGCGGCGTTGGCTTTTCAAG 400
it:cbf123 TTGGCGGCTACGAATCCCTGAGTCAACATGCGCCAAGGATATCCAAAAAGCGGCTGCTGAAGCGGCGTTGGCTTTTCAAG 382
SW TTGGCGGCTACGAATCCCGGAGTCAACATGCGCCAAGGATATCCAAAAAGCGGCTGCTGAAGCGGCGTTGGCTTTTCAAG 400
sw:cbf123 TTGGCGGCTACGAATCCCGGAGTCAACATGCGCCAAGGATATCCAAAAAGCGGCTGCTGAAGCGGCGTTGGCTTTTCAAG 395
IT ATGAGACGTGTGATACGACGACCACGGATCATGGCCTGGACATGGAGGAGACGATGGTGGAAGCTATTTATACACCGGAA 480
it:cbf123 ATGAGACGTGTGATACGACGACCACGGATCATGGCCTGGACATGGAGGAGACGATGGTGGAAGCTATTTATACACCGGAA 462
SW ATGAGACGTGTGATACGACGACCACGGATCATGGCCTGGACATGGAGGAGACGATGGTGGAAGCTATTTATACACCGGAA 480
sw:cbf123 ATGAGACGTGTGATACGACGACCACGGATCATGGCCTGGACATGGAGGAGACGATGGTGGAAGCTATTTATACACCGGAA 475
IT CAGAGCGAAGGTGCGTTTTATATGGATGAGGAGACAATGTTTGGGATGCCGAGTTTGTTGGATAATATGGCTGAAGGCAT 560
it:cbf123 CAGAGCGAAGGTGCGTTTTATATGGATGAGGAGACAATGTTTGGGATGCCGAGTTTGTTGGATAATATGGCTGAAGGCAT 542
SW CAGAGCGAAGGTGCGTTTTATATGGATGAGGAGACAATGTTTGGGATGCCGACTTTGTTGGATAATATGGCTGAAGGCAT 560
sw:cbf123 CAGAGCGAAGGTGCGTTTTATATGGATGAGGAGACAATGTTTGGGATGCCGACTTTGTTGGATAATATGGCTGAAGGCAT 555
IT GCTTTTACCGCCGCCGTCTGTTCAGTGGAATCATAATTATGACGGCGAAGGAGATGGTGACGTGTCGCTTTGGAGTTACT 640
it:cbf123 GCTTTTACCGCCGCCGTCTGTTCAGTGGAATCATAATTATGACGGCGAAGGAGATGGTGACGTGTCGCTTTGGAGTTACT 622
SW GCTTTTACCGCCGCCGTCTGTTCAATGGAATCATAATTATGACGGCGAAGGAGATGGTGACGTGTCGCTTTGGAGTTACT 640
sw:cbf123 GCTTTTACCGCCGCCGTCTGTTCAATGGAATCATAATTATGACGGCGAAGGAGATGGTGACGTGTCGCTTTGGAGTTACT 635
IT AA 642
it:cbf123 AA 624
SW AA 642
sw:cbf123 AA 637

## Slide 2
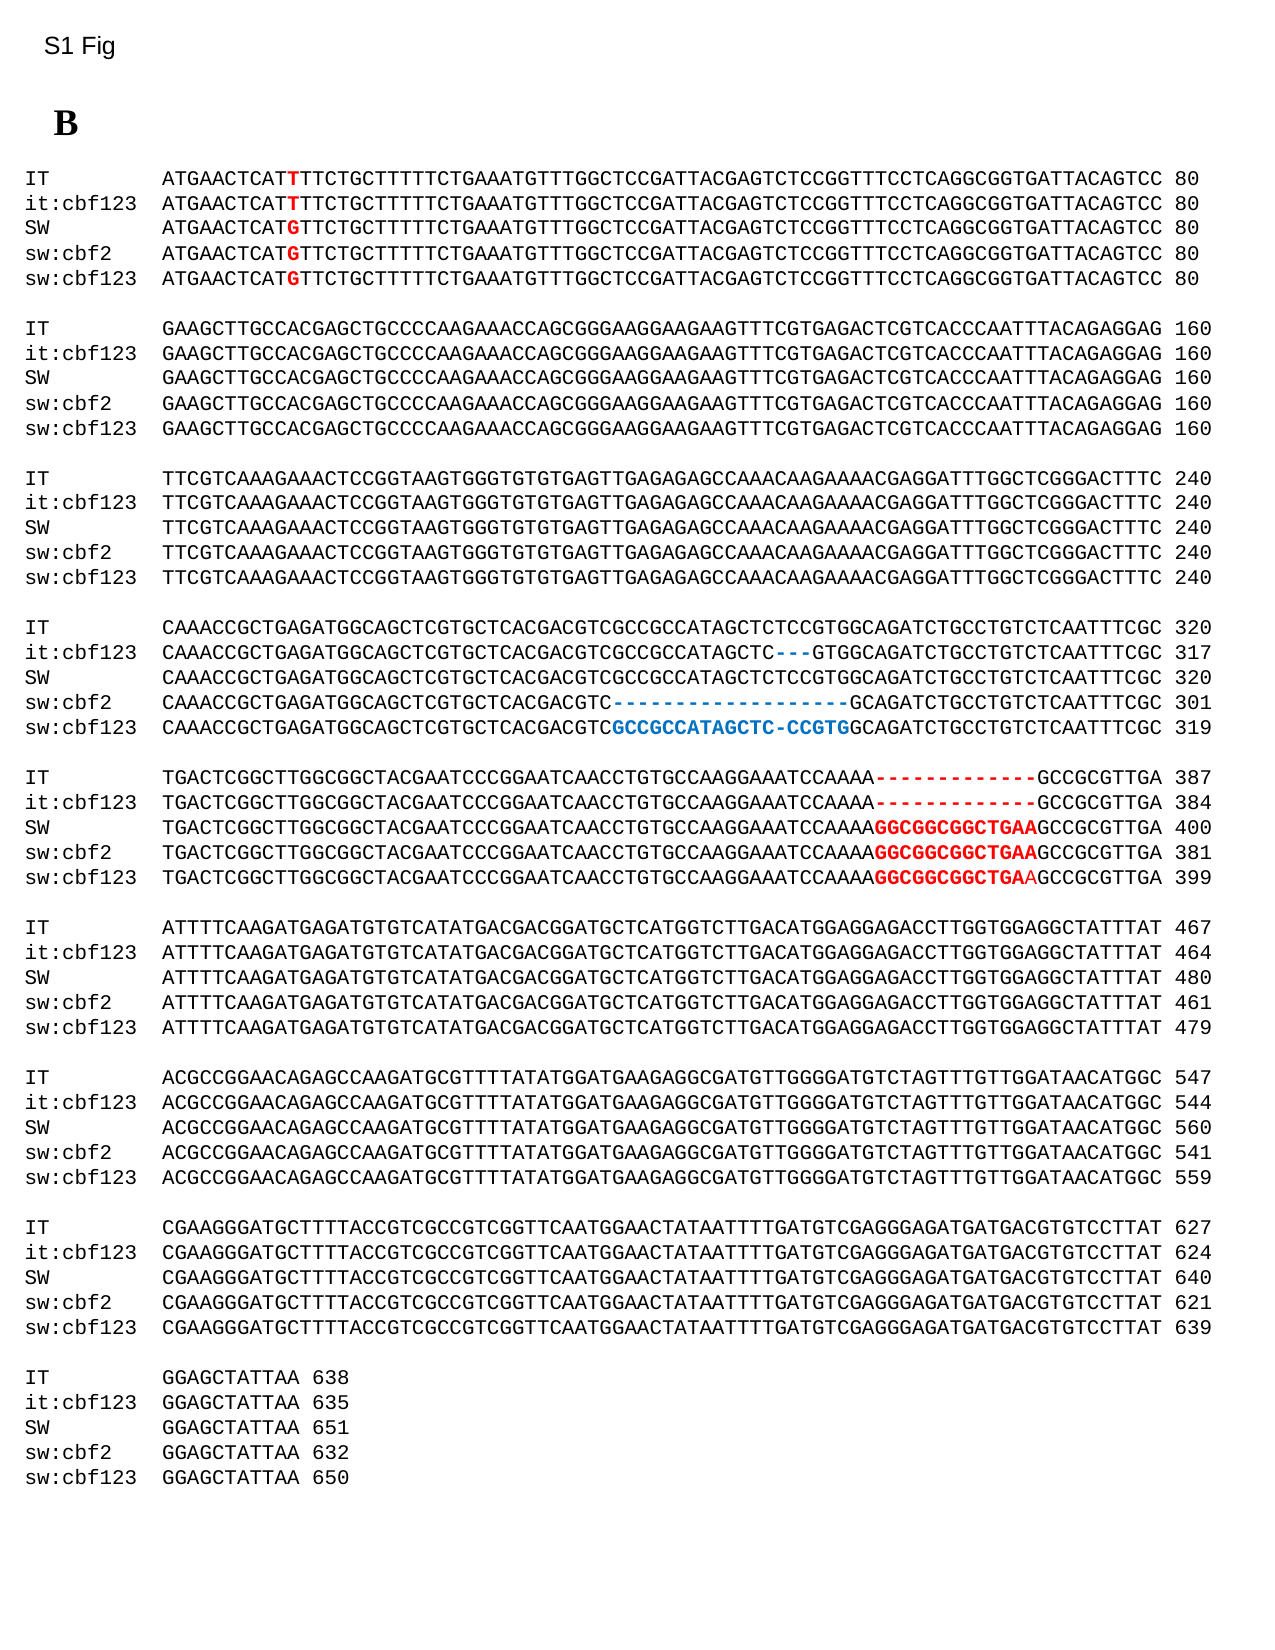

S1 Fig
B
IT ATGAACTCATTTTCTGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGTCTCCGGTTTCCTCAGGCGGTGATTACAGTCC 80
it:cbf123 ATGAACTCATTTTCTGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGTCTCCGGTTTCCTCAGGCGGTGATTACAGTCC 80
SW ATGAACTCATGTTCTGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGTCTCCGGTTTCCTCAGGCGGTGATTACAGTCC 80
sw:cbf2 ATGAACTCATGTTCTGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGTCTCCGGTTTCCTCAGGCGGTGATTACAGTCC 80
sw:cbf123 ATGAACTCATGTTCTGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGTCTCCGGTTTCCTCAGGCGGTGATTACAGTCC 80
IT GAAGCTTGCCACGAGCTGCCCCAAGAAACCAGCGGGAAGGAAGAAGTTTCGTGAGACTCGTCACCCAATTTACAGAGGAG 160
it:cbf123 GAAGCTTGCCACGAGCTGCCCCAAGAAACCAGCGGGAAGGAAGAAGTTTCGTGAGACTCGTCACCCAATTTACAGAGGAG 160
SW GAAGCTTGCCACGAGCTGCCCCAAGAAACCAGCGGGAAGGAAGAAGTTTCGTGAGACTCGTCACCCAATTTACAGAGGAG 160
sw:cbf2 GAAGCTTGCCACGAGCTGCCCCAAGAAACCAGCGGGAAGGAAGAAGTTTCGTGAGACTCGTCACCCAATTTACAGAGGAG 160
sw:cbf123 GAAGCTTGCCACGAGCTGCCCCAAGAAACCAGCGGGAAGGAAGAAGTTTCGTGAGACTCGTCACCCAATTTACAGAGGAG 160
IT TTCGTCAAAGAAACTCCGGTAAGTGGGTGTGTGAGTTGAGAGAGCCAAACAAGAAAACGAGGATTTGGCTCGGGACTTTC 240
it:cbf123 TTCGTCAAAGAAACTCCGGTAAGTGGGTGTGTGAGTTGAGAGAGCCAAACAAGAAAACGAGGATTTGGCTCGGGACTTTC 240
SW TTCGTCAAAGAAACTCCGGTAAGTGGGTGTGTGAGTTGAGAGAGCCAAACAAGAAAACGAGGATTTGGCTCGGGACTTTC 240
sw:cbf2 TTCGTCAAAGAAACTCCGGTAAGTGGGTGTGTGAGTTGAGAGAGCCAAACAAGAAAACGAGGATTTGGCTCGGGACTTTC 240
sw:cbf123 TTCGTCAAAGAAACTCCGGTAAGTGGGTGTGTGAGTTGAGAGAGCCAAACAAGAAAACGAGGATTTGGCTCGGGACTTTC 240
IT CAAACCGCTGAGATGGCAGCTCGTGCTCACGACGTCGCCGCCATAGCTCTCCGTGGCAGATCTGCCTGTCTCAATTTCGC 320
it:cbf123 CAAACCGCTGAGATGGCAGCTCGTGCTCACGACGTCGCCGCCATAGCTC---GTGGCAGATCTGCCTGTCTCAATTTCGC 317
SW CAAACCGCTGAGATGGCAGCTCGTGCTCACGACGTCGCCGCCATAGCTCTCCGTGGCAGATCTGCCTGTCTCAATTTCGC 320
sw:cbf2 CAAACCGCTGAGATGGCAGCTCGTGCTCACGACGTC-------------------GCAGATCTGCCTGTCTCAATTTCGC 301
sw:cbf123 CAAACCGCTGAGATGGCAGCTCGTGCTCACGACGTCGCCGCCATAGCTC-CCGTGGCAGATCTGCCTGTCTCAATTTCGC 319
IT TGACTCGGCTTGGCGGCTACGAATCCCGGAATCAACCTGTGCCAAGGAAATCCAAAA-------------GCCGCGTTGA 387
it:cbf123 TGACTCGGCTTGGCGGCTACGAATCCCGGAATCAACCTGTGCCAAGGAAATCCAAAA-------------GCCGCGTTGA 384
SW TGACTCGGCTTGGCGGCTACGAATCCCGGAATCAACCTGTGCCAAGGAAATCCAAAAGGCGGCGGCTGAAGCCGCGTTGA 400
sw:cbf2 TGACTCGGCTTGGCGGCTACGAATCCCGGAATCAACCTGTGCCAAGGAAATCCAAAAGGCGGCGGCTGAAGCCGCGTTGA 381
sw:cbf123 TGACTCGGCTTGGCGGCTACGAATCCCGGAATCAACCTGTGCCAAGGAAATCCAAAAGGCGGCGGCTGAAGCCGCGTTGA 399
IT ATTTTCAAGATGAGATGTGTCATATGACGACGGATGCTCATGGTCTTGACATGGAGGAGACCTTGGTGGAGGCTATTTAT 467
it:cbf123 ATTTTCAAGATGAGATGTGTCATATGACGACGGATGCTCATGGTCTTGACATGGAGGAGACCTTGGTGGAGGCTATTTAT 464
SW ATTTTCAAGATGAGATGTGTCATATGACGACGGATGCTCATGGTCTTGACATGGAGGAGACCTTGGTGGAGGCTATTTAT 480
sw:cbf2 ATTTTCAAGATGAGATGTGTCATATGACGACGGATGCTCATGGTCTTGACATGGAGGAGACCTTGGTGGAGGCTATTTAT 461
sw:cbf123 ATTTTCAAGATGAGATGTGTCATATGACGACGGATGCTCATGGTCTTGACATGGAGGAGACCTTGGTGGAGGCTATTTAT 479
IT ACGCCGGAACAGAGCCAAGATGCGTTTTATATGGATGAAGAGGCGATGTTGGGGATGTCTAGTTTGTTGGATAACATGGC 547
it:cbf123 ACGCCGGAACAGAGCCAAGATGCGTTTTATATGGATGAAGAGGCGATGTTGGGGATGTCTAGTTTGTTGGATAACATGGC 544
SW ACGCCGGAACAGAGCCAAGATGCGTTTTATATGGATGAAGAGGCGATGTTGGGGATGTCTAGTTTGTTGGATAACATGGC 560
sw:cbf2 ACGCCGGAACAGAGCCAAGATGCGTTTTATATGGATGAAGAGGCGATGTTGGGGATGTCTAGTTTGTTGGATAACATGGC 541
sw:cbf123 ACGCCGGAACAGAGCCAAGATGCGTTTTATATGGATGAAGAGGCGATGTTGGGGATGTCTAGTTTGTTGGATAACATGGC 559
IT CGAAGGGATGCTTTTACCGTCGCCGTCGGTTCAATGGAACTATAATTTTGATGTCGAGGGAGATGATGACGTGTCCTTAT 627
it:cbf123 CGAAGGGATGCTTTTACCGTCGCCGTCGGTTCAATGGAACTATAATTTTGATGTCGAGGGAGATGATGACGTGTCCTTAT 624
SW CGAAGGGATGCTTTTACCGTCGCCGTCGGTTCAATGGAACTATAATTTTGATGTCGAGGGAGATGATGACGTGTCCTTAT 640
sw:cbf2 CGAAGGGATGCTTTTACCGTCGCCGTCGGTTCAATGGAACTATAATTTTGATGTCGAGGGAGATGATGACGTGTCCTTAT 621
sw:cbf123 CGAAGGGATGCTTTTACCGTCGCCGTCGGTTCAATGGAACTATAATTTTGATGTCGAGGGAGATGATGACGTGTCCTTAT 639
IT GGAGCTATTAA 638
it:cbf123 GGAGCTATTAA 635
SW GGAGCTATTAA 651
sw:cbf2 GGAGCTATTAA 632
sw:cbf123 GGAGCTATTAA 650

## Slide 3
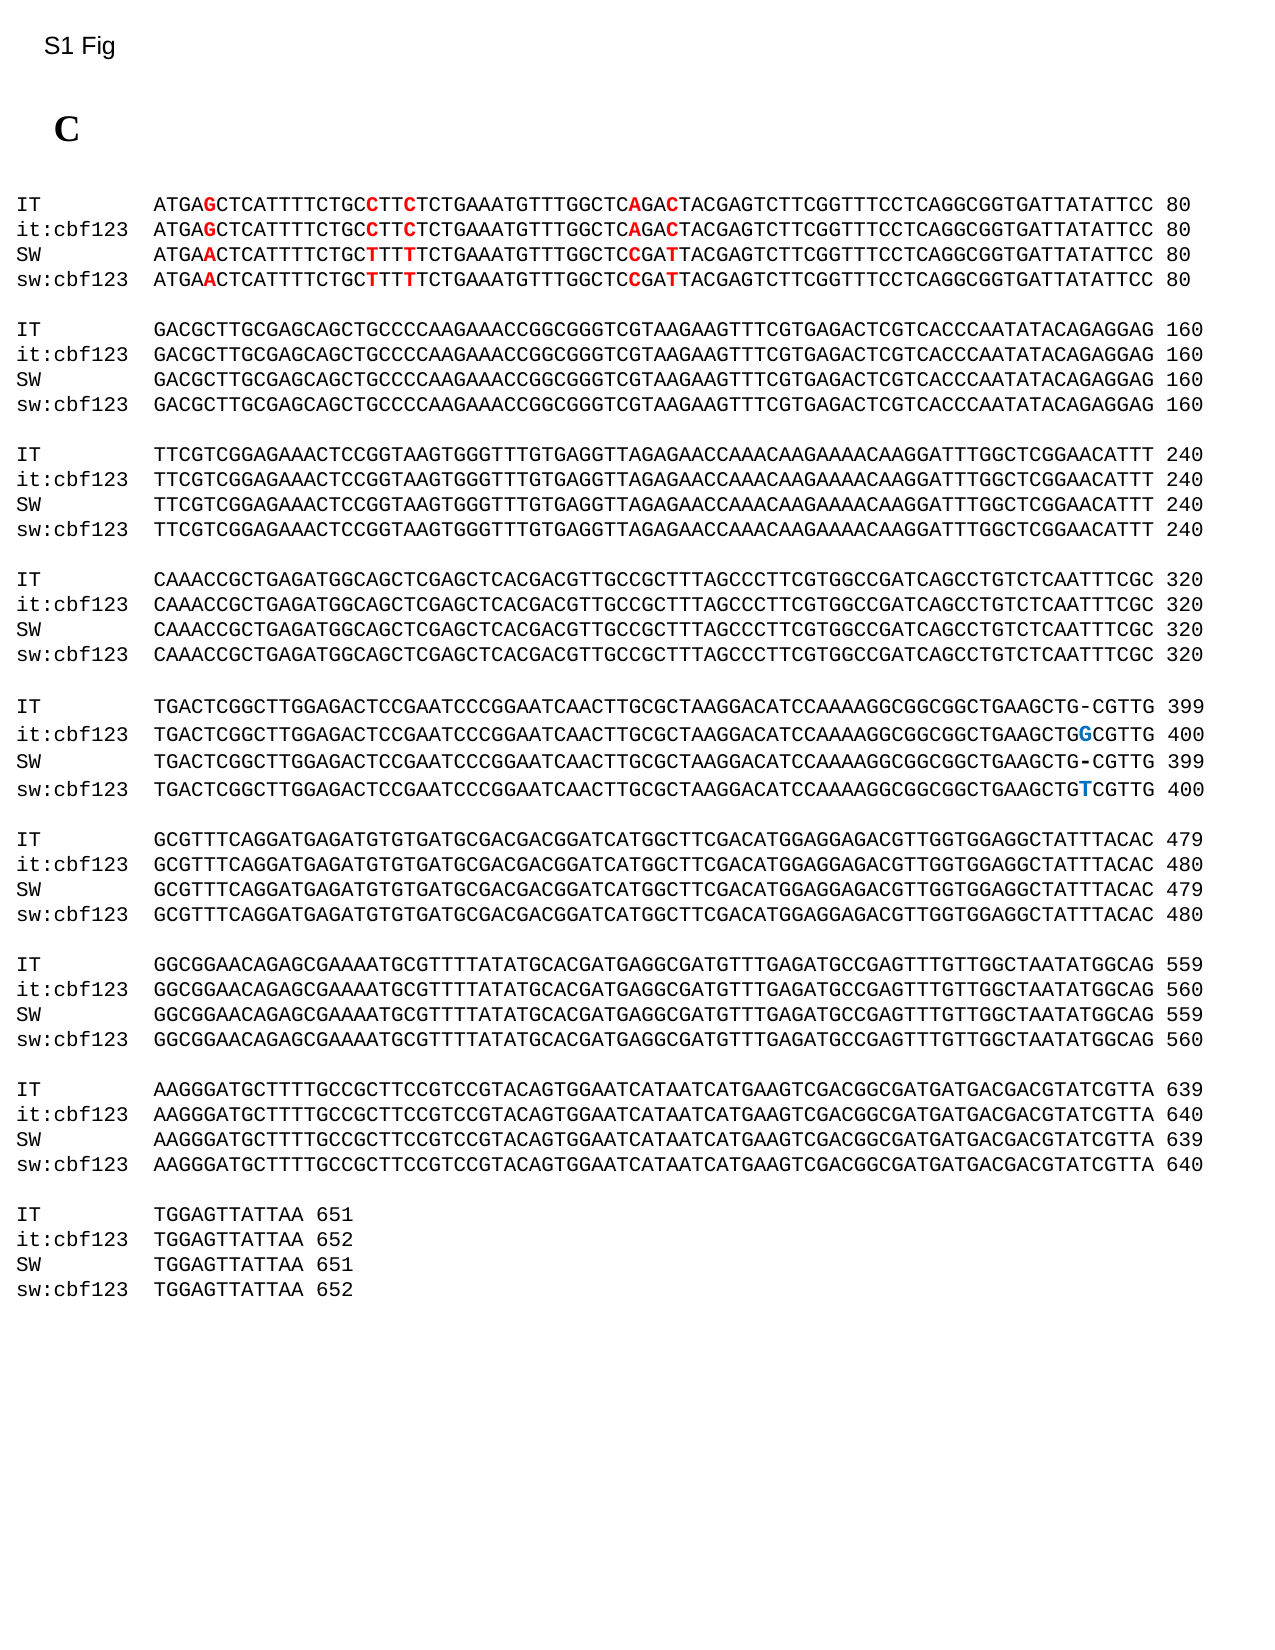

S1 Fig
C
IT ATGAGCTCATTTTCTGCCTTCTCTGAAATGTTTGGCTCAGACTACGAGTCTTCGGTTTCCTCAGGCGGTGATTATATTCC 80
it:cbf123 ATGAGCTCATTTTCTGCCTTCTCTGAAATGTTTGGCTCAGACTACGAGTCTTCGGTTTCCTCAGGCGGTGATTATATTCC 80
SW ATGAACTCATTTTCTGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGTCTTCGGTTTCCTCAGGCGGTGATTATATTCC 80
sw:cbf123 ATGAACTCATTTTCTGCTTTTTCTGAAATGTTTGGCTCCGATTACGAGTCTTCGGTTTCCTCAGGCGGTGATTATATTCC 80
IT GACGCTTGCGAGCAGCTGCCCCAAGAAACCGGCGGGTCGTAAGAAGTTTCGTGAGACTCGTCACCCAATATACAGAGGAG 160
it:cbf123 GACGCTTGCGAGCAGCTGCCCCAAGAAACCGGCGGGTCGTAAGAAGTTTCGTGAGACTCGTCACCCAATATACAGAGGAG 160
SW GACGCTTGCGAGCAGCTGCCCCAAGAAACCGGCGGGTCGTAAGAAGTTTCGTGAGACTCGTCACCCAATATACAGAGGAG 160
sw:cbf123 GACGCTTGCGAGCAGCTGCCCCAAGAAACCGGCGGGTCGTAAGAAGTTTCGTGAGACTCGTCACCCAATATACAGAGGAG 160
IT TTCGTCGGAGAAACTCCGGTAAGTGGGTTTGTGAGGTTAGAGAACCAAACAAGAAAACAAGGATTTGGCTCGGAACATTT 240
it:cbf123 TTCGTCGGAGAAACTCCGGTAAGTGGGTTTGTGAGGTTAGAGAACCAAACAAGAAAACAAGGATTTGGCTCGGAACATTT 240
SW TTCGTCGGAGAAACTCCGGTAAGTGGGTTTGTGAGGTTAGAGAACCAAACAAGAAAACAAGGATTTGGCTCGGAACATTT 240
sw:cbf123 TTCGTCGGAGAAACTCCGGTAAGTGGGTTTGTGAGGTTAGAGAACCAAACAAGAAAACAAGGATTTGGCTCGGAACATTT 240
IT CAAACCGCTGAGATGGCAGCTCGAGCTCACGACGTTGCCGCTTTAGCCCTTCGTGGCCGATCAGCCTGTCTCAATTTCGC 320
it:cbf123 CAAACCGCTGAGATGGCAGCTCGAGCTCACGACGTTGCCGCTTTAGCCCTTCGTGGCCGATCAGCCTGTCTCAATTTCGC 320
SW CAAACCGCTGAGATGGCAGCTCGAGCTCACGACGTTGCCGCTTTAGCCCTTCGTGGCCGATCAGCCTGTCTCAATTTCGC 320
sw:cbf123 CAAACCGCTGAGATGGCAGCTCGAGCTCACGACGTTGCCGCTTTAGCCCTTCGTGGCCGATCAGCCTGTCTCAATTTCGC 320
IT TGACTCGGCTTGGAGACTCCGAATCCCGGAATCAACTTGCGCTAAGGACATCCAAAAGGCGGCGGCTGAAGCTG-CGTTG 399
it:cbf123 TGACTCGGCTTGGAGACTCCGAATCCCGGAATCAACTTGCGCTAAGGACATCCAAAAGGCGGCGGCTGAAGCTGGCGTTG 400
SW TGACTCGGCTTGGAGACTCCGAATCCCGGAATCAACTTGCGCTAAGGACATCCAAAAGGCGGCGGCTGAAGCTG-CGTTG 399
sw:cbf123 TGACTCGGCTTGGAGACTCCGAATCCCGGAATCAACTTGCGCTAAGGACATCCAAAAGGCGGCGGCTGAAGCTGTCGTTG 400
IT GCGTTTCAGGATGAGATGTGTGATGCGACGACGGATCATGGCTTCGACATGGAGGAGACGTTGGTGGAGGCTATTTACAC 479
it:cbf123 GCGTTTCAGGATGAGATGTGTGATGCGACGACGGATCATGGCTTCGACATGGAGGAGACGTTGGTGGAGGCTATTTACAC 480
SW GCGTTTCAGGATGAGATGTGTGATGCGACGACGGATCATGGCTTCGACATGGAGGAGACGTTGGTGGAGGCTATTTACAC 479
sw:cbf123 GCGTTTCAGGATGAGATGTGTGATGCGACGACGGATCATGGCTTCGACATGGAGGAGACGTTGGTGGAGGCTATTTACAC 480
IT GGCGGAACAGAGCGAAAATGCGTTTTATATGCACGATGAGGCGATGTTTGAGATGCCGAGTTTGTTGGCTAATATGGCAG 559
it:cbf123 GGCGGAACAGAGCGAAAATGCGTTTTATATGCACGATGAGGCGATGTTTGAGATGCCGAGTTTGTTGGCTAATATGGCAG 560
SW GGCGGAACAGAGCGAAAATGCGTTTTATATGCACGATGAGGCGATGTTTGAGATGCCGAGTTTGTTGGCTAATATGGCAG 559
sw:cbf123 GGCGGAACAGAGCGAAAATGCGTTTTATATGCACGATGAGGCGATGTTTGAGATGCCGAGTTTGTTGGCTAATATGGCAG 560
IT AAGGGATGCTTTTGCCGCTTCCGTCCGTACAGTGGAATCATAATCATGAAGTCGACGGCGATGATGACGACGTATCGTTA 639
it:cbf123 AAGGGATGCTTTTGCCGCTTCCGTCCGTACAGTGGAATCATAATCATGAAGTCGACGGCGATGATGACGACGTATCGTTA 640
SW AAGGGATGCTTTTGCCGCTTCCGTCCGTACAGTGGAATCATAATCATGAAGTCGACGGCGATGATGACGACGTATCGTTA 639
sw:cbf123 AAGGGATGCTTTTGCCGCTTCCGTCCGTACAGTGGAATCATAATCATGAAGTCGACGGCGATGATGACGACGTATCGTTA 640
IT TGGAGTTATTAA 651
it:cbf123 TGGAGTTATTAA 652
SW TGGAGTTATTAA 651
sw:cbf123 TGGAGTTATTAA 652

## Slide 4
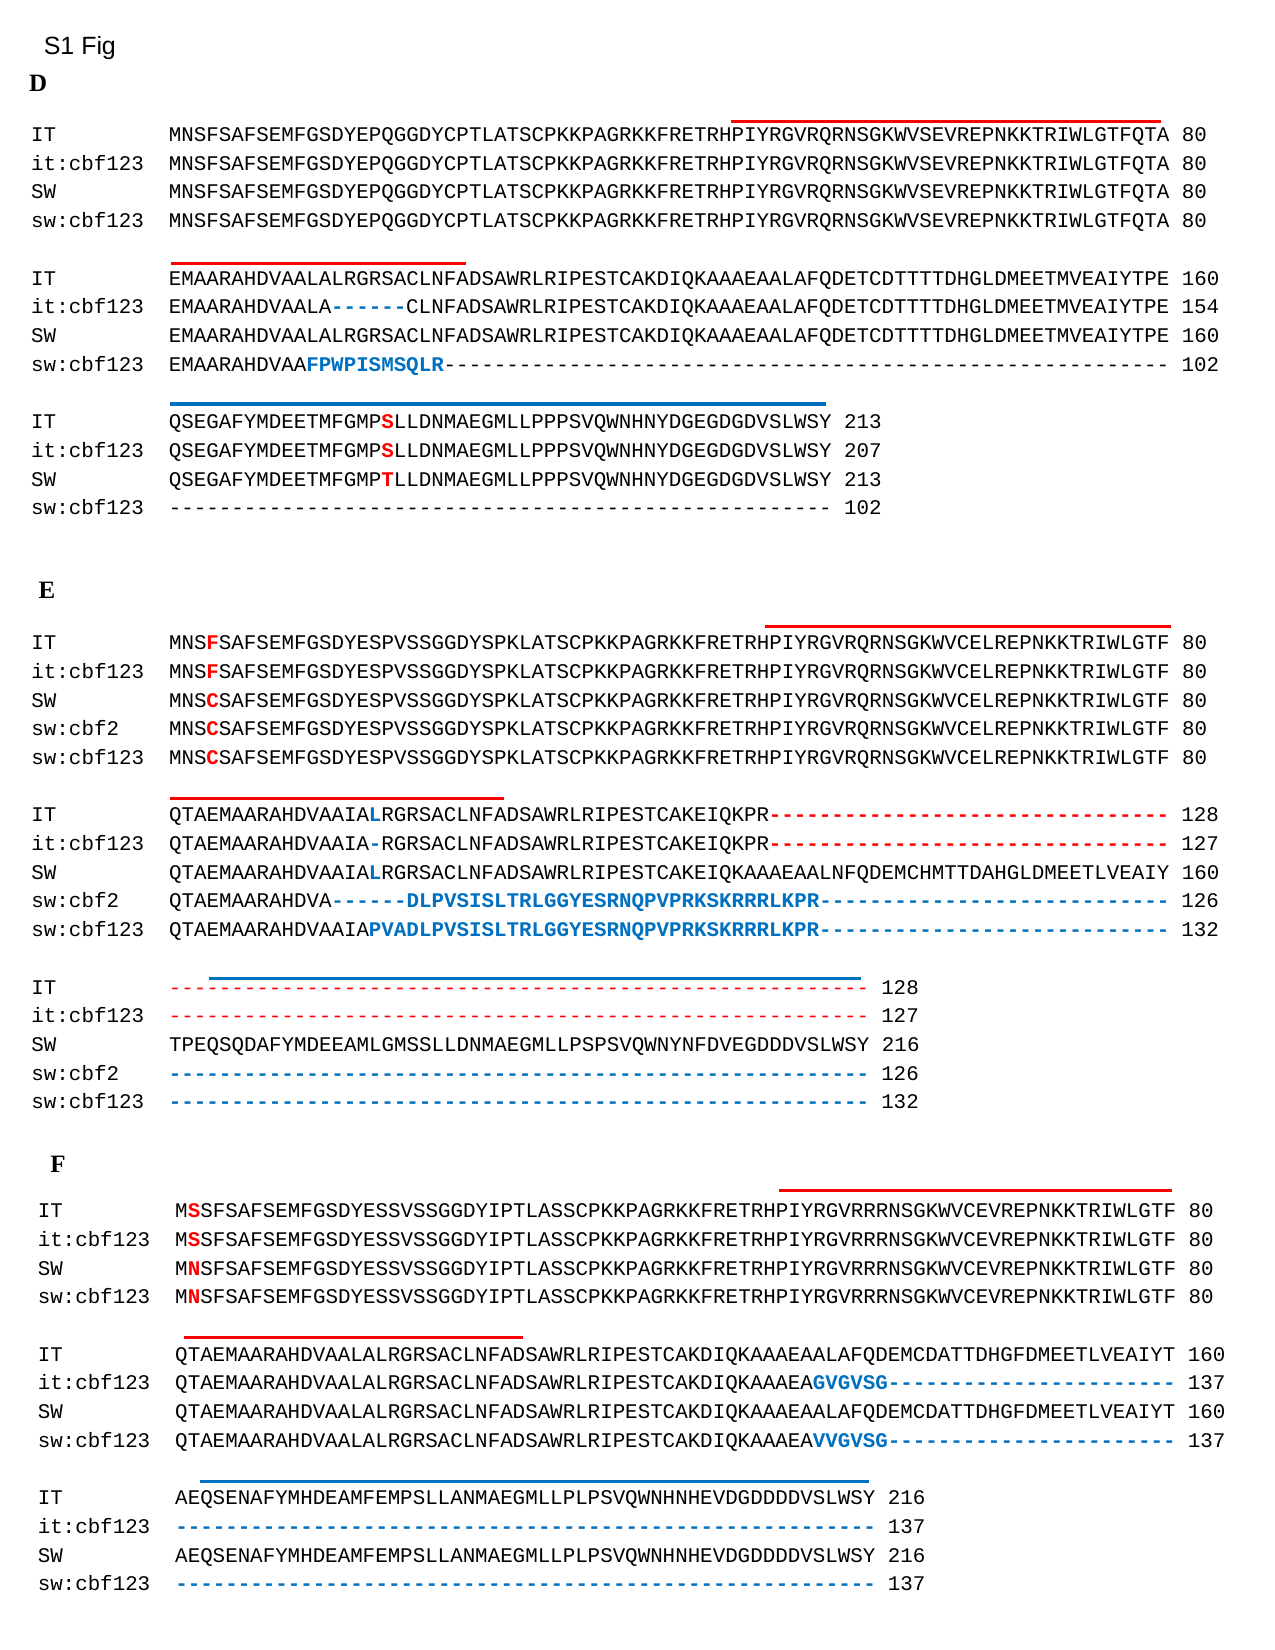

S1 Fig
D
IT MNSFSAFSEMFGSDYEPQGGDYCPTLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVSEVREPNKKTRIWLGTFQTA 80
it:cbf123 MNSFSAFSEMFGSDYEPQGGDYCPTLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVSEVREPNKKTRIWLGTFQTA 80
SW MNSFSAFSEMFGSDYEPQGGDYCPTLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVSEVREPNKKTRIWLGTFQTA 80
sw:cbf123 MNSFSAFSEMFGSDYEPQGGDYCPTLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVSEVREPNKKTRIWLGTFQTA 80
IT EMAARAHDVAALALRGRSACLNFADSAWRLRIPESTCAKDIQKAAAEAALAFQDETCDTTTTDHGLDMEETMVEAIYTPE 160
it:cbf123 EMAARAHDVAALA------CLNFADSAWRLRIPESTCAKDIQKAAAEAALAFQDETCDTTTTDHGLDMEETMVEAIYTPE 154
SW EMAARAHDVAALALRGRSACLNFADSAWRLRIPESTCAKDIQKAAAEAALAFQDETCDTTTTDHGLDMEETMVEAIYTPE 160
sw:cbf123 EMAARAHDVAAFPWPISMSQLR---------------------------------------------------------- 102
IT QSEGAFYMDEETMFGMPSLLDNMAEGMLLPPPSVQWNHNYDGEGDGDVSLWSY 213
it:cbf123 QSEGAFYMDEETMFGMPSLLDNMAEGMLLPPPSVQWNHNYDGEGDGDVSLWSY 207
SW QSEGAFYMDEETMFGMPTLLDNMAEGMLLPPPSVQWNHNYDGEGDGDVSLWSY 213
sw:cbf123 ----------------------------------------------------- 102
E
IT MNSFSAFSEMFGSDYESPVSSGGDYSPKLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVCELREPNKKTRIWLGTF 80
it:cbf123 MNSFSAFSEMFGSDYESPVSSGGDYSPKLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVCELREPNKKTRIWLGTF 80
SW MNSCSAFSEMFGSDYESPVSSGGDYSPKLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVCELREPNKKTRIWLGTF 80
sw:cbf2 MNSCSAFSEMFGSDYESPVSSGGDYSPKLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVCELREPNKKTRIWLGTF 80
sw:cbf123 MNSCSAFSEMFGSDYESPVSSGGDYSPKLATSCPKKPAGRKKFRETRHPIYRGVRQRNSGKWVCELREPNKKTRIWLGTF 80
IT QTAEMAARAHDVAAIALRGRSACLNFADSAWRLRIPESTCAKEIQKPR-------------------------------- 128
it:cbf123 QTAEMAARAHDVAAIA-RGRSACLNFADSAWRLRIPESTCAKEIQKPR-------------------------------- 127
SW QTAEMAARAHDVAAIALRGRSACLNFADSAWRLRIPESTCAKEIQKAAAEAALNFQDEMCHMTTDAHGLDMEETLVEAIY 160
sw:cbf2 QTAEMAARAHDVA------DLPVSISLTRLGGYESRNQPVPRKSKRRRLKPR---------------------------- 126
sw:cbf123 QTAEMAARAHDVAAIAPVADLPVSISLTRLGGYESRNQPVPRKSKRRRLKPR---------------------------- 132
IT -------------------------------------------------------- 128
it:cbf123 -------------------------------------------------------- 127
SW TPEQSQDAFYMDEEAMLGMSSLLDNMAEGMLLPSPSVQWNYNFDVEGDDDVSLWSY 216
sw:cbf2 -------------------------------------------------------- 126
sw:cbf123 -------------------------------------------------------- 132
F
IT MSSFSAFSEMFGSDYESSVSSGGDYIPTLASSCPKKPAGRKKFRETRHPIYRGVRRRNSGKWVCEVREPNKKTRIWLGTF 80
it:cbf123 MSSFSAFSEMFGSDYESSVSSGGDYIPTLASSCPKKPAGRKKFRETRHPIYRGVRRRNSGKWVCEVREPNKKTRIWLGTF 80
SW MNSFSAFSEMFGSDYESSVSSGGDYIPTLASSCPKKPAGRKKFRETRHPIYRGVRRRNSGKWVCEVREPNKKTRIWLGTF 80
sw:cbf123 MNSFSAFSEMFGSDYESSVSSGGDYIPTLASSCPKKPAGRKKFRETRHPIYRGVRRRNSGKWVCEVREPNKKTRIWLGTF 80
IT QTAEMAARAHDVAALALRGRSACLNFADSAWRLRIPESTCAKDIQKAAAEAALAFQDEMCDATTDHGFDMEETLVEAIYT 160
it:cbf123 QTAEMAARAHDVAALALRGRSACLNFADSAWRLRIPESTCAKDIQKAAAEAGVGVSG----------------------- 137
SW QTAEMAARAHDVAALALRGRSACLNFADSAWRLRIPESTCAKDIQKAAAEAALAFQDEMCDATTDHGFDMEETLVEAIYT 160
sw:cbf123 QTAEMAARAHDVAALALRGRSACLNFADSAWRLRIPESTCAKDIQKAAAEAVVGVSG----------------------- 137
IT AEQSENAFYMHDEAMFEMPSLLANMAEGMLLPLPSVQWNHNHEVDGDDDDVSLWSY 216
it:cbf123 -------------------------------------------------------- 137
SW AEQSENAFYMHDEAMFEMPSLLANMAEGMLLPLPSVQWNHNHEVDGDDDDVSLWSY 216
sw:cbf123 -------------------------------------------------------- 137

## Slide 5
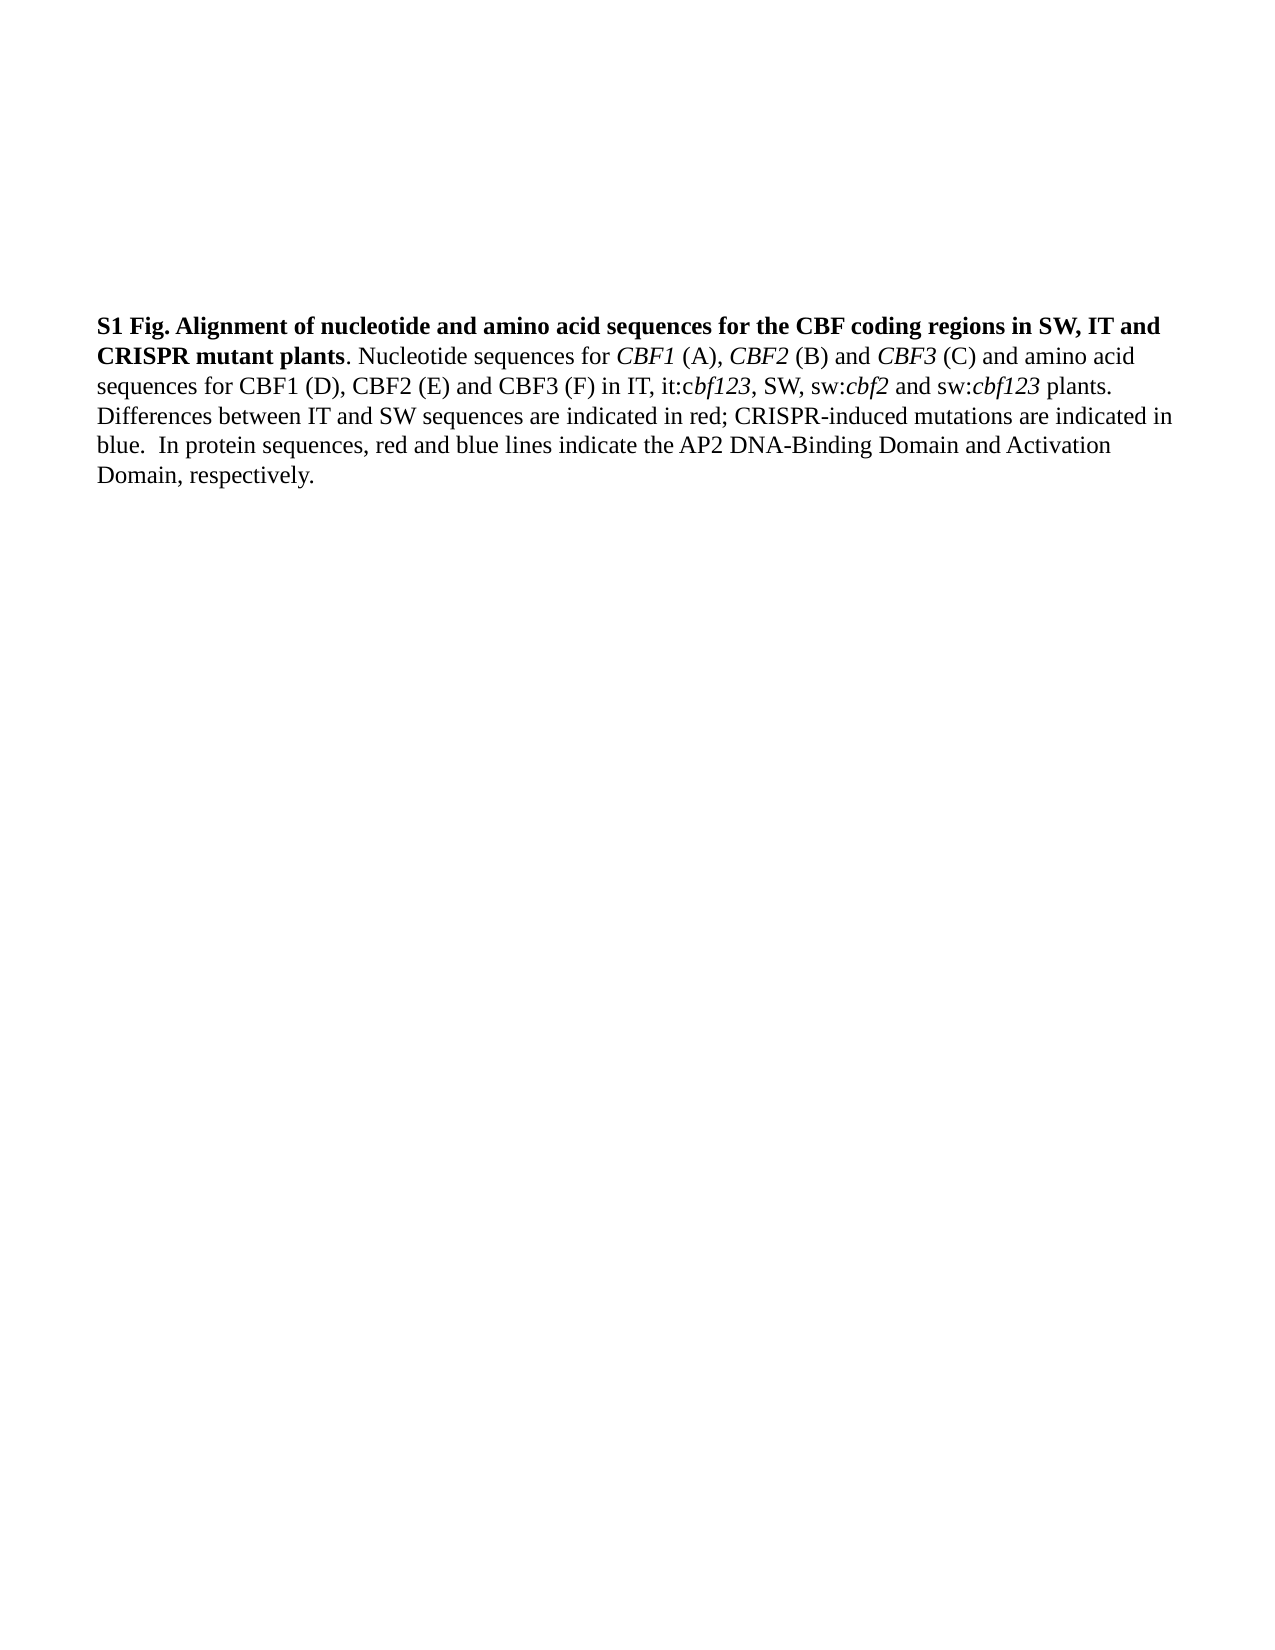

S1 Fig. Alignment of nucleotide and amino acid sequences for the CBF coding regions in SW, IT and CRISPR mutant plants. Nucleotide sequences for CBF1 (A), CBF2 (B) and CBF3 (C) and amino acid sequences for CBF1 (D), CBF2 (E) and CBF3 (F) in IT, it:cbf123, SW, sw:cbf2 and sw:cbf123 plants. Differences between IT and SW sequences are indicated in red; CRISPR-induced mutations are indicated in blue. In protein sequences, red and blue lines indicate the AP2 DNA-Binding Domain and Activation Domain, respectively.

# Supplementary material for: CBF-dependent and CBF-independent regulatory pathways contribute to the differences in freezing tolerance and cold-regulated gene expression of two Arabidopsis ecotypes locally adapted to sites in Sweden and Italy
**Source:** PLoS One. 2018 Dec 5;13(12):e0207723. doi: 10.1371/journal.pone.0207723
**Supplement:** S2 Fig — The cbf1 and cbf3 alleles and corresponding CBF1 and CBF3 WT coding sequences from the IT ecotype were overexpressed in Ws-2 plants to determine whether they could induce expression of CBF regulon genes. (A) Photographs show that overexpression of the cbf1 and cbf3 alleles did not retard plant growth consistent with the proteins being non-functional. (B) Overexpression of cbf1 and cbf3 did not induce expression of the CBF regulon genes Gols3, COR15a or COR47. Names in parentheses on the x-axis indicate the lines from which the overexpressed alleles are cloned. Error bars indicate SE for three biological replicates.

## Slide 1
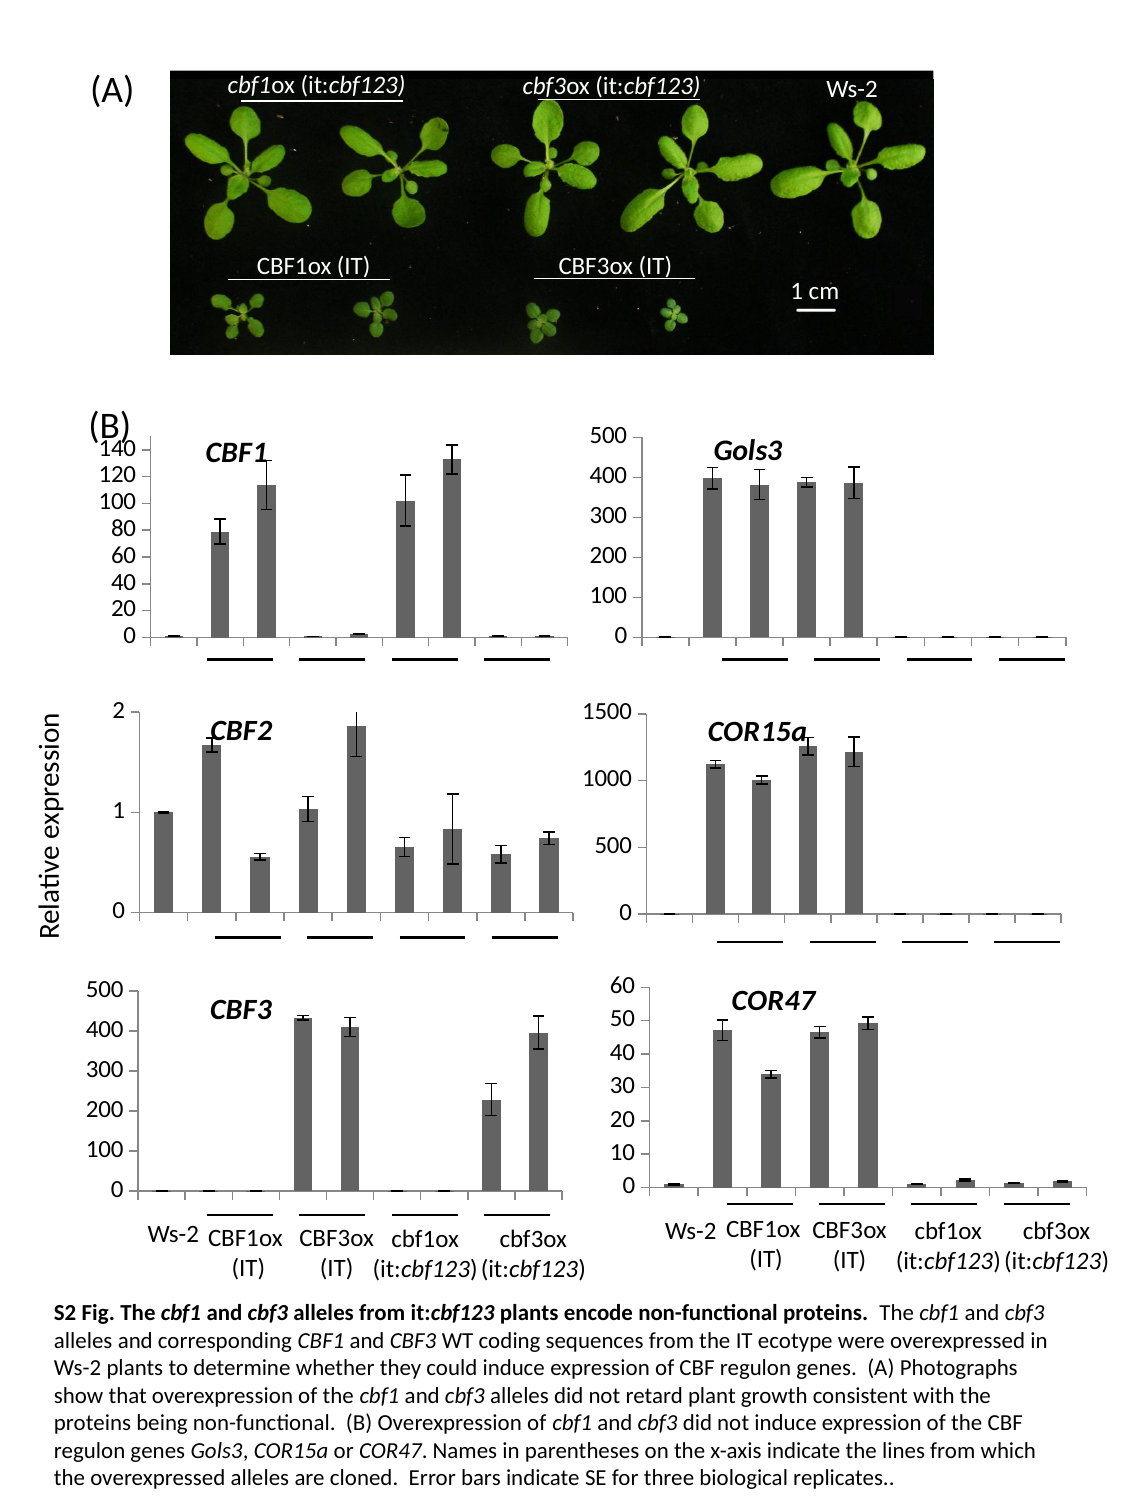

(A)
cbf1ox (it:cbf123)
cbf3ox (it:cbf123)
Ws-2
CBF1ox (IT)
CBF3ox (IT)
1 cm
(B)
### Chart:
| Category | CBF1 |
|---|---|
| Ws-2 | 1.0055608391640494 |
| IT-CBF1ox | 79.01276762302219 |
| IT-CBF1ox | 113.76280736978883 |
| IT-CBF3ox | 0.7736975875770575 |
| IT-CBF3ox | 2.4180654766630063 |
| IT8-CBF1ox | 102.1641015667099 |
| IT8-CBF1ox | 132.75127372153668 |
| IT8-CBF3ox | 0.9977184714282198 |
| IT8-CBF3ox | 1.0261408081256667 |
### Chart: Gols3
| Category | GolS3 |
|---|---|
| Ws-2 | 1.0196543306221806 |
| IT-CBF1ox | 397.5211167582948 |
| IT-CBF1ox | 382.1787960421348 |
| IT-CBF3ox | 388.05819192941044 |
| IT-CBF3ox | 386.64053504941813 |
| IT8-CBF1ox | 0.8935607302011649 |
| IT8-CBF1ox | 1.1282257443702663 |
| IT8-CBF3ox | 0.6675343716870596 |
| IT8-CBF3ox | 0.9655659405684124 |
### Chart: CBF2
| Category | CBF1 |
|---|---|
| Ws-2 | 1.0000198617899048 |
| IT-CBF1ox | 1.6721152358862554 |
| IT-CBF1ox | 0.5566215791677541 |
| IT-CBF3ox | 1.0358732571478357 |
| IT-CBF3ox | 1.859358659997629 |
| IT8-CBF1ox | 0.6546432796064322 |
| IT8-CBF1ox | 0.834806662224435 |
| IT8-CBF3ox | 0.5826189219190825 |
| IT8-CBF3ox | 0.7436432073113233 |
### Chart: COR15a
| Category | GolS3 |
|---|---|
| Ws-2 | 1.0006257622107984 |
| IT-CBF1ox | 1120.9315341993738 |
| IT-CBF1ox | 1002.2878301785662 |
| IT-CBF3ox | 1254.9558260643423 |
| IT-CBF3ox | 1215.1495489066128 |
| IT8-CBF1ox | 0.5905089355208536 |
| IT8-CBF1ox | 0.6703626840204296 |
| IT8-CBF3ox | 0.31757069397313886 |
| IT8-CBF3ox | 0.5691269815294243 |Relative expression
### Chart: COR47
| Category | GolS3 |
|---|---|
| Ws-2 | 1.0203057580893016 |
| IT-CBF1ox | 47.089414095406134 |
| IT-CBF1ox | 33.90618053606428 |
| IT-CBF3ox | 46.53065586948645 |
| IT-CBF3ox | 49.268490359042715 |
| IT8-CBF1ox | 1.1112899990105911 |
| IT8-CBF1ox | 2.221386067945307 |
| IT8-CBF3ox | 1.3218635952966444 |
| IT8-CBF3ox | 1.856060215891106 |
### Chart: CBF3
| Category | CBF1 |
|---|---|
| Ws-2 | 1.0011961111370256 |
| IT-CBF1ox | 0.8332050281392099 |
| IT-CBF1ox | 0.602035854276506 |
| IT-CBF3ox | 432.7787785713627 |
| IT-CBF3ox | 409.4633418430806 |
| IT8-CBF1ox | 0.712556576311372 |
| IT8-CBF1ox | 0.6622877530915054 |
| IT8-CBF3ox | 228.91525749421157 |
| IT8-CBF3ox | 395.8299588172899 |CBF1ox
(IT)
CBF3ox
(IT)
Ws-2
cbf3ox
(it:cbf123)
cbf1ox
(it:cbf123)
Ws-2
CBF1ox
(IT)
CBF3ox
(IT)
cbf1ox
(it:cbf123)
cbf3ox
(it:cbf123)
S2 Fig. The cbf1 and cbf3 alleles from it:cbf123 plants encode non-functional proteins. The cbf1 and cbf3 alleles and corresponding CBF1 and CBF3 WT coding sequences from the IT ecotype were overexpressed in Ws-2 plants to determine whether they could induce expression of CBF regulon genes. (A) Photographs show that overexpression of the cbf1 and cbf3 alleles did not retard plant growth consistent with the proteins being non-functional. (B) Overexpression of cbf1 and cbf3 did not induce expression of the CBF regulon genes Gols3, COR15a or COR47. Names in parentheses on the x-axis indicate the lines from which the overexpressed alleles are cloned. Error bars indicate SE for three biological replicates..

# Supplementary material for: CBF-dependent and CBF-independent regulatory pathways contribute to the differences in freezing tolerance and cold-regulated gene expression of two Arabidopsis ecotypes locally adapted to sites in Sweden and Italy
**Source:** PLoS One. 2018 Dec 5;13(12):e0207723. doi: 10.1371/journal.pone.0207723
**Supplement:** S3 Fig — The cbf2 allele and corresponding CBF2 coding sequence from the SW ecotype were overexpressed in Ws-2 plants to determine whether they could induce expression of CBF regulon genes. (A) Photographs show that overexpression of the cbf2 allele did not retard plant growth consistent with the protein being non-functional. (B) Overexpression of cbf2 did not induce expression of the CBF regulon genes Gols3, COR15a or COR47. Names in parentheses on the x-axis indicate the lines from which the overexpressed alleles are cloned. Error bars indicate SE for three biological replicates.

## Slide 1
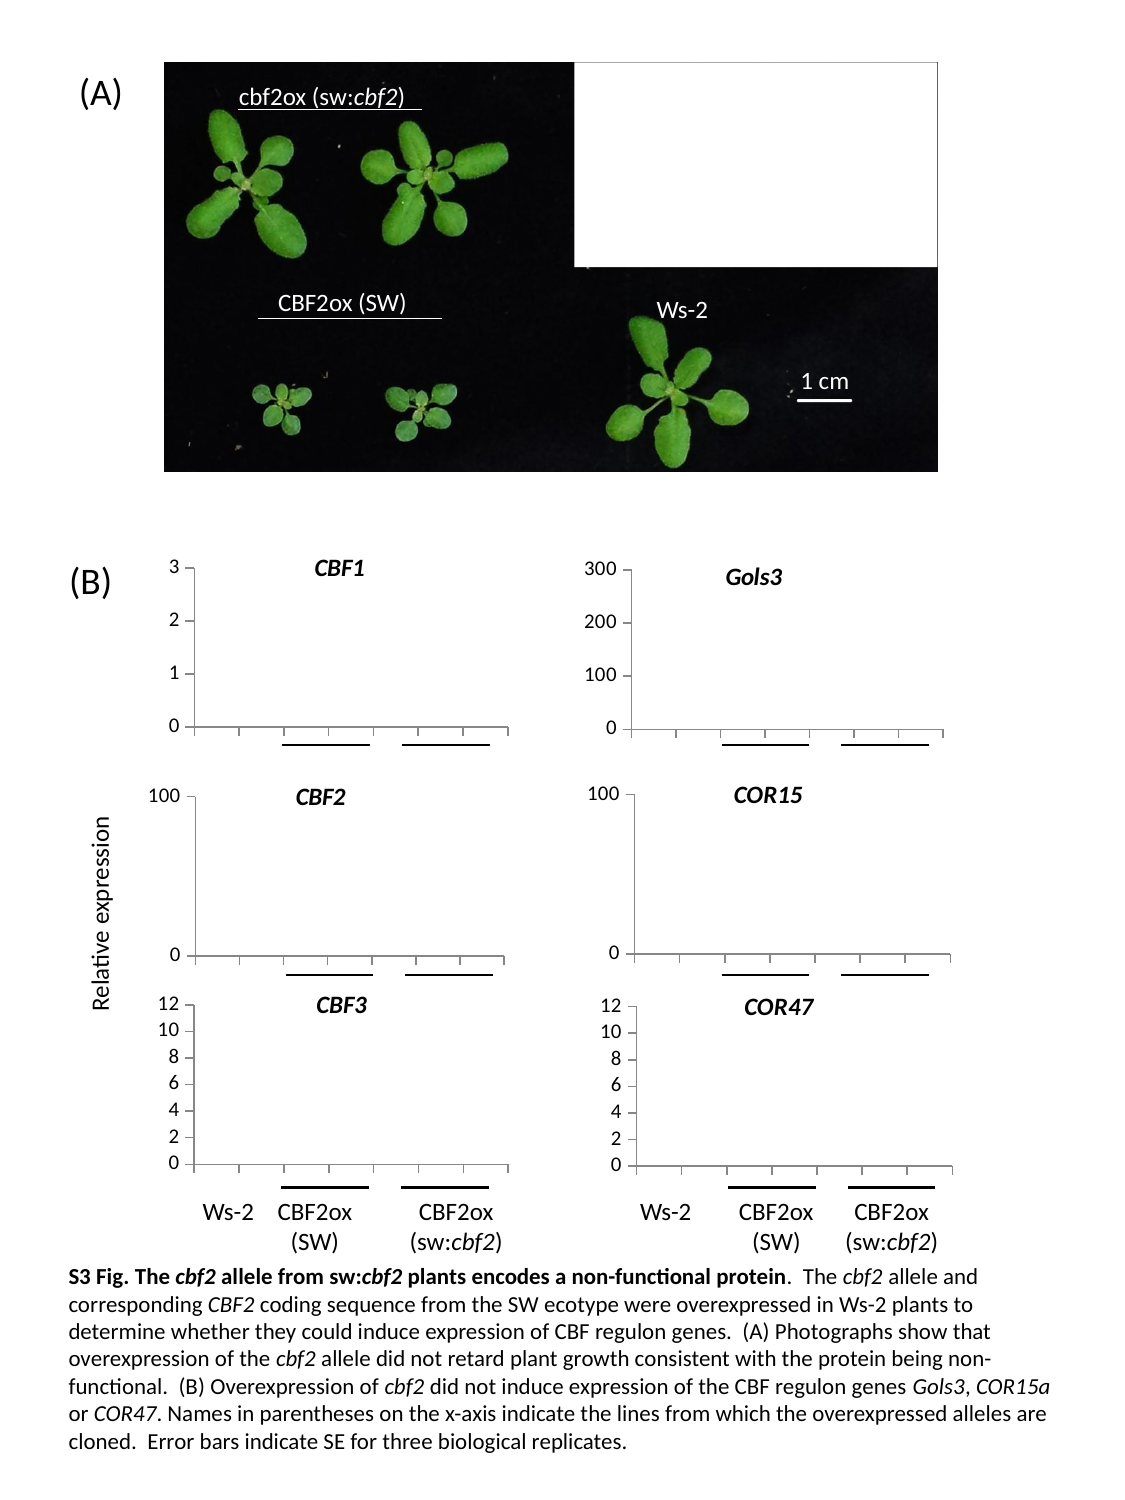

(A)
cbf2ox of sw:cbf23
cbf2ox (sw:cbf2)
CBF2ox (SW)
Ws-2
1 cm
1 cm
### Chart:
| Category | CBF1 |
|---|---|
| Ws2 | 1.1191685759085002 |
| SW:CBF2ox | 1.4022625218143672 |
| SW:CBF2ox | 1.7691243887010761 |
| cbf2ox | 1.613797781818312 |
| cbf2ox | 1.7644895905574718 |
### Chart:
| Category | CBF3 |
|---|---|
| Ws2 | 1.018605314154008 |
| SW-CBF2ox | 170.92922705531126 |
| SW-CBF2ox | 181.35139046418314 |
| sw51-cbf2ox | 2.318007736901864 |
| sw51-cbf2ox | 2.0659935653070836 |(B)
### Chart:
| Category | COR15 |
|---|---|
| Ws2 | 1.1096614294272393 |
| SW-CBF2ox | 356.1177993547303 |
| SW-CBF2ox | 339.88689714632886 |
| sw51-cbf2ox | 5.934796823223366 |
| sw51-cbf2ox | 4.571799877118731 |
### Chart:
| Category | CBF1 |
|---|---|
| Ws2 | 1.0032130082000457 |
| SW-CBF2ox | 149.48272900305452 |
| SW-CBF2ox | 191.96288018476866 |
| sw51-cbf2ox | 190.48677312611085 |
| sw51-cbf2ox | 438.1385396341466 |Relative expression
### Chart:
| Category | CBF3 |
|---|---|
| Ws2 | 1.0371235739410105 |
| SW-CBF2ox | 2.356069128435887 |
| SW-CBF2ox | 2.404189856125269 |
| sw51-cbf2ox | 1.5889552009235306 |
| sw51-cbf2ox | 1.3787431153702265 |
### Chart:
| Category | COR15 |
|---|---|
| Ws2 | 1.0033327317133616 |
| SW-CBF2ox | 10.419054983295219 |
| SW-CBF2ox | 12.586640691347869 |
| sw51-cbf2ox | 1.4054732523207243 |
| sw51-cbf2ox | 1.036474765173163 |Ws-2
CBF2ox
(SW)
CBF2ox
(sw:cbf2)
Ws-2
CBF2ox
(SW)
CBF2ox
(sw:cbf2)
S3 Fig. The cbf2 allele from sw:cbf2 plants encodes a non-functional protein. The cbf2 allele and corresponding CBF2 coding sequence from the SW ecotype were overexpressed in Ws-2 plants to determine whether they could induce expression of CBF regulon genes. (A) Photographs show that overexpression of the cbf2 allele did not retard plant growth consistent with the protein being non-functional. (B) Overexpression of cbf2 did not induce expression of the CBF regulon genes Gols3, COR15a or COR47. Names in parentheses on the x-axis indicate the lines from which the overexpressed alleles are cloned. Error bars indicate SE for three biological replicates.

# Supplementary material for: CBF-dependent and CBF-independent regulatory pathways contribute to the differences in freezing tolerance and cold-regulated gene expression of two Arabidopsis ecotypes locally adapted to sites in Sweden and Italy
**Source:** PLoS One. 2018 Dec 5;13(12):e0207723. doi: 10.1371/journal.pone.0207723
**Supplement:** S4 Fig — (A) Venn diagram showing the number of common and specific CBF regulon genes. Genes were assigned to the CBF regulon if they were induced at least two-fold in response to low temperature (4°C for 24 h) and down-regulated in the cbf123 triple mutant by at least two-fold (log2 = 1, FDR = 0.05). (B, C) The average minimum monthly temperatures for the genotypes were plotted against the number of CBF regulon genes (B) or total number of COR genes (C). A regression line for the data and R2 value are shown. Red indicates it:cbf123; black, col:cbf123; blue, sw:cbf123.

## Slide 1
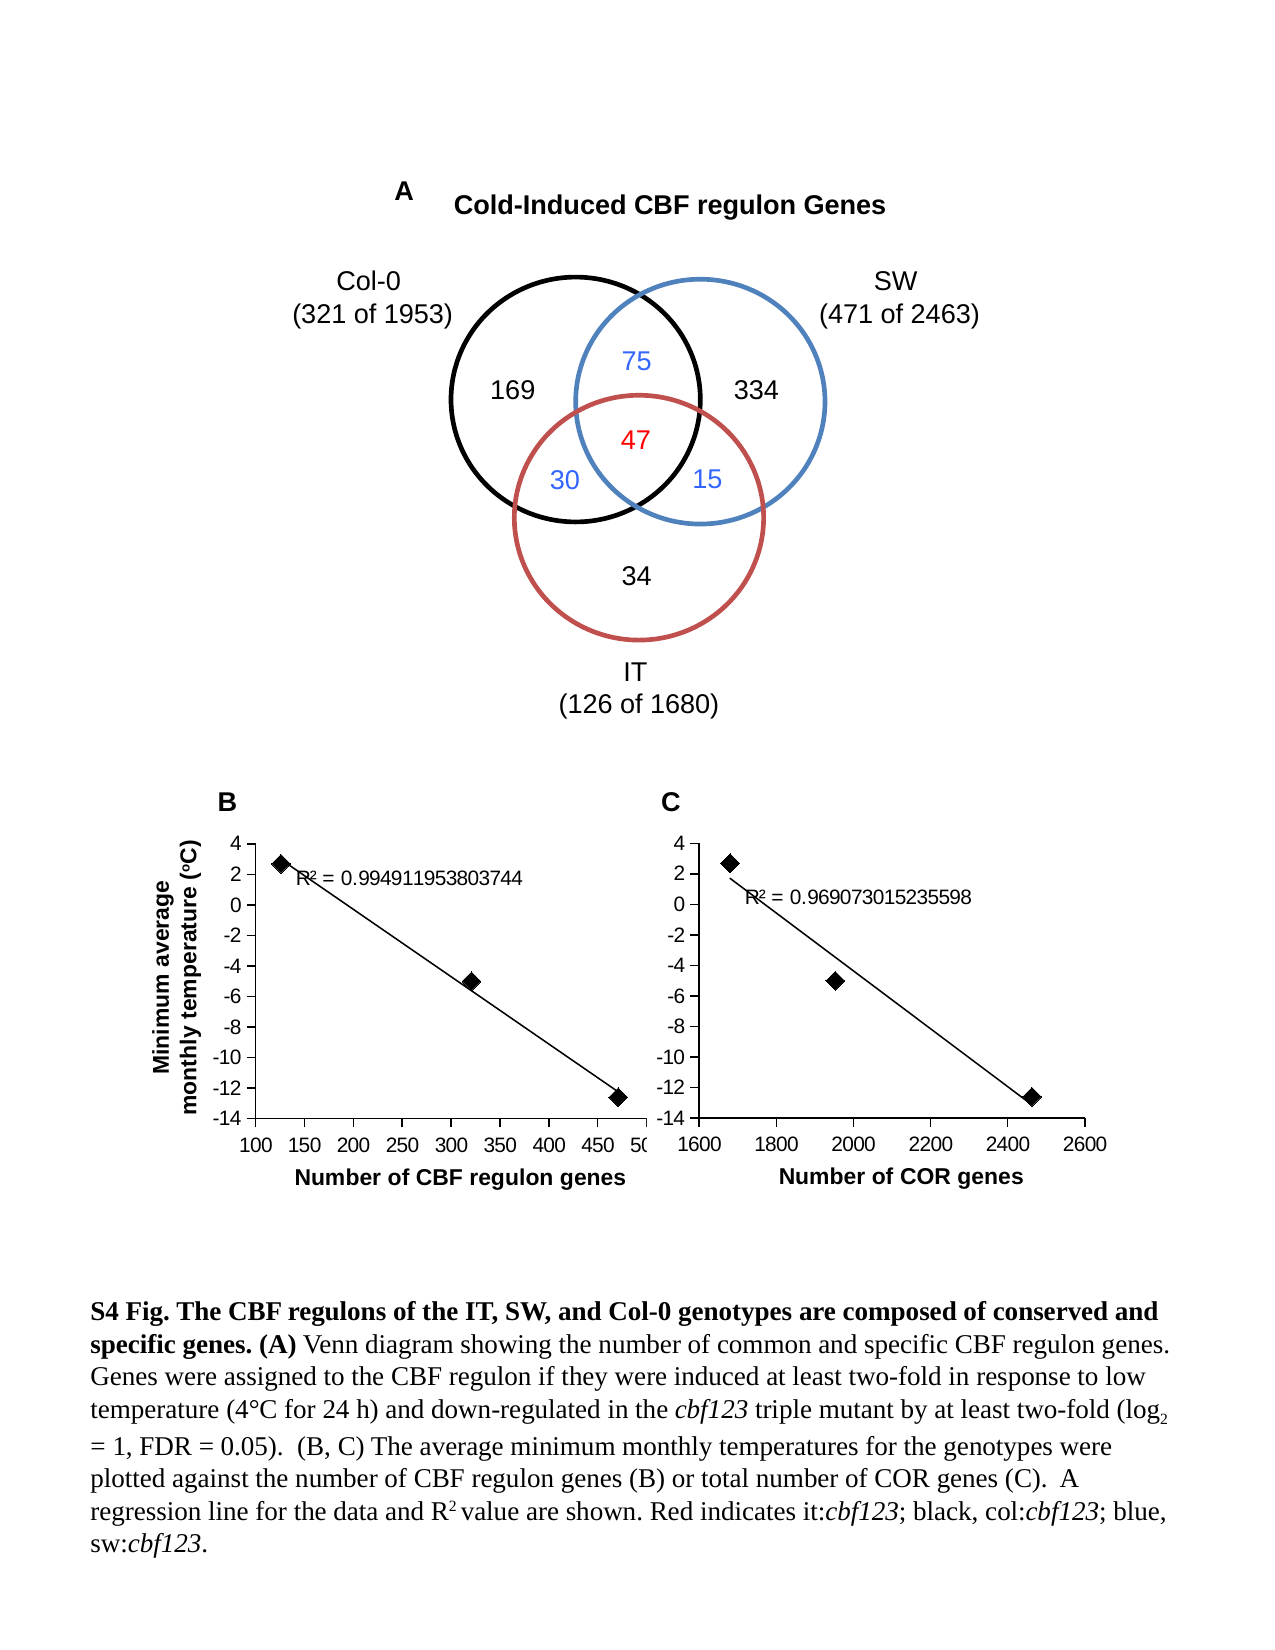

A
Cold-Induced CBF regulon Genes
Col-0
(321 of 1953)
SW
(471 of 2463)
75
169
334
47
15
30
34
IT
(126 of 1680)
B
C
### Chart
| Category | |
|---|---|
### Chart
| Category | |
|---|---|Minimum average monthly temperature (oC)
Number of COR genes
Number of CBF regulon genes
S4 Fig. The CBF regulons of the IT, SW, and Col-0 genotypes are composed of conserved and specific genes. (A) Venn diagram showing the number of common and specific CBF regulon genes. Genes were assigned to the CBF regulon if they were induced at least two-fold in response to low temperature (4°C for 24 h) and down-regulated in the cbf123 triple mutant by at least two-fold (log2 = 1, FDR = 0.05). (B, C) The average minimum monthly temperatures for the genotypes were plotted against the number of CBF regulon genes (B) or total number of COR genes (C). A regression line for the data and R2 value are shown. Red indicates it:cbf123; black, col:cbf123; blue, sw:cbf123.

# Supplementary material for: CBF-dependent and CBF-independent regulatory pathways contribute to the differences in freezing tolerance and cold-regulated gene expression of two Arabidopsis ecotypes locally adapted to sites in Sweden and Italy
**Source:** PLoS One. 2018 Dec 5;13(12):e0207723. doi: 10.1371/journal.pone.0207723
**Supplement:** S1 Table

**S1 Table. Primers used for quantitative RT-PCR.**

| **Gene** | **Locus** | **For/Rev** | **Primer** |
| --- | --- | --- | --- |
| *CBF1* | AT4G25490 | For | 5’- GGAGACAATGTTTGGGATGC-3’ |
|  |  | Rev | 5’- TTAGTAACTCCAAAGCGACACG-3’ |
| *CBF2* | AT4G25470 | For | 5’- CGACGGATGCTCATGGTCTT-3’ |
|  |  | Rev | 5’- TCTTCATCCATATAAAACGCATCTTG-3’ |
| *CBF3* | AT4G25480 | For | 5’- TTCCGTCCGTACAGTGGAAT-3’ |
|  |  | Rev | 5’- AACTCCATAACGATACGTCGTC-3’ |
| *COR15A* | AT2G42540 | For | 5’- CGTTGATCTACGCCGCTAAAG-3’ |
|  |  | Rev | 5’- TGGCCTCGTTGAGGTCATC-3’ |
| *COR47* | AT1G20440 | For | 5’- CGGTACCAGTGTCGGAGAGT-3’ |
|  |  | Rev | 5’- ACAGCTGGTGAATCCTCTGC-3’ |
| *GOLS3* | AT1G09350 | For | 5’- CTGACGAGCGAGGTTCTTGTC-3’ |
|  |  | Rev | 5’- AACAAATTCTAAGTAAACATCACCAG-3’ |
| *MAF4* | AT5G65070 | For | 5’-CTAAAGTCCCTGGAAGAGCAGC-3’ |
|  |  | Rev | 5’-TCTGGTTCTCCTCTCTCAGCAG-3’ |
| *MAF5* | AT5G65080 | For | 5’-TCCATGGAAGAGCAGCTCAAGA-3’ |
|  |  | Rev | 5’-CACCTCGCTAGCTAGAACCTTG-3’ |
| *FLC* | AT5G10140 | For | 5’-GGCTAGCCAGATGGAGAATAATCA-3’ |
|  |  | Rev | 5’-ATTTCAACCGCCGATTTAAGGTG-3’ |
| *IPP2* | AT3G02780 | For | 5’-TGCTCTTCATCGTGCGAGACGT-3’ |
|  |  | Rev | 5’-GCTCCTTCAGCTCTTCCCGGC-3’ |

# Supplementary material for: CBF-dependent and CBF-independent regulatory pathways contribute to the differences in freezing tolerance and cold-regulated gene expression of two Arabidopsis ecotypes locally adapted to sites in Sweden and Italy
**Source:** PLoS One. 2018 Dec 5;13(12):e0207723. doi: 10.1371/journal.pone.0207723
**Supplement:** S2 Table — EL50 values were calculated from fitted third-order linear polynomial trends from the curves shown in Fig 2 and are shown in the diagonal boxes. Two-way analysis of variance was performed for the electrolyte leakage experiment; significance of comparisons of responses among genotypes was determined by orthogonal contrast. P values representing comparisons of the temperature response curves are indicated in the intersecting cells. ns = not significantly different Comparison of each genotype in both Fig 2A & 2B and in Fig 2C & 2D indicated the curves were very highly significantly different (P<0.0001) between warm and 2 wk cold.

**S2 Table. EL_50_ values and statistical analysis of temperature response curves.**

EL_50_ values were calculated from fitted third-order linear polynomial trends from the curves shown in Fig 2 and are shown in the diagonal boxes. Two-way analysis of variance was performed for the electrolyte leakage experiment; significance of comparisons of responses among genotypes was determined by orthogonal contrast. P values representing comparisons of the temperature response curves are indicated in the intersecting cells.

| **Fig 2A. warm** | | | | |
| --- | --- | --- | --- | --- |
|  | ***sw:cbf123*** | **IT** | ***sw:cbf2*** | **SW** |
| ***sw:cbf123*** | -4.5 | ns | ns | ns |
| **IT** |  | -4.6 | ns | ns |
| ***sw:cbf2*** |  |  | -4.7 | ns |
| **SW** |  |  |  | -5.1 |

| **Fig 2B. 2 wk cold** | | | | |
| --- | --- | --- | --- | --- |
|  | ***sw:cbf123*** | **IT** | ***sw:cbf2*** | **SW** |
| ***sw:cbf123*** | -8.9 | P=0.034 | P<0.0001 | P<0.0001 |
| **IT** |  | -9.6 | P<0.0001 | P<0.0001 |
| ***sw:cbf2*** |  |  | -11.6 | P<0.001 |
| **SW** |  |  |  | -12.4 |

| **Fig 2C. warm** | | |
| --- | --- | --- |
|  | ***it:cbf123*** | **IT** |
| ***it:cbf123*** | -3.8 | P<0.001 |
| **IT** |  | -4.7 |

| **Fig 2D. 2 wk cold** | | |
| --- | --- | --- |
|  | ***it:cbf123*** | **IT** |
| ***it:cbf123*** | -7.3 | P<0.0001 |
| **IT** |  | -8.7 |

ns = not significantly different

Comparison of each genotype in both Fig 2A&B and in Fig 2C&D indicated the curves were very highly significantly different (P<0.0001) between warm and 2 wk cold.

How the deposited data were processed for this re-analysis (not part of the article)

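RNA was sequenced from aerial tissue of 23-day-old plants of SW, IT and mutant or labelled lines grown at 22°C or exposed to 4°C for 24 h or 2 weeks. There are 44 samples, 2 in each of 22 groups of 8 lines. Each group was taken from the sample labels. The line named it8 in the labels was taken as it:*cbf123* from the data of a supplementary figure. The lines labelled it33 and 35s are kept under those labels. The light period is given as 12 h, and as 16 h in the legend of the figure on *MAF5*.

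The deposited values are FPKM. The authors aligned the reads with Bowtie2 2.2.6 and TopHat 2.1.0, and estimated FPKM with Cufflinks 2.2.1, which scales by transcript length and library size and, in Cuffdiff, combines the 2 replicates of a group into the authors' pooled value. The file holds 22 such columns for 33557 genes, of which 6466 are at 0 in every group and 20456 reach 1 FPKM in at least 1 group. The FPKM sum per group runs from 880986 to 1101341.2 (median 951787.1). Fragments per library are not known, so no sampling error can be set on a value. Differences are calls on the size of a ratio, with no p-value and no FDR.

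The design was written for 44 replicate columns and a linear model (limma). With 1 pooled column per group that model could not be fitted, and the same comparisons were made by ratio. A log2 ratio was taken after adding 0.5 FPKM to both groups. A gene was called when the log2 ratio was 1 or more, or −1 or less, and 1 of the groups compared reached 1 FPKM. Comparisons were cold over warm within a line, mutant over wild type at each treatment, SW over IT, and the difference between SW and IT in the response to 24 h of cold. A reduction is the percent fall of FPKM from wild type to mutant. CBF regulon genes are those called up at 24 h in the wild type and at least 2-fold lower in the triple mutant.

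Ratios were computed with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3, and trends with statsmodels 0.14.6 and SciPy 1.17.1. Gene positions, transcript sequences and promoters come from TAIR10.1, where the paper used TAIR10; 32813 of the genes were found there and 744 were not. The motif rCCGAC was counted on both strands in 1000 bp upstream of the translation start, for 27562 promoters, and set against 1000 random sets of the same size.

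Lists of genes used were the 136 genes of the Ws-2 CBF regulon, the 27 first-wave genes, the classes of S5 Table, and 20 touch and wound markers. Of those 20, 4 are first-wave genes, and the study itself picked 9 of them as SW regulon genes from these libraries, 7 in its SW-specific class. A list's median was set against 10000 random lists matched on expression in 50 bins. The Col-0 list holds 319 of 321 genes.

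The comparisons, thresholds, the touch and wound markers and most alternatives were fixed before the data were examined; the use of ratios in place of the model was not. The alternatives were 0.1 or 1 FPKM added in place of 0.5, no filter on low values, quantile normalization, median-of-ratios scaling, other references for the mutants, the reduction of the level above the wild type warm level, the forward strand only, 500 bp, a background of expressed genes, and the classes of S5 Table. Added later were no pseudocount (genes above 0 in both groups), a lowess trend (fraction 0.3, genes at 5 FPKM or more) of the ratio with the balance of G and C in the transcript taken out, and for the motif the genes of the paper's class also called here. The balance is the difference between the numbers of G and C over their sum. The motif classes and the genes common to SW, IT and Col-0 were first set out otherwise and then put back to the design after their values had been seen.

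The genes named are those that the paper names for these data. For comparisons over all genes that it does not report (sw:*cbf2*, sw:cbf23 and the difference between the cold responses of SW and IT), the 3 largest rises and 3 largest falls are named. AT1G02820, AT1G14642 and AT5G09711 fall outside this rule and were chosen after their values were seen.

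The procedure was tested on simulated data. With 200 genes changed in each run, all 200 were called in their direction. Of the genes left unchanged, 0 were called without a trend, 92 with a trend put in (18207 genes in all), and 0 after that trend was taken out. The changes put in lay well past 2-fold, in genes at 5 FPKM or more, and the noise was small next to that threshold. The calls of the 200 genes and the 0 without a trend were thus close to fixed in advance. They do not show how calls near 2-fold or at low levels behave. Unchanged mutants were simulated in 100 draws, with noise taken from the difference between sw:*cbf2* and sw:cbf23 (for IT, between it:*cbf123* and it33), to see how many regulon genes chance gives when the comparisons share the wild type libraries.

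Left out were GO terms, freezing tolerance and growth, which these values do not measure, and the tests that need replicates.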

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

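The tests on the balance of G and C as part of the difference, GC content, transcript length, loss of the CBF response to cold, the number of regulon genes, loss of CBF2, the markers outside the SW-specific class, *MAF5* and AT1G02820 were chosen only after the result was seen.

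SW differed from all 3 SW mutants at every treatment, which the paper does not analyse. The correlation across genes of SW warm with sw:cbf23 warm was 0.969 (genes are not independent replicates). Over 9 comparisons of a mutant with SW, r ran from 0.955 to 0.976 and 457 to 1989 genes differed 2-fold, against r of 0.979 to 0.986 and 212 to 500 genes between the SW mutants. 33 genes were lower and 16 higher in SW than in every SW mutant at every treatment. 1 scaling factor per library is argued against as the source, since 88.6% of 8963 calls (7945) were shared with median-of-ratios scaling. GC content is argued against too: it moved the median ratio by 0.1 across 10 classes. Transcript length and the balance of G and C, as the whole difference, are argued against by ratios that stay correlated between treatments with the trend removed (lowest 0.64 and 0.59). As part of the difference the balance of G and C stays open: from the lowest to the highest of 10 classes of transcripts the median ratio moved by 0.7 (log2) in the SW comparisons (0.39 to 0.84), and by −0.21 to 0.21 among the IT lines. A difference in library preparation and a property of the SW plants cannot be told apart here for that part, because SW is one side of all 9 comparisons. Loss of the CBF response to cold is argued against as the whole difference, since the warm ratios correlated with the cold ones at 0.65 to 0.77 and *CBF2* in SW was 0.0322 FPKM in the warm. For the part seen in the cold, loss of CBF2, shared by the 3 mutants, stays open as untested.

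The paper's 296 SW-specific CBF regulon genes were lower not only in sw:*cbf123* but in sw:*cbf2* and sw:cbf23, for which it reports no transcript levels: the median log2 ratio at 24 h was −1.01 in sw:*cbf2* (148 genes lower 2-fold) and −0.8 in sw:cbf23, against −1.43 in sw:*cbf123* and −0.02 in it:*cbf123*. In the warm the class stood at −0.08, −0.41 and −0.47 in sw:*cbf2*, sw:cbf23 and sw:*cbf123*, and at −0.37 in it:*cbf123*. A fall in the warm is thus not limited to the SW mutants. At 2 weeks the SW mutants stood at −0.3, −0.3 and −0.6, and it:*cbf123* at 0.07. The balance of G and C is argued against for the fall at 24 h, since the sw:*cbf2* median with its trend removed was −0.85. Chance values of the SW 24 h libraries, shared by the comparisons, stay open for the fall at 24 h. They cannot give the falls in the warm and at 2 weeks, which do not use those libraries. With the trend with the balance of G and C removed, sw:*cbf2*, sw:cbf23 and sw:*cbf123* stood at 0.07, −0.28 and −0.28 in the warm. At 2 weeks they then stood at −0.16, −0.17 and −0.38. Part of these falls thus goes with that balance, and the fall of sw:*cbf2* in the warm does not remain. Simulated unchanged mutants gave a median of −1.46, a fall as large as the planned test asked for, but that outcome is fixed by the shared wild type values, so it decides nothing. The genes called here gave −0.93, a smaller fall outside the simulated range of −1.92 to −1.14. The highest number of regulon genes in 100 draws was 106 against 627, and the correlation of the sw:*cbf2* and sw:*cbf123* ratios was 0.79 against a simulated 0.49 (0.45 to 0.55). The draws take their noise from the difference between sw:*cbf2* and sw:cbf23 at 24 h. The noise of the SW libraries themselves is not measured. At 24 h, chance values in them and a loss in the mutants therefore cannot be told apart.

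A touch or wound response in the SW 24 h libraries came out as it predicts in the planned test: the 20 markers had medians of −1.16, −0.48 and −1.21 in sw:*cbf2*, sw:cbf23 and sw:*cbf123*, and at most 0.0% of matched random lists were as low. It:*cbf123* stood at 0.18 at 24 h, but at −0.40 (0.0%) in the warm, so such a shift is not limited to SW. 7 of the 20 markers are in the class itself. In the 13 others the medians were −0.51, −0.03 and −0.36, with 0.0, 11.6 and 0.3% of random lists as low. With the trend with the balance of G and C removed, the 13 stood at −0.52, 0.18 and −0.18 (0.0, 90.5 and 10.0%). The 20 then stood at −1.14, −0.54 and −1.42. Over warm at 24 h, the 20 stood at 0.46 in SW and 0.48 in IT, and the 13 at −0.38 and −0.40, so the change over warm is not particular to SW. For these 13 markers, a touch or wound response and no response cannot be told apart, because they are few and lie low in only part of the mutants. Loss of CBF2 is open as well: the 44 common genes fell in sw:*cbf2* by 24.0% of their fall in sw:*cbf123*, where the SW-specific class fell by 70.6%, and this value decides nothing because both classes were picked from these libraries.

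*MAF5* in the line labelled it33 was 31.5 FPKM in the warm, near the 27.5 of it:*cbf123* and above the 3.5 of IT. Reads moved to *MAF5* from a neighbouring *MAF* gene are argued against as the whole rise, since that would lower a neighbour. The lowest log2 ratio of *MAF2*, *MAF3* and *MAF4* in both lines was −0.21. Reads that spill over from a gene that does rise would raise its neighbours. *MAF4* stood at 0.61 to 1.74 in both lines, so these values alone leave open which of *MAF4* and *MAF5* rise. For it:*cbf123* the paper also reports quantitative RT-PCR with primers for each gene, and gives *MAF4* and *MAF5* both as higher than in IT. The line labelled it33 has no such measurement in the paper. Loss of the CBF response to cold is argued against as well, since the log2 ratio of *MAF5* in it:*cbf123* was already 2.81 in the warm. A change in these lines near *MAF5*, apart from the *CBF* genes, was not tested.

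*CBF2* in the line labelled 35s was 539.5 FPKM in the warm, in data no claim of the paper uses. *CBF1* there was 0.0449 and *CBF3* 6.6 FPKM. The methods of the paper list CBF2-overexpressing plants, and the labels do not say whether 35s is that line. No explanation was tested.

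AT1G02820 rose in the cold in SW (log2 ratio 4.14 at 24 h) and fell in IT (−1.14). The difference was not tested, since there are no replicates. It was 20.6 and 373 FPKM in SW, warm and at 24 h, and 180.5 and 81.5 FPKM in IT; the SW and IT triple mutants moved the same ways (31.8 to 208 and 263 to 36.7 FPKM). A trend with the balance of G and C is argued against, since the medians of cold over warm moved by at most 0.17 across classes of that balance. Other technical explanations, and the ecotype as a biological one, stay open as untested.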

How the results depend on the processing

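Tests without a pseudocount, with the trend with the balance of G and C removed, and on motif genes of the paper's class also called here were chosen only after the result was seen. A value counts as moved when it differs from the reported one by more than 1.5-fold, a rule set for values without a test. Of 57 results, 7 were moved by an alternative set earlier. Of 273 such values, 263 stayed within 1.5-fold, 10 moved and 0 reversed. Of 68 added values, 3 moved.

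Taking the reduction on the level above the wild type warm level gave 13 genes in place of 8 for it:*cbf123* at 2 weeks. Counting rCCGAC on the forward strand only gave 0.68 (common), 0.6 (SW and Col-0), 0.67 (IT and Col-0), 0.18 (SW specific) and 0.21 (IT specific) per promoter. The counts on 1 strand are lower by construction. With 500 bp upstream they were 0.62 (SW and Col-0), 0.19 (SW and IT), 0.19 (SW specific) and 0.21 (IT specific), over a shorter region. The IT specific values rest on 39 promoters for 85 genes.

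Removing the trend with the balance of G and C, an added alternative, gave 637 genes higher in sw:*cbf123* than SW at 24 h in place of 967, 289 lower at 2 weeks in place of 476, and 204 lower in the warm in place of 410. It left 581 SW regulon genes, 501 of them shared with the 627, and 201 in IT, 182 shared with the 189. Of the paper's 421 SW regulon genes, 318 were called with the trend removed, against 395 with it left in. Of its 112 IT genes the numbers were 103 and 100. The cause of the trend was not tested.

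Scaling moved the share of called genes that are higher in the mutant by over 10 points in 6 comparisons (as deposited, then with quantile normalization and median-of-ratios scaling). The shares were 51.6, 40.5 and 39.1% in sw:*cbf2* at 24 h, and 60.6, 49.0 and 49.2% at 2 weeks. In sw:cbf23 they were 55.5, 44.8 and 44.9% in the warm, 58.8, 45.9 and 44.9% at 24 h, and 63.9, 49.4 and 49.7% at 2 weeks. In sw:*cbf123* at 24 h they were 48.6, 40.6 and 38.3%. The median log2 ratio of all genes in sw:cbf23 over SW at 24 h was 0.11 as deposited.

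No paired analysis was possible because each group has 1 column of pooled values. For the same reason not run were an FDR of 0.05, fits on fewer libraries, a fit without trend, leaving out a replicate, a regulon from 1 replicate each, and the reductions that limma also calls. The spread between replicates is not known, so how many calls near 2-fold would hold is open.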

Differences from the paper's values

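Tests with no pseudocount and with the trend with the balance of G and C removed were chosen only after the result was seen. The CBF regulon of IT held 189 genes by fold, against the paper's 112. The paper also set an FDR limit for both regulons, which pooled values do not allow, so the counts are not like for like. Of its 112 IT genes, 100 are among the 189, and 89 of the 189 are not in its list. None of the alternatives set before the data were examined closed the gap: 0.1 FPKM added gave 227, 1 FPKM added 173, no filter 200, quantile normalization 187 and median-of-ratios scaling 202. With no pseudocount it was 169, and with the trend removed 201; neither, both chosen after seeing the values, closed the gap.

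For the SW regulon, 627 genes lie within 1.5-fold of the paper's 421, but 727 (0.1 FPKM added), 667 (no filter), 688 (quantile normalization) and 722 (median-of-ratios scaling) do not. Nearer to 421 were 531 with 1 FPKM added and 581 with the trend removed. With no pseudocount it was 670.

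The paper lists *HSFC1* among the first-wave genes induced in SW and IT. Here its log2 ratio over warm was 0.89 in SW, where both levels are under the filter of 1 FPKM, and 0.73 in IT, and no setting run called it in either. The plain FPKM ratio was 3.38 in SW and 1.98 in IT.

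The paper names *ZAT12* and *HSFC1* as first-wave genes with higher levels in SW than in IT, citing Fig 5, which plots the change from 22°C. On that measure both were higher in SW (log2 ratio over warm 3.24 against 1.81 for *ZAT12*, and 0.89 against 0.73 for *HSFC1*). For the level itself at 24 h, the log2 ratio of SW over IT was −2.50 for *ZAT12* (−2.53 to −2.33 over the settings run) and −0.80 for *HSFC1* (−1.09 to −0.64), lower in SW for both.

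The paper places *DEAR1* and *MYB44* at the same QTL; the reference has *DEAR1* on chromosome 3 and *MYB44* on chromosome 5. Another first-wave gene, *DREB*, starts on chromosome 5 at 26808876, near *MYB44* at 26854022.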

Other observations

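The test on reads moved among the *CBF* genes was chosen only after the result was seen; the test on the balance of G and C was not, though the removal of the trend that it uses was added after other results had been seen.

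At 24 h, 583 genes were lower and 622 higher in sw:*cbf2* than in SW, 414 and 590 in sw:cbf23, 1022 and 967 in sw:*cbf123*, and 286 and 147 in it:*cbf123* than in IT. For it:*cbf123* the numbers were 241 and 154 in the warm and 167 and 135 at 2 weeks.

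The response to 24 h of cold differed 2-fold between SW and IT for 2926 genes, larger in SW for 1720 and smaller for 1206. 61 genes rose in SW and fell in IT, and 19 did the reverse.

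*CBF2* and *CBF3* transcripts were higher in sw:*cbf123* than in SW at 24 h. The balance of G and C in the transcript as the cause is argued against, since the lower of both log2 ratios with the trend removed was 1.32. Reads moved from 1 *CBF* gene to another are argued against as the whole rise, since that would lower 1 of the 3 and the lowest log2 ratio was 0.63. Reads that spill over from a *CBF* gene that does rise would raise its neighbours, so which of the 3 rise stays open. Whether loss of the proteins raises the transcripts was not tested.

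The 3 largest rises in sw:*cbf2* over SW at 24 h are ATCG00370, MIR168a and AT1G75166, and the 3 largest falls AT3G52345, AT1G45236 and AT2G20723. In sw:cbf23 they are ATCG00370, ATCG00060 and ATCG00100, and AT3G52345, AT2G20723 and AT2G43141. Each is listed at 0 in 1 of the groups compared, so no fold is given. For the response in SW against IT they are AT1G28730, AT4G14403 and AT3G04854, and ATCG00370, AT5G53144 and MIR398b; each is listed at 0 in at least 1 of the 4 groups.

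*MAF5* and AT1G14642 were the 2 genes at least 2-fold higher than IT in it:*cbf123* and it33 at all treatments, and AT5G09711 the 1 gene lower. AT1G14642 is listed at 0 in IT, and AT5G09711 at 0 in both lines. Both were chosen after their values were seen.

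The Ws-2 list at 24 h had a median log2 ratio of −0.17 in sw:*cbf2* and −0.25 in sw:cbf23. The first-wave list had −0.53 in sw:*cbf2* and −0.22 in sw:cbf23.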
